# Robust induction of primordial germ cells of white rhinoceros on the brink of extinction

**DOI:** 10.1126/sciadv.abp9683

**Published:** 2022-12-09

**Authors:** Masafumi Hayashi, Vera Zywitza, Yuki Naitou, Nobuhiko Hamazaki, Frank Goeritz, Robert Hermes, Susanne Holtze, Giovanna Lazzari, Cesare Galli, Jan Stejskal, Sebastian Diecke, Thomas B. Hildebrandt, Katsuhiko Hayashi

## Abstract

In vitro gametogenesis, the process of generating gametes from pluripotent cells in culture, is a powerful tool for improving our understanding of germ cell development and an alternative source of gametes. Here, we induced primordial germ cell–like cells (PGCLCs) from pluripotent stem cells of the northern white rhinoceros (NWR), a species for which only two females remain, and southern white rhinoceros (SWR), the closest species to the NWR. PGCLC differentiation from SWR embryonic stem cells is highly reliant on bone morphogenetic protein and WNT signals. Genetic analysis revealed that SRY-box transcription factor 17 (SOX17) is essential for SWR-PGCLC induction. Under the defined condition, NWR induced pluripotent stem cells differentiated into PGCLCs. We also identified cell surface markers, CD9 and Integrin subunit alpha 6 (ITGA6), that enabled us to isolate PGCLCs without genetic alteration in pluripotent stem cells. This study provides a first step toward the production of NWR gametes in culture and understanding of the basic mechanism of primordial germ cell specification in a large animal.

## INTRODUCTION

As a result of various human activities such as habitat destruction and poaching, our planet is currently undergoing its sixth mass extinction event (*1*–*3*). Large mammalian species are particularly sensitive to these human impacts because of their low recovery potential, which, in turn, is attributable to the long periods of time required for their sexual maturity and pregnancy and their limited number of progeny. The northern white rhinoceros (*Ceratotherium simum cottoni*; hereinafter NWR) is categorized as “extinct in the wild” on the IUCN Red List of Threatened Species. In the 1960s, the number of NWRs was estimated at 2250 (*4*). Early in this century, the number had dwindled to only four wild animals mainly due to poaching and warfare, and the last confirmation of a live wild NWR was in 2006 (*5*, *6*). The last male NWR, who was given the name Sudan, died in 2018, and there are now thought to be only two females left on Earth, despite a decades-long worldwide effort to conserve this species, both by eradicating rhinoceros poaching and by establishing an adequate reproduction program (*5*, *6*). In light of this severely advanced process of species extinction, which has outpaced traditional breeding programs and habitat conservation modalities, an alternative way of thinking about this problem is vital and extremely urgent.

One option is to adapt advanced assisted reproductive technologies (aARTs) developed for human and livestock animal reproduction for use in NWR (*7*). Various groups have already developed basic aARTs for use in the species closest to NWR—namely, the southern white rhinoceros (*Ceratotherium simum simum*; hereinafter SWR). The adapted technologies include artificial insemination (*8*, *9*), ovum pickup including induction of ovulation (*10*, *11*), and intracytoplasmic sperm injection, followed by in vitro culture to blastocysts (*10*). On the basis of the similar reproductive physiology between SWR and NWR, as evidenced by their ability to breed, it is expected that the development of aARTs will open an avenue to repopulation of NWRs. This development has already allowed the derivation of embryonic stem cells (ESCs) from SWR blastocysts (*10*). SWR-ESCs share features in common with pluripotent stem cells, including indefinite self-renewal potential and the ability to differentiate into three germ layers. Considering the tremendous effort required to establish ESCs from large animal species, i.e., cows and pigs, it was unexpected that SWR-ESC establishment was achieved at the first attempt using only a small number of blastocysts. Nevertheless, SWR-ESCs are irreplaceable materials as a prototype of pluripotent stem cells with less clonal variation in general and, hence, would provide a platform to evaluate induced pluripotent stem cells (iPSCs) from NWR somatic cells (*12*–*14*). Because pluripotent stem cells have the potential to differentiate into the germ cell lineage through either chimera animals or in vitro differentiation, SWR-ESCs and NWR-iPSCs would provide an infinite source of gametes.

Derivation of gametes from pluripotent stem cells, a process known as in vitro gametogenesis (IVG), has rapidly evolved over the past decade (*15*). In mice, both ESCs and iPSCs have been differentiated into primordial germ cell–like cells (PGCLCs) (*16*), which are equivalent to primordial germ cells (PGCs), the origin of eggs and sperm. The resulting mouse PGCLCs were fully functional, developing into fertile eggs or sperm upon transplantation into the ovary and testis, respectively (*16*, *17*). Subsequent studies established culture systems that produce functional eggs and sperm from PGCLCs in culture through reconstitution of the gonadal environment (*18*–*20*). Moreover, PGCLCs can be induced from pluripotent stem cells not only in mice but also in humans, cynomolgus monkeys, and rabbits (*21*–*24*). In all species in which this induction has been attempted, the resulting PGCLCs were highly similar to bona fide PGCs in vivo with respect to gene expression and characteristic epigenetic features, ensuring further application of IVG to a wide range of animals. Therefore, the successful application of IVG to endangered species would be a cutting-edge strategy that could ultimately rescue many animal species from extinction. Here, we report the establishment of PGCLC induction from SWR-ESCs and NWR-iPSCs and provide a critical evaluation of their procedure of differentiation.

## RESULTS

### Reconstitution of PGC specification in SWR-ESCs

To monitor the process of PGC(LC) specification, we first generated a reporter SWR-ESC line, in which *EGFP* and *tdTomato* with a 2A sequence were inserted into *POU5F1/OCT3/4* and *PRDM1*/*BLIMP1* loci, respectively (fig. S1A). The specific expression of these genes in pluripotent stem cells and PGCs is highly expected, as evident by the conserved expression profile of *POU5F1* and *PRDM1* among a broad range of mammalian species, including mice, rabbits, pigs, and primates (*21*, *22*, *24*–*27*). By successive transfections of gene-targeting vectors with Cas9- and guide RNA (gRNA)–expression vectors for each gene locus, followed by a drug selection (fig. S1B), we successfully isolated six SWR-ESC lines bearing targeted integration of reporter constructs in both gene loci, which we designated the *POU5F1/OCT3/4-EGFP* (OG) and *PRDM1/BLIMP1-tdTomato* (BT) (OGBT) SWR-ESC lines. Inspecting one of the OGBT lines, OGBT13 bearing the reporter genes in a heterozygous fashion (fig. S1A), we found that the OG was detectable under fluorescent microscopy and by fluorescence-activated cell sorting (FACS), while no BT was detectable (Fig. 1A).

**Fig. 1.**
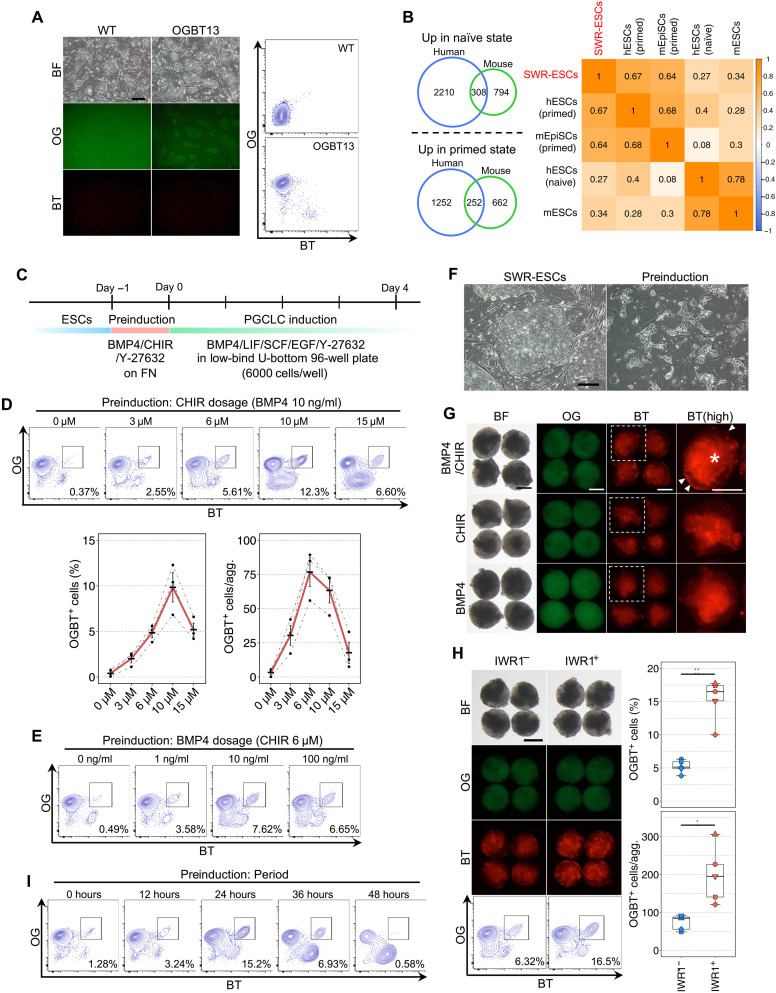
Induction of OGBT-positive cells from SWR-ESCs. (**A**) OGBT reporter SWR-ESCs. Scale bar, 200 μm. BF, bright field; WT, wild type. (**B**) Pluripotent state of SWR-ESCs. The Venn diagrams identify genes up-regulated in the naïve or primed state in human and mouse pluripotent stem cells (*52*, *53*). The heatmap shows correlation coefficients of gene expression representing the pluripotent state. *n* = 2, biologically independent experiments. mEpiSCs, mouse epiblast stem cells. (**C**) Time course of SWR-PGCLC induction. FN, fibronectin. (**D**) Effect of CHIR dosage during preinduction. OGBT SWR-ESC derivatives at day 4 of PGCLC induction are shown. The graphs show a summary of the percentage and number of OGBT-positive cells. *n* = 3, biologically independent experiments shown with SE. (**E**) Effect of BMP4 dosage during preinduction. OGBT SWR-ESC derivatives at day 4 of PGCLC induction are shown. *n* = 2, biologically independent experiments. (**F**) Morphology after preinduction with 6 μM CHIR. Scale bar, 200 μm. (**G**) Formation of BT-positive cells at day 4 of PGCLC induction. BT-positive cells (arrowheads) and an autofluorescence signal presumably derived from dead cells (asterisk) are shown. Scale bars, 200 μm. (**H**) Effect of IWR1 during PGCLC induction. The images and FACS analyses of OGBT SWR-ESC derivatives at day 4 of PGCLC induction. The box-and-whisker plots are a summary of the percentage and number of OGBT-positive cells. *n* = 5, biologically independent experiments. Scale bar, 200 μm. *P < 0.05 and **P < 0.01, Student’s *t* test. (**I**) Effect of the duration of preinduction. FACS plots show OGBT SWR-ESC derivatives at day 4 of PGCLC induction. *n* = 2, biologically independent experiments.

Because the ability of ESCs to differentiate into PGCLCs is highly dependent on their pluripotent state (*16*, *21*, *24*), we checked the pluripotent state of the OGBT SWR-ESCs. Referring to a list of genes differentially expressed between the naïve and primed states, we chose 308 and 252 genes that are up-regulated in the naïve and primed states, respectively, in both mouse ESCs and human ESCs/iPSCs (Fig. 1B). 

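Genes of primed pluripotency were abundant in SWR-ESCs, and most genes of naive pluripotency were near 0. RNA sequencing (RNA-seq) of biologically duplicated SWR-ESCs gave TPM values, which are scaled to gene length and to the library. Of 18 listed genes of primed pluripotency, 17 were above 3 TPM, with a median of 89.8 ± 0.506 TPM over the list (SD, n = 2). DNMT3B, a de novo DNA methyltransferase, was at 1170 ± 5.01 TPM. FZD7, a WNT receptor, was at 406 ± 7.04 TPM, and the transcription factor ZIC2 was at 120 ± 10.3 TPM. FGF5, a marker of primed mouse cells, was listed at 0 in both libraries. Of 17 listed genes of naive pluripotency, 6 were above 3 TPM, and the median was 0.67 ± 0.028 TPM. ESRRB was at 0.61 ± 0.0566 TPM, and TFCP2L1 was at 1.1 ± 0.283 TPM. DPPA3 and TFAP2C, which are also genes of germ cells, were among the 6 at 35 ± 4.74 and 45.6 ± 2.17 TPM. Levels of different genes were set side by side without a test, and the human and mouse cells of the matrix were not analysed here.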

A correlation matrix of these gene expressions showed that SWR-ESCs were in the primed state when cultured in Dulbecco’s modified Eagle’s medium (DMEM)/F12 supplemented with 20% knockout serum replacement (KSR) and basic fibroblast growth factor (bFGF; 10 ng/ml). Because human and monkey ESCs in the primed state readily differentiate into PGCLCs (*21*, *23*), we next tried to induce PGCLCs in Glasgow minimal essential medium (GMEM) supplemented with 15% KSR containing bone morphogenetic protein 4 (BMP4), leukemia inhibitory factor (LIF), stem cell factor (SCF), epidermal growth factor (EGF), and Y-27632 (hereinafter GK15 + BLSEY), either directly or via an incipient mesoderm-like cells (iMeLCs) condition containing activin A and CHIR99021 (CHIR), a WNT agonist, as used for human PGCLC induction (*24*). Under these conditions, however, there was no OGBT induction at day 4 of PGCLC induction, irrespective of whether the iMeLC culture condition was used (fig. S2A). This incompetent state was not resolved by culturing OGBT SWR-ESCs under the 4i condition [i.e., in medium containing inhibitors of mitogen-activated protein kinase (MAPK) kinase (MEK)/extracellular signal–regulated kinase, glycogen synthase kinase 3β, c-Jun N-terminal kinase (JNK), and p38, as well as LIF, bFGF, and transforming growth factor–β] that enhanced PGCLC induction from human ESCs/iPSCs. Under the 4i condition, the OGBT SWR-ESCs rapidly lost their OG expression and self-renewal capacities (fig. S2B).

Both BMP and WNT signals are required in mouse and human PGCLC specification (*16*, *21*, *24*, *28*, *29*). Notably, the timing and duration of WNT signaling, before the activation of BMP signaling, are critical for conferring PGC competence to the pluripotent cells in mice and humans: Specifically, a prolonged activation of WNT signaling compromises PGC competence (*28*, *29*). We therefore shortened the preinduction period to 24 hours and added BMP4 at various concentrations for simultaneous stimulation with CHIR (Fig. 1C). Induction of PGCLCs in GK15 + BLSEY for 4 days, followed by FACS analysis, revealed the appearance of OGBT double-positive cells, albeit a relatively small number, in response to BMP4 (fig. S2C), indicating that simultaneous stimulation with BMP4 and CHIR might enhance the PGC competence in OGBT SWR-ESCs. We then examined the optimal concentration of CHIR in the preinduction culture and found that a higher number of OGBT double-positive cells was induced from the cells primed with 6 μM CHIR and BMP4 (10 ng/ml) (Fig. 1D). In addition, we tried again to optimize the concentration of BMP4 for use with 6 μM CHIR in the preinduction culture and found that BMP4 (10 ng/ml) provided the highest proportion of OGBT double-positive cells (Fig. 1E). On the basis of these results, we fixed the concentrations of CHIR and BMP4 at 6 μM and 10 ng/ml, respectively, for the preinduction. During the preinduction culture, ESCs transformed into iMeLC-like cells with a flat morphology and distinct cell-to-cell boundaries (Fig. 1F). Under a fluorescent microscope, the BT-positive cells were preferentially located at the edge of the aggregations (Fig. 1G). This pattern of cell distribution is consistent with that in PGCLC induction in mice and humans (*16*, *21*).

Although OGBT double-positive cells were induced, the number of these cells per aggregate still averaged less than 100 (Fig. 1D), limiting their potential application. We therefore tried to refine the induction medium, GK15 + BLSEY, that was used after the preinduction stage. Because, as described above, excessive WNT signaling reduces the efficiency of PGCLC differentiation, we added IWR1, an inhibitor of WNT signaling, to GK15 + BLSEY. Under this condition, both the percentage and the cell number of OGBT double-positive cells became two to three times higher than in the culture without IWR1 (Fig. 1H). A similar effect was observed in the differentiation of OGBT double-positive cells with other WNT inhibitors, such as XAV939 and IWP2, albeit to a different extent (fig. S2D). Because a more robust induction of OGBT double-positive cells was observed with IWR1 compared to the other WNT inhibitors, we decided to include IWR1 in the induction medium, which we then designated GK15 + BLSEYWi.

Next, we attempted to determine the signals other than BMP4 and WNT that play a role in PGCLC specification in other animals. Activin A is used for preinduction in mouse and human PGCLC induction (*16*, *21*, *24*). In SWR-ESCs, however, addition of activin A to the preinduction medium inhibited the induction of OGBT double-positive cells (fig. S2E). FGF inhibition has been shown to enhance the rate of human PGCLC induction (*24*, *30*), but when PD0399021 (PD), an inhibitor of FGF signaling, was added to the preinduction medium, it had no obvious effect on the induction of OGBT double-positive cells (fig. S2F). When PD was added to the preinduction medium with mouse embryonic fibroblasts (MEFs), it nullified the negative effect of MEFs on the induction of OGBT double-positive cells, suggesting that the FGF signaling provided by MEF had a negative effect, as seen in human PGCLC induction (fig. S2F).

Last, we tested the optimal duration of the preinduction culture using the fixed components determined as described above and found that culture for 24 hours conferred the highest competence for becoming OGBT double-positive cells and that longer duration compromised the competence (Fig. 1I). This temporal acquisition of PGC competence in SWR-ESCs was consistent with that in mouse and human pluripotent stem cells (*16*, *21*, *24*).

### Characterization of OGBT double-positive cells induced from SWR-ESCs

To characterize OGBT double-positive cells, we first evaluated the gene expression dynamics during the differentiation by quantitative polymerase chain reaction (qPCR) analysis (Fig. 2A). The expression of early PGC marker genes in mice and/or humans—i.e., *SOX17*, *PRDM1*, *TFAP2C*, and *NANOS3*—increased in OGBT double-positive cells at day 4 of the induction culture, whereas the expression of a late germ cell marker gene, *DDX4*, was not detectable. *POU5F1* and *NANOG* expression was constant, while *SOX2* expression was rapidly down-regulated during the differentiation. The expression of *T/TBXT*, *EOMES*, *GATA3*, and *TFAP2A*, genes critical for the nascent mesoderm and PGC competence in mice (*28*) and/or humans (*29*, *31*, *32*), was temporarily increased in preinduced cells. Note that the characteristic gene expression profiles, such as that comprising the expression of *SOX17*, down-regulation of *SOX2*, and temporal expression of *EOMES*, *GATA3*, and *TFAP2A*, were reminiscent of human PGC specification rather than mouse PGC specification. Consistent with this finding, immunofluorescent analysis showed that BT-positive cells expressed SOX17 and Transcription factor AP-2 gamma (TFAP2C), but not SOX2 (Fig. 2B). These results demonstrated that OGBT double-positive cells share key gene expression features with human PGCLCs.

**Fig. 2.**
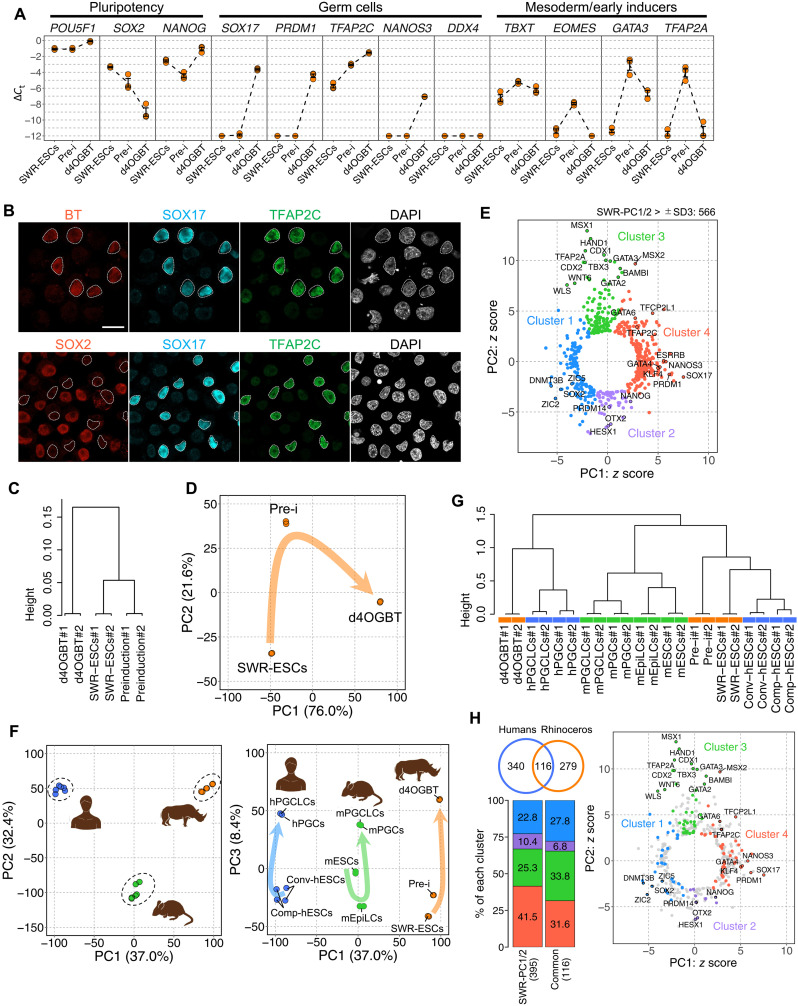
Gene expression profiling of OGBT-positive cells from SWR-ESCs. (**A**) Gene expression dynamics during differentiation. Shown are averaged Δ*C*_t_ values with SE determined by qPCR analysis. *n* = 3, biologically triplicated samples. (**B**) Coexpression of transcription factors in OGBT-positive cells. Immunofluorescent analyses of the transcription factors involved in PGC specification are shown. Scale bar, 20 μm. (**C**) Unsupervised hierarchical clustering of derivatives from SWR-ESCs. (**D**) PCA of transcriptomes of SWR-ESC derivatives. (**E**) Scatterplot of the *z* scores of the genes for the PC1 and PC2. Genes with a radius of >3 SDs (566 genes) are shown. The colors of the plots correspond to the clusters shown in fig. S3B. (**F**) PCA of transcriptomes of ESC derivatives in humans, mice, and SWR. Note that the PCA using PC1 and PC3 showed a similar direction of differentiation. (**G**) Unsupervised hierarchical clustering. The colors correspond to those in (E). (**H**) Scatterplot of the *z* scores of the ortholog gene set involved in PGC specification. In the Venn diagram, the blue and orange circles include 456 human genes involved in PGC specification (*29*) and 395 SWR-PC1/2 genes whose orthologs exist in the gene list of (29), respectively. The bar graphs show the distribution of 395 SWR-PC1/2 genes or 116 genes commonly assigned to the gene clusters in the scatterplot of the *z* scores in (E). The right scatterplot shows the *z* scores of the 395 SWR-PC1/2 genes with the colored plot for the 116 genes. All results are based on biologically duplicated samples.

To further characterize OGBT double-positive cells, we carried out RNA sequencing (RNA-seq) analysis on SWR-ESCs, preinduced cells, and day 4 OGBT double-positive cells. 

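SWR-ESCs, preinduced cells, and OGBT double-positive cells follow pluripotent cells through a mesodermal state into PGC-like cells. OGBT double-positive cells carry fluorescent reporters at POU5F1 and PRDM1 and were sorted for both. SWR-ESCs were cultured with 20% KSR and bFGF at 10 ng/ml. Preinduced cells had spent 24 hours with BMP4 at 10 ng/ml and with 6 μM CHIR, an agonist of WNT signaling. OGBT double-positive cells were taken after 4 days of aggregate culture with BMP4 at 200 ng/ml and the WNT inhibitor IWR1. Each group had 2 libraries, each made from RNA of 10000 cells with 12 cycles of PCR. The authors trimmed the reads with fastp, mapped them with STAR to the cerSim1 assembly and its RefSeq annotation, and estimated TPM with RSEM. The values of all 26 libraries of the study cover 15255 genes under human symbols and sum to 913651 to 923601 TPM per library. The number of reads behind a value is unknown, since TPM keeps no depth. Values were analysed as log2(TPM + 1), a scale that understates the fold changes of genes at low levels. The 11688 genes above 2 on this scale in at least 1 library were tested with limma in a single fit of 13 groups. DEGs had an adjusted p under 0.001 from limma, a log2 fold change beyond 2, and a level, log2(mean TPM of both groups + 1), above 4. Duplicates were close, with Pearson's r across genes from 0.99181 to 0.99809, so that genes with small changes also passed an adjusted p under 0.05. The p-values rest only on the spread between duplicates, pooled for each gene over the 13 groups and moderated across genes. They do not measure the spread of the compared groups alone.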

Unsupervised hierarchical clustering using all the expressed genes showed that SWR-ESCs and preinduced cells were relatively close to each other and far from the OGBT double-positive cells (Fig. 2C). 

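Preinduced cells stayed close to SWR-ESCs in their transcriptome, whereas OGBT double-positive cells moved away from both. Distances were 1 minus Pearson's r of log2(TPM + 1) over the 11013 genes expressed in these 6 libraries. SWR-ESCs and preinduced cells were 0.0611 apart on average. Preinduced cells and OGBT double-positive cells were 0.156 apart, and SWR-ESCs and OGBT double-positive cells were 0.181 apart. Duplicates of a group were 0.00316 to 0.0033 apart, below every distance between groups. Ward's method parted OGBT double-positive cells from the other 4 libraries first and then SWR-ESCs from preinduced cells. Between SWR-ESCs and OGBT double-positive cells, 9119 genes passed an adjusted p under 0.05 from limma, and 3321 of them changed at least 2-fold.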

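Genes of growth factor signaling and glycolysis fell in the 24 hours of preinduction. Genes of cholesterol synthesis fell at the step to OGBT double-positive cells. Preinduction also replaced medium with bFGF on MEFs by another basal medium without bFGF on fibronectin. These changes cannot be told apart here from the addition of BMP4 and CHIR. SPRY4, a feedback inhibitor of FGF signaling, fell by 4.15 on the log2 scale in preinduced cells (standard error 0.11, adjusted p = 8.8e-18 from limma), from 104 ± 1.46 to 4.93 ± 0.764 TPM (SD, n = 2). STC2 fell from 104 ± 6.68 to 2.82 ± 0.361 TPM, and APLN fell from 59.7 ± 1.1 to 1.38 ± 0.672 TPM. Of 16 tested FGF and ERK targets, 10 were lower and 2 were higher, with the same counts when adjusted over the list alone. With limma's camera, which sets a list against all other genes, this shift had an adjusted p = 9.9e-06, and adjusted p = 0.013 with an estimated correlation. Of 35 genes of glycolysis and hypoxia, 30 were lower and 3 were higher, also when adjusted over the list alone. The call by camera in limma was lost here at adjusted p = 0.14 with an estimated correlation. In OGBT double-positive cells compared to preinduced cells, 22 of 24 genes of cholesterol synthesis were lower and 1 was higher, as when adjusted over the list alone (camera in limma, adjusted p = 0.099 with an estimated correlation). HMGCS1 fell from 159 to 28.2 TPM and MSMO1 from 232 to 48.7 TPM. In preinduced cells, 6731 genes changed at an adjusted p under 0.05 from limma, 1066 of them at least 2-fold, and 127 met the definition of DEGs (72 up-regulated, 55 down-regulated). From preinduced cells to OGBT double-positive cells, 9038 genes changed, 2949 at least 2-fold, with 446 DEGs (284 up-regulated, 162 down-regulated). Without the threshold on the level, 168 up-regulated and 78 down-regulated genes met the definition in the first step and 919 in the second.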

During the differentiation, 149 and 569 differentially expressed genes (DEGs) [>4 times, false discovery rate (FDR) < 0.001, logarithm of counts per million reads (logCPM) > 4] were detectable between the SWR-ESCs and the preinduced cells and between the preinduced cells and the OGBT double-positive cells, respectively (fig. S3A). As expected, BMP-responsive and/or WNT-responsive mesodermal genes, such as *GATA3*, *HAND1*, and *TBX3*, were up-regulated in the preinduced cells compared to SWR-ESCs, and many of them were down-regulated in OGBT double-positive cells. On the other hand, genes involved in PGC specification, such as *SOX17*, *PRDM1*, and *NANOS3*, were up-regulated in OGBT double-positive cells compared to the preinduced cells (fig. S3A). 

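BMP and WNT targets rose together during preinduction and fell again in OGBT double-positive cells. MSX1, a BMP target in mesoderm, rose from 0.26 ± 0.0283 TPM in SWR-ESCs to 333 ± 24.3 TPM in preinduced cells (SD, n = 2). Its log2 fold change was 8.05 (standard error 0.16, adjusted p = 2e-19 from limma). HAND1 rose from 0.77 ± 0.184 to 341 ± 27.1 TPM, a log2 fold change of 7.6 (standard error 0.23, adjusted p = 1.4e-16 from limma). GATA3 rose from 0.465 ± 0.0778 to 128 ± 1.5 TPM, and TBX3 rose from 0.055 ± 0.00707 to 91 ± 0.636 TPM. CDX1 and CDX2, which respond to WNT signaling, rose to 145 ± 15.5 and 65 ± 7.82 TPM. In OGBT double-positive cells, MSX1 was at 1.64 ± 0.163 TPM, HAND1 at 3.23 ± 0.481 TPM, GATA3 at 9.71 ± 0.0141 TPM, and TBX3 at 4.64 ± 1.39 TPM, with log2 fold changes against preinduced cells of -6.98, -6.34, -3.59, and -4.05. Of 17 tested BMP targets, 16 were higher and 1 was lower in preinduced cells, and 1 was higher and 16 were lower in OGBT double-positive cells, the same counts as when adjusted over the list alone. The 17 tested WNT targets gave 16 higher and 1 lower, then 2 higher and 15 lower, again the same when adjusted over the list alone. Both calls by camera held for BMP targets (limma, adjusted p = 0.0012 and 0.016 with an estimated correlation) and for WNT targets (limma, adjusted p = 0.0023 and 0.046 with an estimated correlation). Of 14 genes of primitive streak and nascent mesoderm, 9 were higher and 1 was lower in preinduced cells, also when adjusted over the list alone. TBXT rose from 3.64 ± 0.516 to 18 ± 0.191 TPM and EOMES from 0.47 ± 0.0283 to 5.87 ± 0.113 TPM, both below the level of DEGs. Genes of amnion and trophectoderm went with them, with 13 of 16 higher and 1 lower (13 and 1 adjusted over the list alone). These lists share members, so their counts are not independent. HAND1 is in the BMP, streak, and amnion lists, and CDX2 is in the WNT, streak, and amnion lists. Of the 72 DEGs up-regulated in preinduced cells, 34 (47.2%) were DEGs down-regulated in OGBT double-positive cells, where independent lists would share 1. The preinduced libraries stand in both comparisons, so part of this overlap may come from them; 20 simulations of unchanged groups gave 0 DEGs and therefore a shared count of 0, which cannot measure that part. With the second step taken from the advanced condition, which shares no library, 34 were again in both.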

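Genes of early PGC specification were higher in OGBT double-positive cells than in preinduced cells, and some, SOX17 and PRDM1 among them, started near 0. SOX17 (LOC101390765 in the rhinoceros annotation) was at 0.35 ± 0.141 TPM in preinduced cells and at 319 ± 0.594 TPM in OGBT double-positive cells (SD, n = 2). This log2 fold change of 7.89 (standard error 0.18, adjusted p = 3.2e-19 from limma) was the largest increase among genes above the level of DEGs. PRDM1 rose from 0.315 ± 0.0778 to 113 ± 2.39 TPM, a log2 fold change of 6.44 (standard error 0.12, adjusted p = 2.7e-20 from limma). NANOS3 rose from 2.33 ± 0.12 to 163 ± 10.9 TPM, a log2 fold change of 5.62 (standard error 0.14, adjusted p = 1.6e-18 from limma). ESRRB and GATA4 reached 124 ± 5.23 and 53.5 ± 2.04 TPM, whereas TFCP2L1 went from 27.5 to 159 ± 9.76 TPM and TFAP2C from 294 to 836 TPM. All 16 tested genes of early PGC specification were higher than in preinduced cells, and all 16 when adjusted over the list alone. Camera in limma gave adjusted p = 6.4e-08, and adjusted p = 0.011 with an estimated correlation. Naive pluripotency genes rose as well, with 13 of 14 higher and 1 lower, as when adjusted over the list alone (camera in limma, adjusted p = 0.016 with an estimated correlation). ESRRB, TFCP2L1, DPPA3, and TFAP2C are in both lists, so these counts are not independent. Of 25 genes of late germ cells, only 7 were tested, with 6 higher and none lower, also when adjusted over the list alone. The list had 0 members above 3 TPM in preinduced cells and 3 in OGBT double-positive cells. A gene could enter the test through its level in PGCLC libraries alone. The filter thus favored this direction, and the count is not independent evidence of a rise. For this list, camera in limma gave adjusted p = 0.026, and adjusted p = 0.099 with an estimated correlation. Genes outside the list rose by as much, among them the extracellular matrix protein TNN (to 199 ± 9.55 TPM), the actin regulator AVIL (to 178 ± 1.43 TPM), and the RNA-binding protein RBM24 (to 257 ± 10.3 TPM).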

Principal components analysis (PCA) showed that the difference in gene expression profiles between SWR-ESCs and preinduced cells was projected to PC2 and that between preinduced cells and OGBT double-positive cells was projected to both PC1 and the opposite direction of PC2 (Fig. 2D). 

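OGBT double-positive cells parted from both earlier stages on PC1, and preinduction moved cells along PC2. PCA of log2(TPM + 1) over the expressed genes, each centered and not scaled, gave 76.7% of the variance to PC1 and 21.5% to PC2. SWR-ESCs were centered at -47.6 on PC1 and -33.4 on PC2. Preinduced cells were at -30.8 and 38.5, so that the step from SWR-ESCs was larger on PC2 than on PC1. OGBT double-positive cells were at 78.4 and -5.2, far from preinduced cells on PC1 and back toward SWR-ESCs on PC2.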

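SOX17 and PRDM1 weighed on PC1, and MSX1 and HAND1 weighed on PC2. SOX17 had a z score of 7.04 on PC1 and -1.39 on PC2, and PRDM1 had 5.73 and -1.15. MSX1 had -1.85 on PC1 and 12.19 on PC2, and HAND1 had -1.52 and 11.45. Genes beyond 3 SDs of the joint PC1 and PC2 scores numbered 466. Of the genes that table S1 of the paper lists, 559 were found in the values used here, and 460 of them (82.3%) were among the 466.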

Genes highly contributing to each PC (Z scores > ± 3 SDs: 566 genes termed SWR-PC1/2 genes) could be divided into four clusters (Fig. 2E, fig. S3B, and table S1). BMP-responsive and/or WNT-responsive mesodermal genes were enriched in cluster 3, which drives the differentiation to preinduced cells, while pluripotent markers, such as *NANOG* and *PRDM14*, and anterior markers, such as *OTX2* and *HESX1*, were enriched in cluster 2, which is on the side opposite to cluster 3. 

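BMP and WNT targets sat at high PC2, and NANOG, PRDM14, OTX2, and HESX1 sat at the other end. Of 17 BMP targets, 12 were in cluster 3 of table S1, and so were 13 of 17 WNT targets. GATA3 had a z score of 9.37 on PC2, and TBX3 had 9.45. The 122 genes of cluster 3 used in the PCA had a mean z score of -0.65 on PC1 and 4.71 on PC2. Cluster 2 had means of 0.27 and -3.72 over 51 genes. On PC2, NANOG had a z score of -3.65, PRDM14 had -4.15, OTX2 had -5.75, and HESX1 had -5.91, whereas POU5F1 had -0.2. Of 12 core pluripotency genes, 2 were in cluster 2, 2 in cluster 1, 1 in cluster 4, and 7 in none. NANOG fell in preinduced cells by 2.15 on the log2 scale (standard error 0.08, adjusted p = 1.1e-14 from limma) and PRDM14 by 2.81 (standard error 0.14, adjusted p = 2.8e-13 from limma). OTX2 fell from 22.6 ± 0.537 TPM in SWR-ESCs to 0.595 ± 0.00707 TPM in preinduced cells and returned to 9.6 ± 0.636 TPM in OGBT double-positive cells (SD, n = 2). HESX1 followed the same course, at 21.7 ± 3.37, 0.385 ± 0.0354, and 7.33 ± 2.19 TPM. In the first step, 122 genes of cluster 3 were higher and none was lower, and 51 of cluster 2 were lower and none was higher. The clusters were chosen by the study on these libraries, so these counts are not independent evidence.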

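Regulators of early PGCs, NANOS3 among them, had high PC1 scores. Of 16 genes of early PGC specification, 9 were in cluster 4 of table S1, 1 was in cluster 2, and 6 were in none. NANOS3 had a z score of 5.42 on PC1 and 0.04 on PC2, and TFAP2C had 2.75 and 3.25. The 250 genes of cluster 4 used in the PCA had mean z scores of 3.13 on PC1 and 0.68 on PC2. In OGBT double-positive cells compared to preinduced cells, 224 of them were higher and 9 were lower at an adjusted p under 0.05 from limma, with a median log2 fold change of 3.33. Cluster 4 also held 7 of 19 genes of the interferon response, the other 12 being in none. It held 4 of 11 surface proteins, CD9, CD36, CXCR4, and PECAM1. The paper took these 4 candidates from cluster 4, so their count was fixed by that choice. The study chose cluster 4 on these libraries, so its direction is not independent evidence.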

As expected, genes involved in PGC specification were enriched in cluster 4. 

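Most genes of primed pluripotency, DNMT3B among them, fell at both steps. DNMT3B fell by 2.34 on the log2 scale in preinduced cells (standard error 0.22, adjusted p = 1e-08 from limma) and by a further 4.46 in OGBT double-positive cells (standard error 0.22, adjusted p = 7.3e-14 from limma), where it was at 9.59 ± 1.42 TPM (SD, n = 2). SOX2 fell by 2.41 (standard error 0.22, adjusted p = 9.1e-09 from limma) and then by 3.41 (standard error 0.22, adjusted p = 9.3e-12 from limma) to 3.49 ± 0.0283 TPM. Their z scores on PC1 were -5.17 and -4.29. Cluster 1 of table S1 had a mean z score of -2.7 on PC1 over 136 genes and held 10 of 17 genes of primed pluripotency. Of these 17, 2 were higher and 14 lower in preinduced cells, then 3 higher and 14 lower in OGBT double-positive cells, the same as when adjusted over the list alone. Camera in limma held the first call at adjusted p = 0.013 with an estimated correlation and lost the second at adjusted p = 0.099 with an estimated correlation. Among 10 genes of DNA methylation, 5 were higher and 5 lower in OGBT double-positive cells than in preinduced cells, as when adjusted over the list alone. DNMT3A went from 119 to 172 TPM and UHRF2 from 47.4 to 209 TPM, whereas UHRF1, a cofactor of maintenance methylation, went from 112 to 40.7 TPM. The core pluripotency list had 8 of 12 genes lower and none higher in preinduced cells, also when adjusted over the list alone (camera in limma, adjusted p = 0.041 with an estimated correlation).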

*DNMT3B* and *SOX2*, which should be down-regulated during PGC specification (*21*, *24*, *33*), were categorized into cluster 1. These gene expression analyses implied a conserved mode of PGC specification in rhinoceros: Pluripotent cells temporarily acquire an early mesodermal state, and then some of them switch their fate into PGCs with the expression of PGC-specific transcriptional regulators.

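Of the 3 stages, mesodermal signaling targets were highest in preinduced cells, and early PGC genes were highest in OGBT double-positive cells. No library lies between these stages, so the order of the fall and the rise was not seen. The median over BMP targets went from 0.922 ± 0.053 TPM in SWR-ESCs to 124 ± 0.491 TPM in preinduced cells and 6.47 ± 0.247 TPM in OGBT double-positive cells (SD, n = 2). The median over WNT targets was 2.25 ± 0.332, 18 ± 0.156, and 5.41 ± 0.113 TPM at the same stages. Early PGC genes had medians of 4.38 ± 0.481, 13.2 ± 0.403, and 124 ± 5.23 TPM. The median over genes of primed pluripotency fell to 40.9 ± 1.67 and then to 9.05 ± 0.884 TPM. OGBT double-positive cells were sorted for the reporter at PRDM1, a member of the early PGC list. From the transient mesodermal genes and the later PGC regulators, the paper proposes a conserved mode of PGC specification in rhinoceros, in which pluripotent cells pass through an early mesodermal state before some of them turn to the PGC fate.

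**Figure D1:**
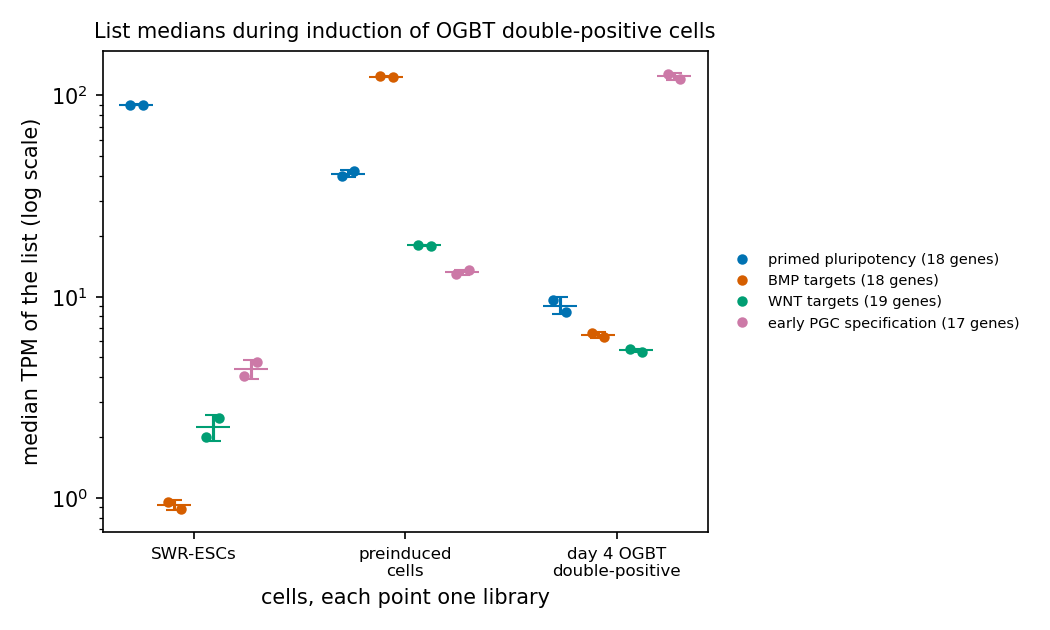
Median TPM (log scale) over the listed genes of primed pluripotency, BMP targets, WNT targets, and early PGC specification in SWR-ESCs, preinduced cells, and day 4 OGBT double-positive cells; points are libraries, horizontal bars are means, and error bars are SDs (n = 2). BMP targets stand highest in preinduced cells at 124 TPM, and early PGC genes stand highest in OGBT double-positive cells at 124 TPM.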

We then compared the transcriptome among these SWR-ESC derivatives and related cell types in humans (conventional hESCs, competent hESCs, day 4 hPGCLCs, and PGCs in vivo) and mice [mESCs, mouse epiblast-like cells (mEpiLCs), day 6 mPGCLCs, and PGCs in vivo]. PCA with PC1 and PC2 using all expressed genes showed that mouse, human, and rhinoceros profiles made clusters in each species (Fig. 2F). However, PCA with PC1 and PC3 showed that the cells differentiate in a similar direction along PC3 according to the sequence of the differentiation (Fig. 2F). This result suggests that the differentiation processes from SWR-ESCs to day 4 OGBT double-positive cells were largely similar to those from pluripotent stem cells to PGCLCs in mice and humans. Unsupervised hierarchical clustering using the SWR-PC1/2 genes showed that day 4 OGBT double-positive cells were similar to human PGCs and hPGCLCs rather than mPGCLCs (Fig. 2G). Among the gene set for human PGC specification (*29*), 456 genes were assigned as orthologs of SWR genes. On the other hand, 395 of 573 SWR-PC1/2 genes were found to be human orthologs in the gene list used for transcriptomic analyses of human PGCLC specification (*29*). A total of 116 genes were shared in common between the two gene sets; these were genes involved in differentiation processes from pluripotent stem cells to PGCLCs via the intermediate cell population (Fig. 2H). 

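SOX17, PRDM1, and TFAP2C were all high in SWR OGBT double-positive cells, with SOX2 nearly lost and KLF4 gained. TFAP2C rose at both steps, from 45.6 TPM in SWR-ESCs to 294 ± 6.1 TPM in preinduced cells and 836 ± 20.2 TPM in OGBT double-positive cells (SD, n = 2). Its log2 fold changes were 2.66 (standard error 0.05, adjusted p = 1.4e-19 from limma) and 1.51 (standard error 0.05, adjusted p = 1.3e-16 from limma). POU5F1 was at 1060 ± 12.5 and 1080 ± 12.7 TPM in the first stages and doubled to 2300 ± 40.3 TPM. NANOG dipped from 334 ± 11 to 74.6 ± 9.18 TPM and reached 1020 ± 21.5 TPM. PRDM14 dipped from 156 ± 3.15 to 21.5 ± 3.98 TPM and recovered to 82.6 ± 1.4 TPM. KLF4 was at 4.5 ± 0.658, 6.1 ± 1.17, and 243 ± 1.72 TPM, and its change in preinduced cells was lost without SWR-ESC replicate 1 (adjusted p = 0.154 from limma) or preinduced replicate 1 (adjusted p = 0.224 from limma). DPPA3 was at 35, 49.1 ± 7.71, and 66.2 ± 0.969 TPM, and its changes were lost without SWR-ESC replicate 2 (adjusted p = 0.167 from limma) or preinduced replicate 2 (adjusted p = 0.192 from limma) for the first and without preinduced replicate 1 (adjusted p = 0.219 from limma) or either OGBT double-positive replicate (adjusted p = 0.0599 and 0.0768 from limma) for the second. GATA2 rose from 2.65 ± 0.255 to 171 ± 2.69 TPM and fell to 36.2 ± 0.255 TPM. Human and mouse libraries were not analysed here.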

Consistent with these findings, comparisons of key gene expressions for PGC specification showed that the patterns in rhinoceros were similar overall to those in humans rather than mice (fig. S3C).

### Functional requirement of *SOX17* for OGBT double-positive cell differentiation

Given that the manner of differentiation of OGBT double-positive cells resembles that of human PGCLC differentiation, *SOX17* would play a critical role, as it activates the gene network for PGCLC specification in humans but not in mice (*21*). We then examined the role of *SOX17* in OGBT double-positive cell differentiation from SWR-ESCs with a *SOX17*^−/−^ line generated from OGBT13 SWR-ESCs, in which sequences around the second exon of *SOX17* including the splice acceptor were deleted on both alleles (fig. S4, A and B). From the *SOX17*^−/−^ OGBT13 SWR-ESCs, no OGBT double-positive cells appeared by the preinduction, followed by culture with GK15 + BLSEYWi (Fig. 3A). To exclude the possibility that the defect was caused by off-target genome editing, we rescued *SOX17* expression in *SOX17*^−/−^ OGBT13 SWR-ESCs with a doxycycline (Dox)–inducible *SOX17* expression vector (fig. S4, C and D). In the rescue line, a robust induction (~85%) of OGBT double-positive cells was observed in a Dox-dependent manner (Fig. 3B). Transcriptome analysis revealed that the Dox-induced OGBT double-positive cells were nearly identical to cytokine-induced OGBT double-positive cells: Apart from the expression of *SOX17* including the transgenic transcript, the number of DEGs (>4 times, FDR < 0.001, logCPM > 4) was only 19 genes (Fig. 3C). These results demonstrate that *SOX17* is a key transcription factor essential and sufficient for the differentiation of OGBT double-positive cells.

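OGBT double-positive cells driven by exogenous SOX17 carried about 6 times as much SOX17 transcript as those induced by cytokines. The exogenous SOX17 libraries had 1869.04 and 1998.83 TPM of SOX17, and the cytokine libraries had 319.76 and 318.92 TPM. TPM counts transgenic and endogenous SOX17 transcripts together. The cells came from a SOX17−/− derivative of the OGBT13 line with a Dox-inducible SOX17 vector, and day 4 OGBT double-positive cells were sorted in biological duplicate. They were compared with the day 4 OGBT double-positive cells of GK15 + BLSEYWi, a comparison that differs in SOX17 genotype as well as in the inducer. Including SOX17, 19 genes were DEGs (11 up-regulated, 8 down-regulated). The down-regulated ones numbered 4 or 3 without cytokine replicate 1 or 2, and the up-regulated ones numbered 7 without exogenous SOX17 replicate 2. Beyond SOX17, HAND1 rose from 3.23 to 28.8 ± 8.12 TPM (SD, n = 2), a log2 fold change of 2.79 (standard error 0.23, adjusted p = 9.5e-09 from limma). ALCAM, an adhesion protein, rose from 47.2 ± 1.39 to 296 ± 12 TPM, and IGFBP3 rose from 17.9 ± 1.17 to 118 ± 1.39 TPM. LEFTY2, a Nodal target, rose from 120 ± 10.3 to 645 ± 172 TPM. SLC36A2, STMN2, and NKX6-2 fell to 12.3 ± 2.04, 11.2 ± 0.467, and 28.8 ± 3.17 TPM. In all, 4697 genes changed at an adjusted p under 0.05 from limma, and 380 of them changed at least 2-fold. NANOS3 fell by 0.66 on the log2 scale (standard error 0.14, adjusted p = 0.00082 from limma), PRDM1 by 0.58 (standard error 0.12, adjusted p = 0.00077 from limma), and TFAP2C by 0.4 (standard error 0.05, adjusted p = 2.7e-06 from limma). Of 16 early PGC genes, 2 were higher and 10 lower, as when adjusted over the list alone (camera in limma, adjusted p = 0.088 with an estimated correlation). Of 17 BMP targets, 12 were higher and 1 was lower, also when adjusted over the list alone (camera in limma, adjusted p = 0.088 with an estimated correlation). Without the threshold on the level, the DEGs numbered 36, and with a pseudocount of 5 they numbered 10. From the small number of DEGs apart from SOX17, the paper concludes that both kinds of cells are nearly identical.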

**Fig. 3.**
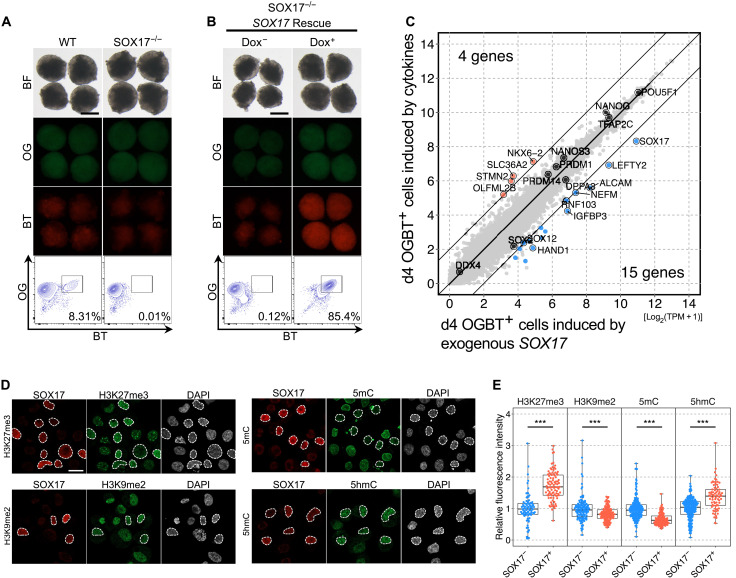
Characterization of OGBT-positive cells from SWR-ESCs. (**A**) *SOX17*-dependent differentiation of OGBT-positive cells. Shown are images and FACS plots of wild-type and *SOX17*^−/−^ OGBT SWR-ESC derivatives at day 4 of PGCLC induction. *n* = 2, biologically independent experiments. Scale bar, 200 μm. (**B**) Restoration of OGBT-positive cell differentiation by exogenous *SOX17* expression. Shown are images and FACS plots of *SOX17*-transgenic OGBT SWR-ESC derivatives at day 4 of PGCLC induction with or without Dox. *n* = 2, biologically independent experiments. Scale bar, 200 μm. (**C**) Comparison of transcriptomes of OGBT-positive cells induced by the cytokines or exogenous *SOX17* expression. Shown are scatter plots of transcriptomes of OGBT-positive cells with DEGs (>4 times, FDR < 0.001, logCPM > 4). (**D**) Epigenetic features in OGBT-positive cells. Shown are the results of immunofluorescence analysis of the epigenetic modification indicated and SOX17 expression in OGBT SWR-ESC derivatives at day 4 of PGCLC induction by cytokines. SOX17-positive cells are enclosed by dashed lines. Scale bar, 20 μm. (**E**) Quantification of the epigenetic modifications in SOX17-positive cells. The box-and-whisker plots show the values relative to the averaged value in SOX17-negative cells. ***P < 0.001, Mann-Whitney *U* test.

Because both mouse and human PGCLCs bore characteristic epigenetic properties (*34*–*36*), we evaluated the epigenetic status of cytokine-induced OGBT double-positive cells. Immunofluorescence analyses revealed that day 4 OGBT double-positive cells exhibited a higher level of H3 lysine-27 trimethylation (H3K27me3) and a lower level of histone H3 lysine-9 dimethylation (H3K9me2) compared to neighboring SOX17-negative cells (Fig. 3, D and E). With respect to DNA methylation, OGBT double-positive cells exhibited a lower level of 5-methylcytosine (5mC) and a higher level of 5-hydroxymethylcytosine (5hmC) compared to SOX17-negative cells (Fig. 3, D and E). These results demonstrated that OGBT double-positive cells share the characteristic epigenetic properties of PGCLCs in mice and humans. This finding, together with the cytokines required for the differentiation, the gene expression profile, the SOX17-dependent manner of differentiation, and the characteristic epigenetic properties, led us to conclude that the OGBT double-positive cells could be defined as PGCLCs derived from SWR-ESCs.

### Further refinement for robust induction of SWR-PGCLCs

During the preparation of this study, there were several updates to the conditions for maintenance of SWR-ESCs and PGCLC induction in mice and primates (*23*, *25*, *37*, *38*). On the basis of these key related studies, we further refined our culture condition, especially with respect to the basal medium and additives for the proliferation of PGCLCs. First, we added activin A for the maintenance of SWR-ESCs, because multiple studies showed the positive effect of activin A on the maintenance of human ESCs/iPSCs (*39*, *40*). Then, we tested the advanced RPMI 1640 with various concentrations of KSR (5, 10, and 15%) and BLSEYWi and found that 10% KSR (aRK10) yielded a higher percentage and number of SWR-PGCLCs (Fig. 4A). We then added forskolin and/or rolipram, both of which have been shown to promote proliferation of mouse and human PGCLCs (*37*, *38*), to aRK10 + BLSEYWi. We found that forskolin, but not rolipram, enhanced the percentage of SWR-PGCLCs (Fig. 4B). In parallel, we tested bpV, an inhibitor of phosphatase and tensin homolog (PTEN) that has a negative impact on proliferation of mouse PGCs (*41*), and found that addition of bpV to aRK10 + BLSEYWi significantly increased the total number of cells in the aggregates with a constant differentiation efficiency, thereby yielding a higher number of SWR-PGCLCs (Fig. 4C). On the basis of these results, we induced SWR-PGCLCs in aRK10 supplemented with forskolin, bpV, and BLSEYWi. Under this condition, nearly half of the cells had become SWR-PGCLCs at 2 and 4 days of induction, and the number of SWR-PGCLCs reached 1019 per aggregation on average at day 4 (Fig. 4D). This series of fine-tuning successfully increased the yield of SWR-PGCLCs by about 15-fold compared with the original condition using GK15 + BLSEY (Fig. 1D).

**Fig. 4.**
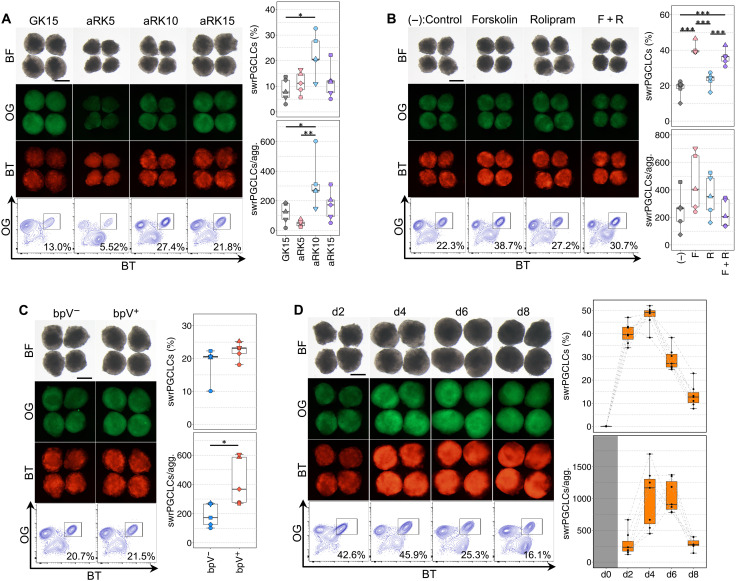
Robust induction of SWR-PGCLCs. (**A**) Refinement of basal medium for SWR-PGCLC induction. Shown are images and FACS plots of PGCLCs at day 4 of induction in the medium indicated. GK15, GMEM containing KSR at 15%; aRK5, aRK10, and aRK15, advanced RPMI 1640 containing KSR at 5, 10, and 15%, respectively. The right box-and-whisker plots summarize the percentage and number of PGCLCs per aggregate. *n* = 5, biologically independent experiments. Scale bar, 200 μm. *P < 0.05 and **P < 0.01, Turkey-Kramer test. (**B**) Effect of cyclic adenosine 5′-monophosphate activation during PGCLC induction. Shown are images and FACS plots of PGCLCs at day 4 of induction with forskolin and/or rolipram. The right box-and-whisker plots summarize the percentage and number of PGCLCs per aggregate. *n* = 5, biologically independent experiments. Scale bar, 200 μm. ***P < 0.001, Turkey-Kramer test. (**C**) Effect of bpV during PGCLC induction. Shown are images and FACS plots of PGCLCs at day 4 of induction with or without bpV. The right box-and-whisker plots summarize the percentage and number of PGCLCs per aggregate. *n* = 5, biologically independent experiments. Scale bar, 200 μm. *P < 0.05, Student’s *t* test. (**D**) Effect of the length of the PGCLC induction period. Shown are images and FACS plots of PGCLCs at the indicated days of induction. The PGCLC induction condition in this experiment was aRK10 + BLSEYF2i. The right box-and-whisker plots summarize the percentage and number of PGCLCs per aggregate. Scale bar, 200 μm. *n* = 7, biologically independent experiments.

The transcriptome of SWR-PGCLCs induced under the advanced condition, hereinafter aRK10 + BLSEYF2i, was similar to that of SWR-PGCLCs induced under the condition GK15 + BLSEYWi, as there were only 24 DEGs (>4 times, FDR < 0.001, logCPM > 4) (fig. S5A). In addition, PCA and unsupervised hierarchical clustering using all expressed genes showed that the manner of SWR-PGCLC induction under the aRK10 + BLSEYF2i condition was similar to that under the GK15 + BLSEYWi condition (fig. S5, B and C). Collectively, these results showed that a robust number of SWR-PGCLCs were efficiently induced from SWR-ESCs under the refined condition.

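SWR-PGCLCs of the advanced condition had more transcript of Nodal and activin targets and less of interferon response genes than those of GK15 + BLSEYWi. The advanced condition starts from SWR-ESCs kept with activin A at 20 ng/ml and replaces the basal medium with aRK10, which holds 10% KSR. Forskolin, which raises cAMP, and the PTEN inhibitor bpV are added during induction, with BMP4 at 200 ng/ml as before. SWR-ESCs with activin A, their preinduced cells, and day 4 SWR-PGCLCs each had 2 libraries, processed and tested like the others. CER1, a secreted Nodal antagonist, rose from 6.49 ± 0.41 TPM in GK15 + BLSEYWi to 198 ± 2.57 TPM (SD, n = 2), a log2 fold change of 4.73 (standard error 0.23, adjusted p = 4.6e-12 from limma). LEFTY2 was at 1770 ± 56 TPM, a log2 fold change of 3.87 (standard error 0.17, adjusted p = 1.1e-12 from limma). TBXT rose from 9.02 to 42.5 ± 1.39 TPM and the stress gene HSPA1A from 73.5 ± 7.55 to 381 ± 17.8 TPM. USP18 fell from 72.1 ± 3.9 to 10.6 ± 0.269 TPM and ISG15 from 262 ± 7.58 to 54.7 ± 0.636 TPM. SOX17 was at 319 ± 28.2 TPM (log2 fold change 0, standard error 0.18, adjusted p = 0.99 from limma). PRDM1 and TFAP2C did not pass either (limma, adjusted p = 0.42 and 0.095), although they did in a fit of these 4 libraries alone (limma, adjusted p = 0.0252 and 0.0237). NANOS3 rose by 0.93 on the log2 scale (standard error 0.14, adjusted p = 2.9e-05 from limma). Of 12 Nodal and activin targets, 8 were higher and 2 lower, as when adjusted over the list alone (camera in limma, adjusted p = 0.038 with an estimated correlation). Of 20 interferon response genes, 18 were lower and none was higher, also when adjusted over the list alone (camera in limma, adjusted p = 0.0031 with an estimated correlation). Of 14 genes of the cAMP response, 4 were higher and 4 lower (4 and 5 adjusted over the list alone), and of 13 FOXO targets, 2 were higher and 8 lower (2 and 9 adjusted over the list alone). There were 20 DEGs, 11 up-regulated and 9 down-regulated (5 without GK15 + BLSEYWi replicate 1), and 288 of 4520 changed genes changed at least 2-fold. They numbered 39 without the threshold on the level and 7 with a pseudocount of 5. From the low number of DEGs, the paper concludes that the transcriptomes of both conditions were similar.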

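Libraries grouped by stage first, and SWR-ESCs then parted by culture condition. PCA over 11269 genes gave 69.7% of the variance to PC1 and 19.5% to PC2. Day 4 SWR-PGCLCs were centered at 77.2 on PC1 and -4.9 on PC2 under aRK10 + BLSEYF2i, and at 76.8 and 0.9 under GK15 + BLSEYWi. Preinduced cells were at -36.2 and 37.1 against -34 and 35.5, and SWR-ESCs were at -38.1 and -35 with activin A against -45.6 and -33.5 without. The Pearson distance between conditions was 0.0108 for preinduced cells, 0.0184 for SWR-PGCLCs, and 0.0221 for SWR-ESCs. Duplicates were 0.00263 to 0.00482 apart. The 3 clusters by Ward's method were the SWR-ESCs, the preinduced cells, and the SWR-PGCLCs of both conditions. With a division into 4, SWR-ESCs with and without activin A were parted. Log2 fold changes from preinduced cells to SWR-PGCLCs had a Pearson's r of 0.929 and a Spearman's rho of 0.91 between conditions, across genes, which are not independent replicates, and with no shared library. In this step 334 genes were DEGs under both conditions. Log2 fold changes from SWR-ESCs to preinduced cells had a Pearson's r of 0.767, with 77 shared DEGs.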

### In vitro expansion of SWR-PGCLCs on feeder cells

To further characterize SWR-PGCLCs, we assessed whether they have the potential to undergo subsequent developmental processes after PGC specification. Having reported that mouse and human PGCLCs propagate under appropriate conditions (*37*, *38*), we tested propagation of SWR-PGCLCs under various conditions. As both mouse and human PGCLC required feeder cells expressing KIT ligand (KITLG) for their propagation, we generated m220 cells expressing membrane-bound SWR KITLG (hereinafter m246) (fig. S6A). Using m246 as feeder cells, we first cultured SWR-PGCLCs under conditions previously reported to allow human PGCLC expansion (*37*)—namely, GK15 or DMEM containing 15%KSR (DK15) supplemented with fetal bovine serum (FBS), forskolin, and bFGF (see Materials and Methods). However, there were few SWR-PGCLCs after 6 days of culture (fig. S6B). Compared with these media, aRK10 had a slightly more positive effect on the survival of SWR-PGCLCs, but the survival level was still inferior to that of mouse or human PGCLCs in the appropriate medium. This result led us to search for additional reagent(s) required for SWR-PGCLCs propagation. One candidate was WNT signaling, because its effect on PGC proliferation is ambiguous in various species (*42*–*44*), and it has not been intensively investigated in propagation of mouse and human PGCLCs (*37*, *38*, *45*). We therefore added CHIR and/or IWR1, which play roles in WNT signaling, to the culture medium (aRK10 supplemented with FBS, forskolin, bFGF, and SCF). Unexpectedly, these reagents had a synergistic effect on propagation of SWR-PGCLCs, resulting in a significant increase in the percentage of SWR-PGCLCs (Fig. 5A). This synergistic effect was observed irrespective of the dosage of CHIR (fig. S6C). To further improve the condition, we removed individual components from the medium (aRK10 supplemented with FBS, forskolin, bFGF, SCF, CHIR, and IWR1) and found that forskolin appeared to have a negative effect, or at least no positive effect, under this condition (fig. S6D). To simplify, we tested the effect of soluble SCF and concentration of FBS and found that these effects were negligible as well (fig. S6, E and F). Then, using this simplified condition (aRK10 supplemented with FBS, bFGF, CHIR, and IWR1), we further refined the culture condition by testing inhibitors of MAPK-related signaling. As expected, PD0325901, an MEK inhibitor that inhibits FGF signaling, abolished SWR-PGCLC propagation (Fig. 5B). Notably, SB590885, a B-Raf proto-oncogene, serine/threonine kinase (BRAF) inhibitor, was associated with a prominent increase in both the percentage and number of SWR-PGCLCs (Fig. 5B). Other inhibitors for MAPK, such as SB203580 (a p38 inhibitor) and SP600125 (a JNK inhibitor), and upstream kinases such as WH-4-023 (an LCK proto-oncogene, Src family tyrosine kinase (LCK/SRC) inhibitor) did not show such an effect, indicating the specificity of BRAF-mediated signaling. The positive effect of SB590885 was dependent on the presence of m246 feeders (Fig. 5C).

**Fig. 5.**
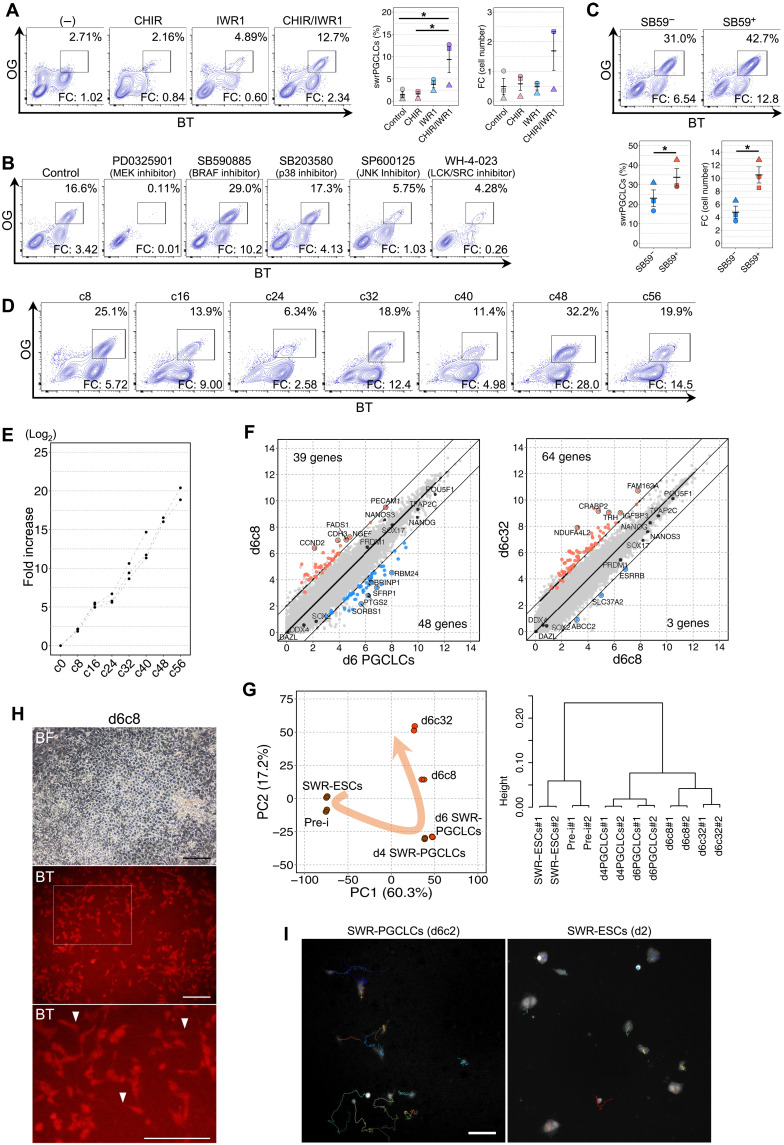
Propagation of SWR-PGCLCs in culture. (**A**) Effect of IWR1 and CHIR on the propagation of SWR-PGCLCs. The fold change (FC) of the SWR-PGCLC number, compared with the initialSWR-PGCLC number spread on the plate, is shown in each FACS plot. The plots at right are a summary of the percentage and FC of SWR-PGCLCs in the aggregates. *n* = 3, biologically independent experiments with SE. *P < 0.05, Tukey-Kramer test. (**B**) Effect of the inhibition of MAPK signaling pathways. (**C**) Effect of SB590885 (SB59). The plots at right are a summary of the percentage and FC of SWR-PGCLCs. *n* = 3, biologically independent experiments. *P < 0.05, Student’s *t* test. (**D**) FACS plot of the cell population during long-term culture. Days of analysis are shown on the top of each FACS plot. (**E**) Biexponential proliferation of SWR-PGCLCs. The plots show the FC increase of SWR-PGCLCs from culture day 0 and the days of culture indicated. (**F**) Comparison of transcriptomes of SWR-PGCLCs in the long-term culture. Shown are the scatter plots of transcriptomes of propagated SWR-PGCLCs. Colored plots show DEGs (>4 times, FDR < 0.001, logCPM > 4). (**G**) PCA and unsupervised hierarchical clustering of derivatives from SWR-ESCs, preinduced cells, and SWR-PGCLCs at the days of culture indicated. (**H**) Images of SWR-PGCLCs at 8 days of long-term culture. The bottom is a high-magnification image of the dotted box in the middle panel. Arrowheads indicate filopodia. Scale bars, 200 μm. (**I**) Tracking of SWR-PGCLC locomotion. Shown are images from the tracking of SWR-PGCLC (left) and SWR-ESC (right) locomotion for 12 hours. Scale bar, 100 μm.

Under the determined condition (aRK10 supplemented with FBS, bFGF, CHIR, IWR1, and SB590885), SWR-PGCLCs continuously proliferated while maintaining their expression of OGBT reporter genes (Fig. 5D). In addition to SWR-PGCLCs, other cell populations negative for the reporter genes or positive for only BT appeared at every cell passaging. Although these cells remain uncharacterized, similar cell populations have been observed during the propagation of human PGCLCs (*37*). Thus, these cell populations could have been derived from dedifferentiation of PGCLCs. Nevertheless, the number of SWR-PGCLCs in culture was biexponentially increased over a month (Fig. 5E and fig. S6G). We noticed that the propagation temporarily slowed down in the middle of the culture period, i.e., at around 24 days, as seen in human PGCLC propagation (*37*). 

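POU5F1, SOX17, PRDM1, and NANOS3 stayed well above 3 TPM after 32 days of expansion, and all 4 were lower than after 8 days. SWR-PGCLCs were expanded on feeder cells that express the rhinoceros KIT ligand, in aRK10 with serum, bFGF at 20 ng/ml, CHIR, IWR1, and a BRAF inhibitor. Day 6 SWR-PGCLCs and cells after 8 (d6c8) and 32 (d6c32) days of expansion, sorted for the OGBT reporters, each had 2 libraries. The reporters sit at POU5F1 and PRDM1, so the sort selected cells that express these genes. Their presence in the sorted cells is therefore not independent evidence that cultured cells kept them. Values and tests were those of the other libraries. POU5F1 went from 2520 ± 18.4 TPM at day 6 to 1430 ± 98.7 TPM in d6c8 and 1100 ± 35.1 TPM in d6c32 (SD, n = 2). SOX17 was at 268 ± 33.5 and 290 ± 9.91 TPM and then fell by 1.26 on the log2 scale (standard error 0.18, adjusted p = 3.9e-06 from limma) to 128 ± 58.4 TPM. The d6c32 libraries differed in SOX17, with 168.89 and 86.35 TPM, a spread that the standard error pooled over all groups does not show. PRDM1 was at 71 ± 6.01, 87.7 ± 0.502, and 43 ± 10.6 TPM, and its difference between day 6 and d6c8 was lost without day 6 replicate 2 (adjusted p = 0.23 from limma) or either d6c8 replicate (adjusted p = 0.112 and 0.0977 from limma). NANOS3 rose from 179 ± 20.7 to 378 ± 37.9 TPM and fell to 194 ± 29 TPM. TFAP2C was at 1030 ± 43.6, 659 ± 41.9, and 449 ± 12.9 TPM. Of 16 early PGC genes, 2 were higher and 8 lower in d6c8 than at day 6, as when adjusted over the list alone. In d6c32 compared to d6c8, 2 were higher and 11 lower (2 and 12 adjusted over the list alone; camera in limma, adjusted p = 0.11 with an estimated correlation).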

During the long-term culture, SWR-PGCLCs maintained the expression of key PGC genes, such as *POU5F1*, *SOX17*, *PRDM1*, and *NANOS3* (Fig. 5F). 

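Most genes of cholesterol synthesis and DNA replication were higher in d6c8 than at day 6. Most genes of glycolysis and hypoxia were higher in d6c32 than in d6c8. From day 6 to d6c8, cells also moved from aggregates to feeder cells in another medium, which cannot be told apart from time in culture. PCA over 11497 genes, with SWR-ESCs and preinduced cells included, gave 60.7% to PC1 and 17.4% to PC2. PGCLCs moved along PC2 from -30 at day 4 and -28.9 at day 6 to 13.9 in d6c8 and 52.5 in d6c32. The Pearson distance was 0.0481 from day 6 to d6c8 and 0.0447 from d6c8 to d6c32, with d6c32 duplicates 0.00854 apart. Of 24 genes of cholesterol synthesis, 19 were higher and 1 was lower in d6c8 than at day 6, as when adjusted over the list alone (camera in limma, adjusted p = 0.14 with an estimated correlation). LDLR rose from 3.61 to 34.9 TPM, and SREBF2 rose from 15.3 to 48.3 TPM. Of 19 genes of DNA replication, 16 were higher and 2 lower, also when adjusted over the list alone (camera in limma, adjusted p = 0.096 with an estimated correlation). RRM2 rose from 150 to 385 TPM. CCND2, a G1 cyclin, rose from 3.34 ± 0.113 to 84 ± 2.96 TPM (SD, n = 2), a log2 fold change of 4.29 (standard error 0.11, adjusted p = 5.2e-17 from limma), and SFRP1, a WNT inhibitor, fell from 115 ± 3.25 to 9.61 ± 0.679 TPM. PECAM1 rose from 184 ± 6.83 to 726 ± 34 TPM. In d6c32 compared to d6c8, 34 of 35 genes of glycolysis and hypoxia were higher and none was lower, as when adjusted over the list alone (camera in limma, adjusted p = 0.11 with an estimated correlation). NDUFA4L2 rose from 8.33 ± 2.64 to 239 ± 9.1 TPM, and NDRG1 rose from 21.1 TPM to 449.54 and 961.43 TPM in the d6c32 libraries. Markers of fibroblasts and feeder cells moved with them in part, with 9 of 17 higher and 3 lower (9 and 4 adjusted over the list alone; camera in limma, adjusted p = 0.25 with an estimated correlation). VIM rose from 157 ± 26.5 to 420 ± 60.8 TPM and THY1 from 168 ± 33 to 561 ± 9.4 TPM, while TAGLN went from 573 ± 129 to 267 ± 42.6 TPM. BMP targets gave 10 of 17 higher and 2 lower, as when adjusted over the list alone (camera in limma, adjusted p = 0.11 with an estimated correlation), and the BMP target ID3 rose from 18.7 ± 3.32 to 178 ± 5.08 TPM. There were 69 DEGs between day 6 and d6c8 and 57 between d6c8 and d6c32, or 35 without d6c32 replicate 2. Without the threshold on the level they numbered 141 and 118, and with a pseudocount of 5 they numbered 44 and 37.

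**Figure D2:**
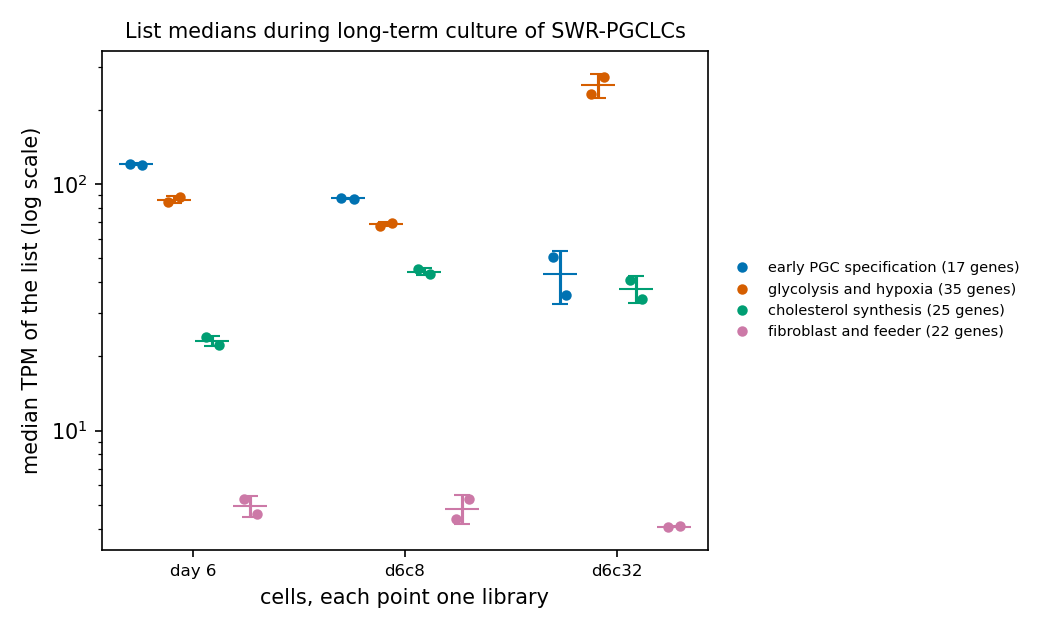
Median TPM (log scale) over the listed genes of early PGC specification, glycolysis and hypoxia, cholesterol synthesis, and fibroblasts and feeder cells in day 6, d6c8, and d6c32 SWR-PGCLCs; points are libraries, horizontal bars are means, and error bars are SDs (n = 2). Glycolysis and hypoxia genes stand at 252 TPM in d6c32 against 68.8 TPM in d6c8, and early PGC genes stand at 120, 87.7, and 43 TPM in turn. The median in d6c8 and d6c32 is the value of PRDM1, the gene of the sorted reporter; without PRDM1 the medians are 131, 91.4, and 57.3 TPM.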

PCA and nonhierarchical clustering analyses showed changes in the expression profiles of these genes (Fig. 5G). However, we found no DEGs(>4 times, FDR <0.001, logCPM >4) indicative of late PGCs, such as *DDX4* or *DAZL* (Fig. 5F), suggesting that SWR-PGCLCs in the long-term culture propagate while maintaining the early PGC state, similar to human PGCLCs propagating in culture (*37*). 

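Most late germ cell genes stayed near 0 through the expansion. DDX4 was at 1.56 ± 0.516 TPM at day 6, 0.505 ± 0.29 TPM in d6c8, and 0.425 ± 0.205 TPM in d6c32 (SD, n = 2), below the level for testing. DAZL was at 0.11 ± 0.156 and 0.03 ± 0.0424 TPM and was listed at 0 in both d6c32 libraries. SYCP3, SPO11, and TEX101 were listed at 0. Of 25 late germ cell genes, 6 were above 3 TPM at day 6, 4 in d6c8, and 4 in d6c32. Of the 7 tested, 2 were higher and 4 lower in d6c8 than at day 6, and 2 were higher and none lower in d6c32 than in d6c8, with the same counts when adjusted over the list alone. TDRD12, of the piRNA pathway, rose from 4.64 TPM at day 6 to 6.9 ± 0.806 and 11.5 ± 1.14 TPM, and STK31 fell from 20.8 to 6.56 TPM. No gene of this list was a DEG in either step. The depth that would bound an absent transcript is unknown. From the absence of late PGC genes among the DEGs, the paper proposes that SWR-PGCLCs in long-term culture propagate in the early PGC state.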

During the long-term culture, SWR-PGCLCs exhibited locomotive activity with filopodium formation (Fig. 5, H and I, and movies S1 and S2), which is a representative characteristic of migratory PGCs after specification. We tried to reaggregate SWR-PGCLCs with mouse embryonic ovarian somatic cells, to see whether further differentiation could be induced as seen in human PGCLCs. However, SWR-PGCLCs never mingled with the mouse somatic cells, perhaps due to the incompatibility of adhesion molecules, consistent with the fact that NWR-iPSCs in mouse embryos hardly mixed (*14*). Collectively, these results showing the potential for long-term proliferation while maintaining the expression of the key PGC genes and the characteristic locomotion activity reinforced our conclusion that SWR-PGCLCs have characteristic phenotypes of PGCs in vivo.

### Induction of PGCLCs from NWR-iPSCs

Having established a culture method that efficiently produces SWR-PGCLCs, we next applied the culture condition for PGCLC induction from NWR-iPSCs. The NWR-iPSC line was reprogrammed using skin fibroblasts from Nabire, a female NWR who died in 2015, by transient expression of human *POU5F1*, *SOX2*, *KLF4*, and *C-MYC* encapsulated in the Sendai virus. During the reprogramming, fibroblasts displayed morphological changes characteristic for mesenchymal to epithelial transition within 7 days, and then individual colonies became apparent, which could be isolated from day 15 (fig. S7, A and B). After clearance from Sendai virus–encoded RNA, expression of the pluripotency markers, such as NANOG, SOX2, OCT3/4, TRA-1-60, and SSEA3, and a diploid karyotype (2n = 81 including a marker chromosome as reported previously (*46*)] were confirmed by immunofluorescence and G-banding analyses, respectively (fig. S7, C to E). These iPSCs were capable to differentiate into the three germ layers (fig. S7F). 

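NWR-iPSCs had abundant transcripts of core and primed pluripotency genes and less transcript of cholesterol synthesis genes than SWR-ESCs. NWR-iPSCs and SWR-ESCs, both kept with activin A at 20 ng/ml, were sequenced in biological duplicate. So were the preinduced cells and day 4 PGCLCs of NWR. The labels give a single parental line of iPSCs for NWR and a single one of ESCs for the SWR cells compared here. The p-values therefore do not measure variation among lines or animals, and subspecies, animal, and kind of pluripotent cell cannot be told apart. NWR PGCLCs were induced in aRK10 without BMP4, and SWR-PGCLCs of the advanced condition with BMP4 at 200 ng/ml. The authors mapped NWR reads to the SWR genome, and values were tested like those of the other libraries. POU5F1 was at 1330 ± 56.4 TPM in NWR-iPSCs and 1190 ± 5.38 TPM in SWR-ESCs (SD, n = 2), a difference that was lost without NWR-iPSC replicate 1 (adjusted p = 0.0655 from limma). SOX2 was at 238 ± 10.8 and 236 ± 6.1 TPM (log2 fold change 0.01, standard error 0.22, adjusted p = 0.97 from limma), and DNMT3B was at 1060 ± 2.11 and 813 ± 36.7 TPM. OTX2 was at 21.7 ± 0.0424 TPM in NWR-iPSCs against 38.9 ± 3.06 TPM. The median over genes of primed pluripotency was 88.1 TPM in NWR-iPSCs. Of these 17 genes, 6 were higher and 3 lower than in SWR-ESCs, as when adjusted over the list alone. Of 14 naive pluripotency genes, none was higher and 10 were lower, also when adjusted over the list alone (camera in limma, adjusted p = 0.055 with an estimated correlation). KLF4 was at 2.8 ± 0.262 TPM in NWR-iPSCs. Of 24 genes of cholesterol synthesis, 23 were lower and none was higher, as when adjusted over the list alone (camera in limma, adjusted p = 0.25 with an estimated correlation). SERPINE1 was higher in NWR-iPSCs, at 187 ± 3.54 against 10.4 ± 0.318 TPM, a log2 fold change of 4.04 (standard error 0.21, adjusted p = 8.3e-12 from limma), and CLDN9 was at 64.8 ± 2.23 against 4.43 ± 0.41 TPM. NDRG1 and WIF1 were lower, at 9.09 ± 0.509 and 11.6 ± 0.453 TPM. REXO5 was at 0.025 ± 0.0354 TPM against 31 ± 1.02 TPM, and it stayed near 0 in every NWR group. There were 18 DEGs, 7 higher and 11 lower in NWR-iPSCs, or 45 without the threshold on the level, among 6711 genes that changed, 622 of them at least 2-fold.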

The transcriptomic profile of the NWR-iPSCs was similar, albeit not identical, to that of the SWR-ESCs (fig. S7G), i.e., both cell lines were in a primed state. To closely follow the method established with SWR-ESCs, we inserted the reporter constructs, *OG* and *BT*, into NWR-iPSCs; we named the resulting cells OGBT NWR-iPSCs. However, PGCLC induction from the NWR-iPSCs under the aRK10 + BLSEYF2i condition was much less efficient than that from SWR-ESCs (Fig. 6A). This may have been due to the difference in the pluripotent state and/or propensity for PGC differentiation. On the basis of the refinement for SWR-PGCLC differentiation, the competence was highly dependent on the duration and timing of WNT and BMP signals. Therefore, we removed the component controlling these signals and other components from aRK10 + BLSEYF2i during PGCLC differentiation. Withdrawal of IWR1 and forskolin resulted in a reduction of the OGBT-positive population. Notably, an efficient OGBT-positive cell differentiation, accounting for up to 40% of the aggregated cells, was observed upon withdrawal of BMP4 (Fig. 6B). This effect was supported by the finding that the percentage of OGBT-positive cells was reduced as the concentration of BMP4 was increased (fig. S7H). Withdrawal of bpV did not have a significant impact on OGBT-positive cell differentiation from NWR-iPSCs. These results indicate that the optimal timing and duration of BMP4 signaling is dependent on the iPS clone.

Immunofluorescence analysis revealed that OGBT-positive cells expressed SOX17 and TFAP2C (Fig. 6C). Comparison of key gene expressions in OGBT-positive cells with NWR-iPSCs by qPCR analysis showed constant expression of *POU5F1* and *NANOG*, down-regulation of *SOX2*, up-regulation of early PGC markers, such as *SOX17*, *PRDM1*, *TFAP2C*, and *NANOS3*, and no expression of *DDX4*, and all these features were reminiscent of the gene expression changes during differentiation of PGCLCs from SWR-ESCs (Fig. 2A and fig. S7I). 

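NWR-iPSC–derived OGBT-positive cells had more transcript of interferon response genes and less of Nodal and activin targets than day 4 SWR-PGCLCs of aRK10 + BLSEYF2i. Their inductions differed in BMP4 as well as in the line. CLDN9 was at 84.4 ± 0.431 TPM in NWR cells and 1.19 ± 0.368 TPM in SWR cells (SD, n = 2), a log2 fold change of 5.3 (standard error 0.15, adjusted p = 2.4e-16 from limma), and was higher in NWR-iPSCs already. USP18, of the interferon response, was at 113 ± 6.56 TPM, a log2 fold change of 3.3 (standard error 0.1, adjusted p = 2.4e-16 from limma), and IFIT1B was at 29.2 ± 3.29 against 0.905 ± 0.148 TPM. The median over the interferon response genes was 32 ± 0.69 TPM in NWR cells and 6.68 ± 0.47 TPM in these SWR-PGCLCs, but 27.9 ± 3.7 TPM in the SWR OGBT double-positive cells of GK15 + BLSEYWi. Of 20 interferon response genes, 18 were higher and 1 was lower, as when adjusted over the list alone (camera in limma, adjusted p = 0.011 with an estimated correlation). CER1 fell to 4.28 ± 1.81 TPM in NWR cells, a log2 fold change of -5.28 (standard error 0.23, adjusted p = 1.1e-13 from limma), and LEFTY2 was at 53.4 ± 8.98 TPM. Of 12 Nodal and activin targets, 2 were higher and 8 lower, as when adjusted over the list alone (camera in limma, adjusted p = 0.17 with an estimated correlation). TBXT was at 6.13 ± 2.04 TPM, and WNT3 was at 3.91 ± 0.693 against 42.6 ± 0.184 TPM. Of 17 primed pluripotency genes, 12 were higher and 2 lower, also when adjusted over the list alone (camera in limma, adjusted p = 0.17 with an estimated correlation), with DNMT3B at 79.8 ± 8.16 against 3.55 ± 1.82 TPM. Genes of the amino acid stress response gave 11 of 17 higher and 1 lower (12 and 1 adjusted over the list alone; camera in limma, adjusted p = 0.19 with an estimated correlation). GATA6 and OTX2 were higher, at 76.3 ± 4.02 and 47.5 ± 4.91 TPM. There were 75 DEGs, 34 higher and 41 lower in NWR cells, among 6505 changed genes, 996 of them changed at least 2-fold. They numbered 181 without the threshold on the level and 48 with a pseudocount of 5.

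**Figure D3:**
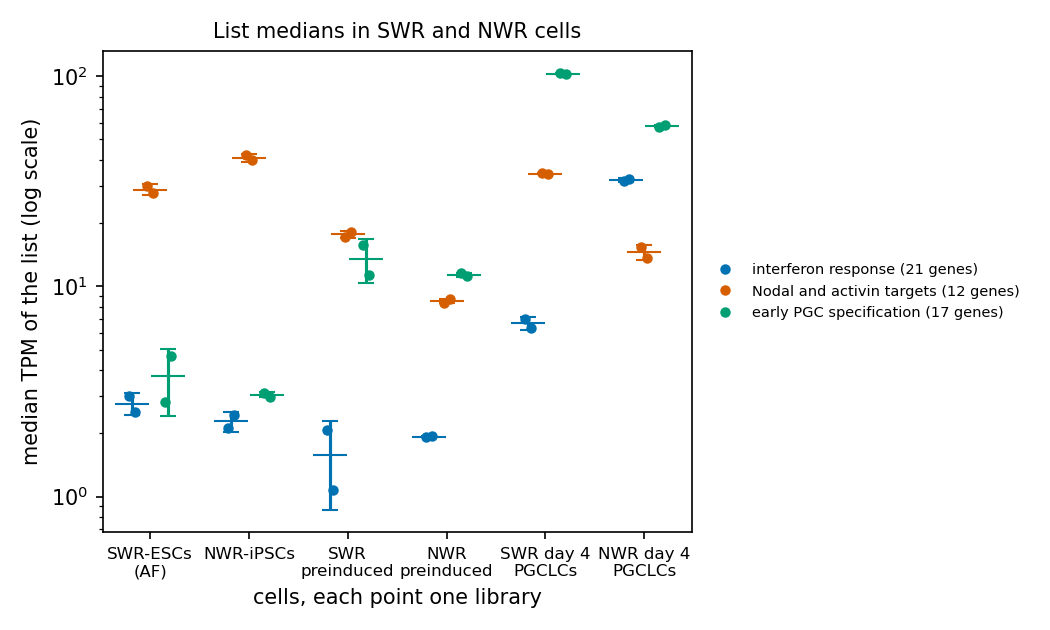
Median TPM (log scale) over the listed genes of the interferon response, Nodal and activin targets, and early PGC specification in pluripotent cells, preinduced cells, and day 4 PGCLCs of SWR and NWR; points are libraries, horizontal bars are means, and error bars are SDs (n = 2). Interferon response genes stand at 32 TPM in NWR PGCLCs against 6.68 TPM in SWR-PGCLCs of aRK10 + BLSEYF2i, and early PGC genes stand at 57.9 against 103 TPM.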

Transcriptome analysis supported the similarity in gene expression profiles between SWR-PGCLCs and NWR-iPSC–derived OGBT-positive cells, as only 89 DEGs (>4 times, FDR < 0.001, logCPM > 4) were detectable (Fig. 6D). On the other hand, the DEGs included *SOX2* and *NANOS3*. 

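SOX2 was higher and NANOS3 was lower in NWR cells, and SOX17 and PRDM1 were lower by a smaller fold. SOX2 was at 32.7 ± 1.53 TPM against 1.31 ± 0.891 TPM in SWR-PGCLCs (SD, n = 2), a log2 fold change of 3.92 (standard error 0.22, adjusted p = 6.5e-12 from limma). NANOS3 was at 46.8 ± 5.32 against 311 ± 9.11 TPM, a log2 fold change of -2.71 (standard error 0.14, adjusted p = 2e-12 from limma). SOX17 was at 151 ± 7.26 TPM, with a log2 fold change of -1.07 (standard error 0.18, adjusted p = 3.2e-05 from limma). PRDM1 was at 50.6 ± 0.94 against 103 ± 0.877 TPM, with a log2 fold change of -1.01 (standard error 0.12, adjusted p = 6.2e-07 from limma). TFAP2C, at 827 ± 4.72 against 901 ± 25.9 TPM, lost its call without SWR-PGCLC replicate 1 (adjusted p = 0.222 from limma) or either NWR replicate (adjusted p = 0.13 and 0.0997 from limma). KLF4, at 284 ± 2.39 against 227 TPM, lost its call without SWR-PGCLC replicate 2 (adjusted p = 0.129 from limma) or either NWR replicate (adjusted p = 0.0725 and 0.0907 from limma). NANOG was at 679 TPM in NWR and 739 TPM in SWR cells. Of 16 early PGC genes, 4 were higher and 9 lower, as when adjusted over the list alone.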

The higher expression of *SOX2* and lower expression of *NANOS3* in NWR-iPSC–derived OGBT-positive cells compared to SWR-PGCLCs may have been caused by heterogeneous differentiation and/or slower differentiation of OGBT-positive cells from NWR-iPSCs. Nevertheless, the transcriptome analysis revealed that the trajectory of differentiation from NWR-iPSCs to OGBT-positive cells via the preinduced cells was quite similar to that from SWR-ESCs to SWR-PGCLCs via the preinduced cells (Fig. 6E). 

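NWR and SWR cells were closest as preinduced cells and farthest apart as PGCLCs. At the PGCLC stage their cultures also differed, with BMP4 in the induction of SWR cells only. The distance between PGCLCs therefore cannot be put down to the line alone. PCA over 11276 genes gave 61.3% to PC1 and 20.4% to PC2. NWR-iPSCs were centered at -40.2 on PC1 and -37.3 on PC2, and SWR-ESCs with activin A were at -34.2 and -33.6. Preinduced cells were at -34.3 and 35.5 for NWR and at -34.7 and 37.3 for SWR. NWR PGCLCs were at 65.2 and -1.5, and SWR-PGCLCs were at 78.2 and -0.4. The Pearson distance between NWR and SWR cells was 0.03 for pluripotent cells, 0.0162 for preinduced cells, and 0.0445 for PGCLCs, and duplicates were 0.00197 to 0.0048 apart. Ward's method gave 3 clusters, one for each stage, with NWR and SWR cells together in each. With a division into 4, NWR and SWR PGCLCs were parted.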

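SOX17 and PRDM1 stayed below 1 TPM until the PGCLC stage in NWR and SWR cells, and TFAP2C rose with preinduction already. SOX17 was at 0.46 ± 0.0283 TPM in NWR-iPSCs and 0.17 ± 0.0283 TPM in NWR preinduced cells (SD, n = 2) and rose in NWR PGCLCs by 7.02 on the log2 scale over preinduced cells (standard error 0.18, adjusted p = 2.1e-18 from limma). PRDM1 was at 0.295 ± 0.0778 TPM in NWR preinduced cells and rose by 5.32 (standard error 0.12, adjusted p = 5e-19 from limma). TFAP2C rose from 71.1 ± 4.51 to 305 ± 6.94 TPM with preinduction, against 133 ± 2.66 to 294 ± 5.28 TPM in SWR. NANOG dipped to 84.9 ± 3.56 TPM in NWR preinduced cells and to 102 ± 19.8 TPM in SWR ones, and rose to 679 ± 4.3 and 739 ± 2.19 TPM. MSX1 peaked in preinduced cells of both, at 361 ± 5.15 TPM in NWR and 420 ± 78.6 TPM in SWR. SOX2 was at 44.1 ± 3.24 and 54.5 ± 14.7 TPM in preinduced cells. It did not pass the test between NWR preinduced cells and PGCLCs (log2 fold change -0.42, standard error 0.22, adjusted p = 0.093 from limma), although it did with a pseudocount of 5 (adjusted p = 0.0101 from limma) and in a fit of these groups alone (adjusted p = 0.000146 from limma). The change from pluripotent cells to PGCLCs differed between NWR and SWR by 3.91 on the log2 scale for SOX2 (standard error 0.31, adjusted p = 3.3e-09 from limma) and by -2.63 for NANOS3 (standard error 0.2, adjusted p = 1.6e-09 from limma). It differed by -1.42 for SOX17 (standard error 0.25, adjusted p = 8.7e-05 from limma) and by -0.36 for POU5F1 (standard error 0.06, adjusted p = 2.4e-05 from limma).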

The expression dynamics of key genes was almost identical between SWR and NWR derivatives, except in the case of the abovementioned blunt decrease and increase in *SOX2* and *NANOS3* expression, respectively, in NWR-iPSC–derived OGBT-positive cells (Fig. 6F). On the basis of these similarities, we concluded that the NWR-iPSC–derived OGBT-positive cells were NWR-PGCLCs.

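Most genes that changed with induction in both NWR and SWR cells moved in the same direction. Log2 fold changes from preinduced cells to PGCLCs had a Pearson's r of 0.847 and a Spearman's rho of 0.822 between NWR and SWR, across genes, which are not independent replicates. Of the 7412 genes changed in both, 94.1% had the same sign, and 270 were DEGs in both. From pluripotent to preinduced cells, Pearson's r was 0.753 and Spearman's rho was 0.582, 85.6% of the 5061 genes changed in both had the same sign, and 76 were DEGs in both. No library is shared between these comparisons. NWR PGCLCs differed from NWR-iPSCs by 426 DEGs and SWR-PGCLCs from their SWR-ESCs by 459 DEGs. The test of the difference between NWR and SWR in the change from pluripotent cells to PGCLCs gave 77 DEGs, 44 positive and 33 negative. Genes of naive pluripotency gained more in NWR, with 9 of 14 higher and 1 lower in this test, as when adjusted over the list alone (camera in limma, adjusted p = 0.019 with an estimated correlation). The paper concludes that the OGBT-positive cells from NWR-iPSCs are NWR-PGCLCs. It rests this on similarities in its own immunofluorescence, qPCR, DEG count, PCA trajectory, and dynamics of key genes.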

### Identification of surface markers for isolation of SWR- and NWR-PGCLCs

With respect to the application of PGCLC derivation to wild animals, especially for species conservation, the requirement of gene editing for the reporter line greatly compromises the value of this technology. To overcome this limitation, we tried to find endogenous surface protein(s) expressed in PGCLCs but not in ESCs and iPSCs. 

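PECAM1, CD36, and CD9 rose from ESC or iPSC levels by the largest folds among the surface proteins considered. PECAM1 rose from 0.275 TPM in SWR-ESCs to 149 TPM in day 4 OGBT double-positive cells, a log2 fold change of 6.88 (standard error 0.10, adjusted p = 3.1e-22 from limma), and from 0.225 to 138 TPM between NWR-iPSCs and NWR PGCLCs. CD36 rose from 0.21 to 122 TPM in SWR and from 0.675 to 136 TPM in NWR. CD9 rose from 74.6 to 1050 TPM in SWR, a log2 fold change of 3.8 (standard error 0.06, adjusted p = 3.1e-22 from limma), and from 84.3 to 865 TPM in NWR. ITGA6 rose less, from 48.6 to 68.4 TPM in SWR, a log2 fold change of 0.49 (standard error 0.07, adjusted p = 1.28e-06 from limma), and from 37.4 to 51.1 TPM in NWR. CXCR4 rose from 4.7 to 52.6 TPM in SWR and from 3.74 to 17.8 TPM in NWR, and KIT rose from 13.9 to 149 TPM and from 22.3 to 128 TPM. EPCAM was at 592 and 570 TPM in SWR (adjusted p = 0.39 from limma). ALPL fell from 19 to 9.16 TPM in SWR, and CD38 stayed below 1 TPM. Of 11 tested genes of surface proteins, 9 were higher and 1 was lower in SWR, and 8 were higher and 2 lower in NWR. The counts were the same when adjusted over the list alone. Camera in limma gave adjusted p = 0.031 for SWR and adjusted p = 0.081 for NWR, both with an estimated correlation. The study picked CXCR4, PECAM1, CD9, and CD36 from these libraries, so their direction is not independent evidence.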

By exploring the transcriptome, we identified candidate proteins that are preferentially expressed in PGCLCs or are used for isolation of PGCLCs in other species (fig. S8A) and then focused on proteins that have homologs for which antibodies are commercially available. Screening of antibodies by immunofluorescence followed by FACS analysis revealed that SWR-ESCs and SWR-PGCLCs could be separated with antibodies against CD9 and ITGA6 (fig. S8B and C). This combination of antibodies successfully isolated PGCLCs: Up to 94% of cells expressing both CD9 and ITGA6 were OGBT-positive SWR-PGCLCs (Fig. 7A). The cell population emerged in nonreporter SWR-ESCs upon PGCLC induction via the preinduction, confirming that these surface proteins can be used as markers for the isolation of PGCLCs (Fig. 7B).

**Fig. 6.**
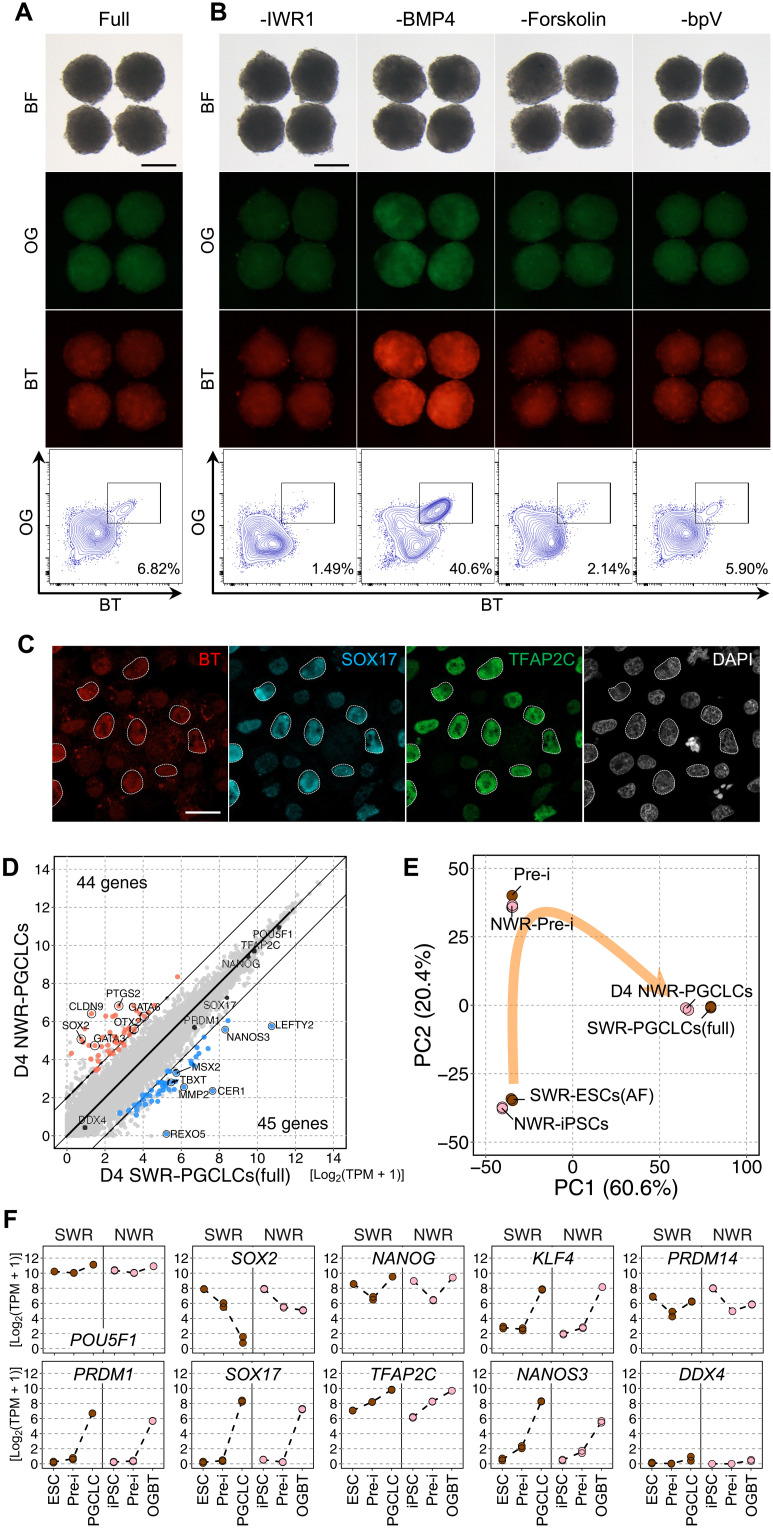
Induction of PGCLCs from OGBT NWR-iPSCs. (**A**) Subtle induction of PGCLCs from OGBT NWR-iPSCs under the aRK10 + BLSEYF2i condition. Shown are images and a FACS plot of PGCLCs at day 4 of induction under condition aRK10 + BLSEYF2i. *n* = 2, biologically independent experiments. Scale bar, 200 μm. (**B**) Optimization of PGCLC induction form NWR-iPSCs. Shown are images and FACS plots of PGCLCs at day 4 of induction without the factor indicated. Note that PGCLCs were efficiently induced under the PGCLC induction condition without BMP4. *n* = 2, biologically independent experiments. Scale bar, 200 μm. (**C**) Coexpression of transcription factors in NWR-PGCLCs. Shown are the results of immunofluorescent analysis of the transcription factors indicated. Note that SOX17 and TFAP2C are coexpressed in BT-positive cells. Scale bar, 20 μm. (**D**) Comparison of transcriptomes of SWR-PGCLCs and NWR-PGCLCs. Shown are scatterplots of the transcriptomes of SWR-PGCLCs and NWR-PGCLCs with DEGs (>4 times, FDR < 0.001, logCPM > 4). (**E**) PCA of the differentiation trajectory from NWR-iPSCs to NWR-PGCLCs. Note that the transcriptomes of derivatives of NWR-iPSCs were similar to the corresponding derivatives of SWR-ESCs. (**F**) Comparison of the expression dynamics of the genes involved in PGC specification between derivatives of NWR-iPSCs and SWR-ESCs. Shown are each value and the averaged values of gene expression based on transcriptome analyses using biologically duplicated samples.

**Fig. 7.**
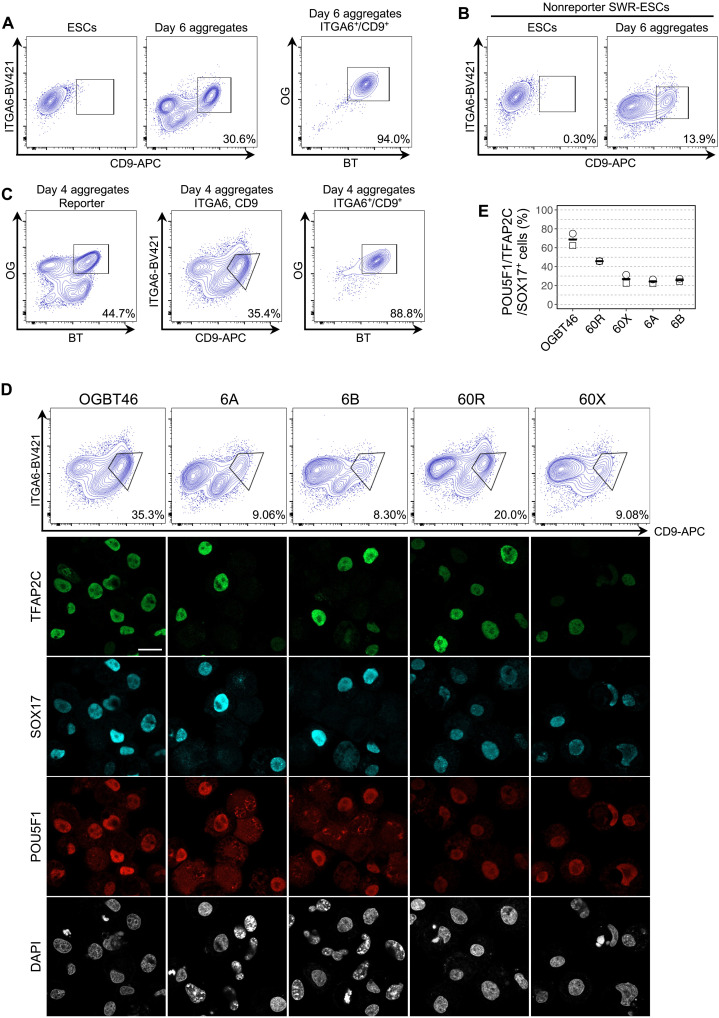
Identification of surface marker proteins for isolation of PGCLCs. (**A**) Specific expression of CD9 and ITGA6 in OGBT SWR-PGCLCs. Shown are FACS plots for CD9 and ITGA6 expression in OGBT SWR-ESCs and their derivatives at day 6 of induction (left). Note that 94% of the gated CD9 and ITGA6 double-positive cells were also OGBT-positive (right). APC;,Allophycocyanin. (**B**) Expression of CD9 and ITGA6 in derivatives from nonreporter SWR-ESCs. Shown are FACS plots for CD9 and ITGA6 expression in nonreporter SWR-ESCs and their derivatives at day 6 of induction. (**C**) Specific expression of CD9 and ITGA6 in OGBT NWR-PGCLCs. Shown are FACS plots of OGBT expression (left) and CD9 and ITGA6 expression (middle) in OGBT NWR-iPSC derivatives at day 4 of induction. Note that 88% of the gated CD9 and ITGA6 double-positive cells were also OGBT-positive (right). (**D**) Induction of CD9 and ITGA6 double-positive cells from nonreporter NWR-iPSCs. Shown are FACS plots and immunofluorescence analysis results for the expression of key transcription factors. 6A, 6B, 60R, and 60X are independent nonreporter NWR-iPSC lines. Note that SOX17-expressing cells also expressed TFAP2C and POU5F1. Scale bar, 20 μm. In addition, note that FACS plots and the percentages of CD9 and ITGA6 double-positive cells were varied among the cell lines. (**E**) Enrichment of NWR-PGCLCs in CD9 and ITGA6 double-positive cells. Shown are the percentages of SOX17, TFAP2C, and POU5F1 triple-positive cells among CD9 and ITGA6 double-positive cells induced from the indicated NWR-iPSCs. All results in this figure are based on experiments using biologically duplicated samples.

We then tested these surface marker proteins for their ability to isolate NWR-PGCLCs. As seen in SWR-PGCLCs, 88% of NWR cells expressing both CD9 and ITGA6 after PGCLC induction were OGBT-positive cells (Fig. 7C). On the other hand, the separation of the CD9^+^/ ITGA6^+^ double-positive cell population from NWR derivatives was not as clear as that from SWR-ESC derivatives, possibly due to the unexpected differentiation of BT weakly positive cells from OGBT NWR-iPSCs. The differential distribution of the derivatives after PGCLC induction could be attributed to clonal variation in the differentiation propensity of iPSCs. To test the clonal variation, we tested several nonreporter NWR-iPSCs for PGCLC differentiation, followed by cell sorting with CD9 and ITGA6 antibodies. As expected, there was variation in the differentiation of derivatives expressing these surface proteins (Fig. 7D). To evaluate the enrichment of PGCLCs in the CD9- and ITGA6-positive cells, we sorted the double-positive population and then examined the expression of TFAP2C, SOX17, and POU Class 5 Homeobox 1 (POU5F1). The enrichment of cells expressing all these marker proteins was around 70% from the OGBT reporter line and 47% from 60R, a nonreporter line (Fig. 7E). The enrichments from other nonreporter lines, 60X, 6A, and 6B, were around 25% (Fig. 7E). On the basis of these enrichment analyses, 60R was the most suitable NWR-iPSC clone for PGCLC induction among the iPSC clones tested, although the efficiency was less than that in the OGBT reporter line. A possible reason for the lower rate of enrichment in the non-reporter lines was that the culture condition for PGCLCs induction was optimized using the OGBT reporter line. To maximize the efficiency, the condition needs to be fine-tuned for each iPS clone. This clonal variation in the potential of PGCLC differentiation was even observed in humans and monkey pluripotent stem cells (*23*, *30*). Nevertheless, we succeeded in enriching PGCLCs from nonreporter NWR-iPSCs, which provided a sufficient founder population of germ cells for the reconstitution of further differentiation processes toward mature gametes.

## DISCUSSION

In this study, we developed a culture system to reconstitute PGC specification using pluripotent stem cells in large mammals. While there are many large mammals for which embryos are readily available, including domestic animals such as cows and pigs, it was unexpected that the reconstruction could be achieved in white rhinoceroses, a near-threatened species. This accomplishment relied on the establishment of SWR-ESCs (*10*), which are reliable materials for determining the condition of PGCLC differentiation. As in mice and humans, the signals essential for PGCLC differentiation from SWR-ESCs were BMP and WNT, indicating that the signaling cascades are conserved among a broad range of mammalian species. On the other hand, the optimal timing and duration of these signaling cascades were highly dependent on the species and even the cell line. For example, it was critical to interrupt WNT signaling at the beginning of PGCLC induction for a robust induction of SWR-PGCLCs. We revealed that mouse PGCLC induction was enhanced by WNT inhibition upon day 2 of PGCLC induction but was abrogated by WNT inhibition at the beginning of PGCLC induction (fig. S9). This species difference was likely due to a difference in the timing of the lineage commitment to the nascent mesoderm: Mesodermal genes were already up-regulated at the preinduction stage in SWR (Fig. 2A) but were up-regulated at day 2 of PGCLC induction in mice (*16*). Thus, the optimal timing for WNT inhibition is, in principle, at the onset of mesoderm differentiation. This interpretation is consistent with the notion that PGC differentiation requires transient expression of genes downstream of WNT in mice and primates, while mesoderm and endoderm differentiation requires continuous expression of WNT downstream genes (*25*). Similar to the WNT inhibition, interruption of BMP4 signaling had a positive effect on NWR-PGCLC differentiation (Fig. 6B and fig. S7H). This is consistent with the evidence that BMP signaling is required for initial differentiation of PGCs but is no longer activated at a later stage (*47*). These results indicate that the timing and duration of WNT and BMP signaling should be fine-tuned for each individual species and cell line according to the propensity of the pluripotent state to differentiate into mesoderm.

In contrast to the conserved role of the cytokines, the key transcription factors may differ among mammalian species. For example, the transcription factor *SOX17* is important for PGC specification in humans, cynomolgus monkeys, rabbits, and pigs, but not in mice and rats (*21*–*25*, *48*), while *PRDM14* and *SOX2* are critical in rodents but not in humans. This indicates that the common mammalian ancestor might have a *SOX17*-dependent manner of PGC specification, whereas rodents might acquire a unique manner of PGC specification during evolution. Our study demonstrated that *SOX17* plays an essential role in SWR-PGCLC differentiation, thus suggesting that rhinoceros PGCs are specified in a manner that is replicated in the majority of model mammalian species. This distinct gene regulatory network for PGC specification might correlate with the morphology of the postimplantation epiblast, which forms an egg cylinder structure in mice and bilaminar structure in humans and cynomolgus monkeys. Although the precise morphology of the postimplantation epiblast in SWR or NWR is not known, other ungulate species, such as horses, cows, and pigs, show a unique embryogenesis during implantation. In these species, the blastocysts form three layers—a hypoblast, epiblast, and polar trophectoderm—in the manner of mouse and human blastocysts, but, eventually, the polar trophectoderm, known as Rauber’s layer, disappears, and then the remaining two layers form a bilaminar structure lacking the polar trophectoderm and amnion (*49*). With this study, it becomes possible to recapitulate the PGC specification process from pluripotent cells in the three major types of embryogenesis, thus providing a platform to address whether the gene regulatory networks for PGC specification are associated with the structural features of early embryogenesis.

Through repeated refinement, we produced PGCLCs from NWR-iPSCs under a defined condition. Because PGCs are the founder population for gametes, this study paves a way to produce functional gametes from NWR-iPSCs, which will contribute to the effort to rewind the extinction in the NWR. To this end, as shown in the mouse model, the differentiation of mature gametes essentially requires a gonadal somatic cell environment that provides signals for sex-dependent differentiation and functional maturity of the gametes. Such an environment could be reconstituted with either embryonic gonadal somatic cells or their equivalents induced from pluripotent stem cells. Our recent studies in the mouse model showed that fully potent gonadal somatic cells could be induced from mouse ESCs (*20*). In the reconstituted environment, i.e., the ovarian organoid, mouse ESC-derived PGCLCs recapitulated a series of oogenesis processes and lastly differentiated into functional oocytes, which fertilized and gave rise to pups (*20*). These previous findings suggest that, in theory, the differentiation of gonadal somatic cells from NWR-iPSCs would make it feasible to produce mature NWR oocytes suitable for fertilization with banked NWR sperm derived from four deceased males stored in liquid nitrogen. However, even if gonadal somatic cells could be induced from NWR-iPSCs, there would be several obstacles to overcome, such as species differences and the duration of gametogenesis. Recently, production of PGCLCs and gametes in culture have been attempted in numerous mammalian species (*15*). This trend will provide clues to overcome these obstacles in the future.

## MATERIALS AND METHODS

### SWR-ESC and NWR-iPSC culture

SWR-ESCs (051B) and NWR-iPSCs (60R, 60X, 6A, and 6B) were maintained in DK20 [DMEM/F12 (Gibco, #11330033) supplemented with 20% (v/v) KSR (Gibco, #10828028), 1× minimum essential medium (MEM) nonessential amino acid (NEAA) (Gibco, #11140050), 1× GlutaMAX (Gibco, #35050061), 0.1 mM 2-mercaptoethanol (Gibco, #21985023), penicillin/streptomycin (50 U/ml; Gibco, 1570063), recombinant human bFGF (10 ng/ml ; Wako, #064-04541), and activin A (20 ng/ml; PeproTech, #120-14)] except in the case of the experiments shown in Figs. 1 to 3 and figs. S1 to S4 in which SWR-ESCs were cultured without activin A. SWR-ESCs and NWR-iPSCs were passaged around every 4 or 5 days. For passage, cells were dissociated by incubation with TrypLE (Gibco, #12604021) for 4 min, centrifuged, and then plated at a density of 2 × 10^5^ cells on one well of a six-well plate overlaid with 2.0 × 10^5^ mitomycin C–treated(MMC) MEFs. Rho-associated kinase (ROCK) inhibitor (Y-27632, Wako, #03424024) was added to medium at 10 μM, and then the cells were allowed to culture for 24 hours after the passage.

### Generation of NWR-iPSCs

Fibroblasts from the NWR female Nabire were isolated as described (*14*) and maintained in skin medium [DMEM, high glucose (Gibco, #41965039), and GlutaMAX (Gibco, #31966021) supplemented with 10% FBS (Gibco, #16140071), 1× MEM NEAA (Gibco, #11140035), and FGF (10 ng/ml; PeproTech, #AF-100-18B)] on plates coated with attachment factor (Gibco, #S006100). For reprogramming, we used a similar approach as reported in Korody *et al.* (*13*). Briefly, 2 days before transduction (day −2), fibroblasts were detached by incubation with TrypLE Select Enzyme (Gibco, #12563011) for 8 min at 37°C, and 2.4 × 10^4^ cells were plated each in 3 × 12 wells coated with Geltrex (Gibco, #A1569601) in skin medium. On the next day, medium was changed. On the day of transduction (day 0), cells of 1 × 12 wells were detached with TrypLE Select Enzyme and counted (~9.0 × 10^4^ cells). On the basis of the obtained cell number, the amount of Sendai viruses (CytoTune–iPS 2.0 Sendai Reprogramming Kit, Thermo Fisher Scientific, #A16517, lot #L2160042) needed for transduction of cells in 1 × 12 wells with an multiplicity of infection of 10:10:6 (KOS:c-Myc:Klf4) was calculated. The medium of 2 × 12 wells was changed to skin medium containing polybrene (10 μg/ml; Merck, #TR-1003-G). Sendai virus mixture was added to 1 × 12 wells. The other 1 × 12 wells were not transduced and served as negative control. The plate was sealed with parafilm and centrifuged at room temperature and 800*g*. After 20-min centrifugation, the plate was turned and centrifuged for another 10 min. Subsequently, parafilm was removed, and the plate was incubated overnight at 37°C and 5% CO_2_. On the next day (day 1), cells were washed once with skin medium and subsequently fed with skin medium. The skin medium was changed on days 2, 4, and 6. On day 7, transduced cells were carefully detached by incubation with TrypLE Select Enzyme for 2 to 3 min at 37°C, and 5.0 × 10^3^ to 20.0 × 10^3^ cells were plated per six wells [coated with Geltrex and laid with 2.0 × 10^5^ mitomycin C–treated MEFs (tebu-bio, #MEF-MITC)] in skin medium. On the next day (day 8), the medium was changed to KB medium [39% DMEM, high glucose (Gibco, #41965039), 39% complete Fibroblast Growth Medium (FGM) (Lonza, #CC3132), 20% KSR (Gibco, #10828028), 1× NEAA, 1× GlutaMAX (Gibco, #35050061), 0.1 mM 2-mercaptoethanol (Gibco, #21985023), and FGF (12 ng/ml)]. From now on, KB medium was changed daily. On days 15 and 19, single colonies were transferred to individual 24 wells coated with Geltrex and laid with 5.0 × 10^4^ MEFs. KB medium was supplemented with 10 μM ROCK inhibitor (Y-27632, Selleck Chemicals, #SEL-S1049-10MM) at the day of picking and on the day after. Successfully growing clones were transferred to 12 wells coated with Geltrex and laid with 1.0 × 10^5^ MEFs using phosphate-buffered saline (PBS) and 0.5 mM EDTA solution (PBS/EDTA; Gibco, #14190-250, and Thermo Fisher Scientific, #15575-020) for 8 min at 37°C. After split, KB medium was supplemented with 10 μM of Y-27632 for 24 hours. Clones exhibiting nice morphology were further expanded and cryopreserved in KSR, 10% dimethyl sulfoxide (Sigma-Aldrich, #D22660).

To generate feeder-free cultures for clearance of Sendai virus–encoded RNA, iPSCs were kept in normoxia, and the medium was changed to KB:mTeSR1 medium [50% KB medium and 50% mTeSR1 (STEMCELL Technologies, #05850)]. When reaching confluency, cells were split with TrypLE Select Enzyme on Geltrex-coated wells without MEFs. Y-27632 was added at 10 μM for 24 hours. Subsequent splits were performed with PBS/EDTA (~4 min at 37°C) and without adding Y-27632.

### Clearance of Sendai virus–encoded RNA

To generate vector-free NWR-iPSC lines, clones were expanded until passage 7 (clone 6) or passage 5 (clone 60) and then split with PBS/EDTA (incubation 6 min at 37°C) in 1:100 and 1:200 ratios to favor formation of individual colonies. Y-27632 was added at 5 μM for 24 hours after split. When single colonies grew to an appropriate size, they were picked into 24 wells coated with Geltrex and laid with 0.5 × 10^5^ MEFs. Subclones of clone 6 and clone 60 were expanded, and RNA was collected at passage 11 and passage 9, respectively. Reverse transcription PCR (RT-PCR) was performed according to the manufacturer’s instructions (CytoTune–iPS 2.0 Sendai Reprogramming Kit) and using the primer pairs shown in table S2. NWR-iPSC lines 6A and 6B were vector-free at passage 11, and master cell banks were generated. In all subclones of clone 60, Sendai virus–encoded RNA was detected. Subcloning of one subclone was not sufficient to obtain vector-free iPSC lines. Therefore, we shifted the maintenance culture of clone 60 at passage 11 to 38°C for 5 days. Cells were split, and the maintenance culture (passage 12) was incubated for additional 5 days at 39°C. After the next split (passage 13), the maintenance culture was shifted back to 37°C. After RT-PCR of clone 60 at passage 14, weak bands resulting from Sendai virus–encoded RNA were detected. After another round of subcloning of clone 60, we obtained the lines 60R and 60X, which were cleared of Sendai virus RNA at passage 19.

### G banding of NWR-iPSCs

NWR-iPSCs on MEFs were split with PBS/EDTA (>6 min at 37°C), and 7.3 × 10^5^ cells were plated in MEF-conditioned KB medium supplemented with 10 μM of Y-27632 on two Geltrex-coated T25 flasks each. The conditioned medium was generated by incubating MEFs overnight with KB medium. 2-Mercaptoethanol and FGF were added freshly before using the medium on NWR-iPSCs. MEF-conditioned KB medium supplemented with 10 μM Y-27632 was changed daily. When cells reached approximately 50% confluency, they were treated with colcemide (0.1 g/ml) for 2.5 hours at 37°C. Subsequently, cells were detached using trypsin-EDTA (Biochrom AG, #L6221). Enzymatic digestion was stopped by adding medium containing 10% KSR. Cells from both T25 flasks were pooled in one 50-ml Falcon tube. After centrifugation at room temperature for 5 to 10 min at 450*g*, the supernatant was discarded except for ~1 ml, which was used to resuspend the cell pellet and to transfer it into a 15-ml Falcon tube. For hypotonic treatment, 10 ml of 0.075 M KCl solution (Merck, #1049360500) was added, and cells were incubated for 20 min at 37°C. Subsequently, ~1 ml of freshly prepared, ice-cold fixative (96% methanol/acetic acid mix, ratio of 3:1, Merck, #1060092500 and #1000632500, respectively) was added, and cells were carefully mixed by inversion. After centrifugation at room temperature for 5 to 10 min at 450*g*, the supernatant was discarded except for ~1 ml, which was used to resuspend the cell pellet. To wash the cells, 5 to 10 ml of fixative was added carefully in several steps including mixing, and cells were centrifuged at room temperature for 10 min at 450*g*. The supernatant was discarded except for ~1 ml, which was used to resuspend the cell pellet. The washing step was repeated three times. Last, the cells were resuspended in 2 ml of fixative and transferred into a 1.5-ml Eppendorf tube. The tube was sealed with parafilm and sent to the institute for human genetics in Jena, Germany. There, Giemsa-trypsin-Giemsa banding technique was used. Metaphase chromosomes were imaged with the Zeiss Axio Z2 microscope using the scanning system Metafer and the Ikaros V5.1 software (both Metasystems). The average resolution was ~200 bands per haploid chromosome set. In total, 20 metaphase spreads were analyzed per cell line.

### Generation of the OGBT SWR-ESCs and NWR-iPSCs

For construction of the donor vectors to generate *POU5F1-p2A-EGFP* or *BLIMP1-p2A tdTomato* knock-in SWR-ESC lines, the homology arms of *POU5F1* and *BLIMP1* were amplified by PCR using the primer pairs listed in table S2. Amplified PCR products were inserted using an In-Fusion system (TaKaRa, #Z9649N) to each vector linearized by appropriate restriction enzymes. The backbone vectors for the knock-in were provided by Saitou and co-workers (*24*). To construct vectors for the expression of gRNAs, oligonucleotides encoding the gRNAs were inserted into pX330-U6-Chimeric_BB-CBh-hSpCas9 digested by Bbs I [New England Biolabs (NEB), #R3539]. gRNA sequences were chosen using CRISPRdirect (https://crispr.dbcls.jp).

For generation of the OGBT reporter lines, 1.5 μg of the donor vector and 1.5 μg of the gRNA vector were introduced into the 6 × 10^5^ cells of SWR-ESCs (051B) or NWR-iPSCs (60R) with Lipofectamine 2000 (Invitrogen, #11668019). At 24 hours after the lipofection, the culture medium was exchanged with fresh medium. At 48 hours after the lipofection, puromycin (1 μg/ml) or G418 (400 μg/ml) was added to the medium. At 2 to 3 days after the drug selection, the SWR-ESCs or the NWR-iPSCs were passaged to a new culture plate coated with MEFs. The resultant SWR-ESCs and NWR-iPSCs were subjected to subsequent lipofection of *Cre-EGFP* vector to remove the drug resistance gene. At 24 hours after the lipofection, the medium was exchanged with fresh medium. At 48 hours after the lipofection, enhanced green fluorescent protein (EGFP)–positive cells were sorted by FACSAria Fusion (BD Biosciences), and 5000 sorted cells were seeded onto a well of the six-well plate coated with MEFs. After 5 to 6 days of culture, colonies were picked up and cultured in a 96-well plate for genotyping. Cre-mediated deletion of the drug resistance gene was determined by PCR using the primer pairs shown in table S2.

### Generation of SWR-ESCs constitutively expressing mCherry

For the generation of SWR-ESCs constitutively expressing mCherry, 1.5 μg of CAG-mCherry-IRES-Neo flanked by PiggyBac terminal repeat sequences and 1.5 μg of PiggyBac transposase expression vector were transfected into SWR-ESCs (051B) with Lipofectamine 2000, and then the cells were cultured with G418 (400 μg/ml). At 4 days of culture, cells expressing mCherry at a similar level were sorted by FACSAria Fusion. The sorted SWR-ESCs were used as CAG-mCherry SWR-ESCs.

### The preinduction and PGCLC differentiation from SWR-ESCs and NWR-iPSCs

For the preinduction,4.0 × 10^5^ SWR-ESCs were plated on a well of six-well plate coated with fibronectin (Millipore, #FC010) and then cultured for 24 hours in GK15 [GMEM (Gibco, #11710035), 15% (v/v) KSR, 1× NEAA, 1× GlutaMAX, 1 mM sodium pyruvate (Gibco, #11360070), 0.1 mM 2-mercaptoethanol, and penicillin/streptomycin (50 U/ml)] or aRK10 [advanced RPMI 1640 (Gibco, #12633012), 10% (v/v) KSR, 1× NEAA, 1× GlutaMAX, and penicillin/streptomycin (50 U/ml)] medium supplemented with BMP4 (10 ng/ml; R&D Systems, #314-BP), 6 μM CHIR (Wako, #034-23103), and 10 μM of Y-27632 (Wako, #03424024). Then, preinduced cells were dissociated with TrypLE for 4 min, centrifuged, and plated into a well of 96-well U-bottom ultralow attachment microplate (Corning, #7007) at a concentration of 6000 cells per well in GK15 or aRK10 supplemented with LIF (10 ng/ml; Wako, #125-05603), SCF (100 ng/ml; R&D Systems, #455-MC), EGF (50 ng/ml; R&D Systems, #2028-EG), and 10 μM of Y-27632 and with or without BMP4 (200 ng/ml). The images of the aggregates were captured by a stereo microscope (Olympus, SZX16). The following inhibitors and cytokines were added to the culture medium on the appropriate day of culture as indicated in the description of each experiment: 2.5 μM endo-IWR1 (Tocris, #3532), 10 μM forskolin (Merck, #344270), 10 μM bpV(HOpic) (Sigma-Aldrich, #SML0884), 2.5 μM XAV939 (Sigma-Aldrich, #X3004), 2.5 μM IWP-2 (Wako, #034-24301), activin A (50 ng/ml; PeproTech, #120-14), and 1 μM PD0325901 (Stemgent, #04-0006).

### Generation of the SOX17-knockout lines and rescue lines

For construction of the *SOX17*-knockout vector, the t2A-puromycin resistance gene in pX459 was replaced with p2A-*EGFP*, yielding the pX459-p2A-*EGFP* vector. Oligos encoding gRNAs targeting *SOX17* were inserted into the pX459-p2A-*EGFP* vector. Two gRNA vectors were constructed for a large deletion in *SOX17* loci. Transfection was performed in the same way as for the generation of the OGBT reporter lines. At 48 hours after lipofection, EGFP-positive cells were sorted with a FACSAria Fusion, and 5000 sorted cells were seeded onto a well of the six-well plate coated with MEFs. After 4 to 6 days of culture, colonies were picked up and expanded for the genotyping. Genotypes were determined by PCR using the primer pairs in table S2.

For exogenous expression of *SOX17*, the coding sequences (CDSs) of rhinoceros *SOX17* were amplified from cDNA of SWR-PGCLCs using KOD One DNA polymerase (TOYOBO, #KMM-201) with the primer pair listed in table S2. The Kozak sequence, GCCACC, was added within 5′ of the first ATG during the PCR reaction. Rhinoceros *SOX17* amplified with the Kozak sequences was inserted into the PiggyBac-based Dox-inducible expression vector using the In-Fusion system. The rhinoceros *SOX17* expression vector and the rtTA vectors were transfected into cells of the *SOX17*-knockout line along with the PiggyBac transposase expression vector by Lipofectamine 2000. The drug selection by G418, pickup of colonies, and genotyping were performed in the same way as for the generation of OGBT reporter lines.

### FACS sorting of SWR-PGCLCs and NWR-PGCLCs

The floating aggregates containing SWR-PGCLCs or NWR-PGCLCs were incubated in CTK solution (0.1 mg/ml collagenase type IV, 0.25% trypsin, 1 mM CaCl2 and 20% KSR) solution for 30 min at 37°C. After removal of CTK solution, the aggregates were dissociated by incubation in Accutase (Nakarai, #12679-54) for 10 min at 37°C. The cell suspension was filtered using a cell strainer (70 μm) to remove cell clumps. The collected cells were suspended in FACS buffer [PBS containing 0.1% bovine serum albumin (BSA)] and analyzed or sorted with a FACSAria Fusion.

For the analysis/sorting of SWR-PGCLCs or NWR-PGCLCs with the cell surface markers, the floating aggregates were dissociated by incubation in CTK solution, followed by Accutase as described above, and then stained with the fluorescence-conjugated antibodies listed in table S3 for 15 min on ice. After washing the cells with FACS buffer, the cell suspension was filtered by a cell strainer and analyzed or sorted with a FACSAria Fusion.

### Establishment of m246 feeder cells

For construction of the rhinoceros *KITLG* expression vector, the CDSs of rhinoceros *KITLG* were amplified from cDNA of SWR-ESCs using a KOD One DNA polymerase with the primer pair listed in table S2. The Kozak sequence, GCCACC, was appended to the primer and was added within 5′ of the first ATG during the PCR reaction. The rhinoceros *KITLG* amplified with the Kozak sequence was inserted between the CAG promoter and IRES-puromycin resistance gene using the In-Fusion system. A total of 1.5 μg of the CAG-rhinoceros *KITLG-*IRES-puromycin resistance gene flanked by PiggyBac terminal repeat sequences and 1.5 μg of the PiggyBac transposase expression vector were transfected into Sl/Sl4 cells by Lipofectamine 2000, and then the cells were culture with puromycin (1 μg/ml) for 4 days. Then, single cells were sorted into individual wells in a 96-well plate by FACSAria Fusion. After 10 days of culture, individual cell clones were duplicated and then subjected to Mitomycin C (MMC) test following the method described in the previous report (*38*). MMC-resistant clones were subjected to genotyping for quantification of the integration of rhinoceros *KITLG* by qPCR analysis using the primers listed in table S2. Cells of a clone harboring a high copy number of the rhinoceros *KITLG* expression vector were used as m246 feeder cells.

### Expansion culture of SWR-PGCLCs

m246 feeder cells were treated with MMC (5 μg/ml) for 2 hours, washed with PBS, and then cultured with STO [DMEM, high glucose (Nacalai, #08458-45), 10% (v/v) FBS(Gibco, #10437028), 2 mM l-glutamine, and penicillin/streptomycin (50 U/ml)] medium for 5 hours. MMC-treated m246 cells were stored at −80°C. At 6 hours before sorting of SWR-PGCLCs, MMC-treated m246 feeder cells were seeded at 1 × 10^5^ or 2 × 10^5^ cells per well of a 24- or 12-well plate, respectively. SWR-PGCLCs at day 6 of induction were sorted and seeded at 5 × 10^3^ or 1 × 10^4^ cells per well of a 24- or 12-well plate, respectively, with expansion medium [advanced RPMI 1640, 10% (v/v) KSR, 2.5% (v/v) FBS, 1× NEAA, 1× GlutaMAX, and penicillin/streptomycin (50 U/ml)] supplemented with bFGF (20 ng/ml), 6 μM CHIR, 2.5 μM endo-IWR1, and 0.5 μM SB590885 (R&D Systems, #2650). The medium was then supplemented with 10 μM of Y-27632 for the first 48 hours of culture. The medium was changed every 2 days with the addition of 1 × 10^5^ or 2 × 10^5^ of MMC-treated m246 feeder cells to the well of the 24- or 12-well plate, respectively.

### Live-cell imaging analysis of expanded SWR-PGCLCs

To observe cell migration, SWR-PGCLCs expressing OGBT reporter genes and SWR-ESCs expressing mCherry were cultured on MMC-treated m246 and MEF feeder cells, respectively. Live-cell imaging was performed with an ApoTome.2 (Zeiss), taking images at 10-min intervals for 12 hours in total, and the data were analyzed using ImageJ (version: 2.1.0/1.53c) with Fiji. The cell tracing was performed using TrackMate, plugins of Fiji.

### Evaluation of differentiation potential of NWR-iPSCs into three germ layers

Endoderm was differentiated from NWR-iPSCs using the StemMACS Trilineage EndoDiff medium (Miltenyi Biotec, #30-115-659) following the manufacturer’s instructions. Briefly, feeder-free NWR-iPSCs were split with TrypLE select enzyme, and 2.5 × 10^5^ cells were plated per Geltrex-coated 12 wells in KB:mTeSR1 medium containing 5 μM Y-27632 (day 0). On day 1, 1 ml of medium without additional Y-27632 was added. On day 2, medium was changed to EndoDiff medium. On days 3 to 6, EndoDiff medium was changed daily. On day 7, cells were washed twice in PBS^+/+^ (PBS, calcium, and magnesium; Gibco, #1404014) and subsequently fixed for 15 min at room temperature in BD Cytofix solution (BD Biosciences, #554655). After washing twice in PBS^+/+^, fixed cells were stored at 4°C until further use.

To represent the mesoderm, NWR-iPSCs were differentiated into beating cardiomyoctes using two different protocols: In the first approach, feeder-free NWR-iPSCs were split with TrypLE Select Enzyme, and 1.0 × 10^5^ cells were plated per Geltrex-coated 12 wells in KB:mTeSR1 medium containing 10 μM Y-27632 (~day −3). KB:mTeSR1 medium was changed daily until cells reached ~90% confluency. On day 0, mesoderm was induced by changing the medium to RPMI 1640 medium (1 ml per 12 wells; Gibco, #11875093) supplemented with B-27 minus insulin (Gibco, #A1895601) and 6 μM CHIR 99021 (Bio-Techne Sales Corp., #4423/10). On day 1, 2 ml of RPMI B-27 minus insulin medium was added per well (no extra CHIR 99021). On day 3, medium was changed to 2 ml of RPMI B-27 minus insulin supplemented with 5 μM IWR-1 (Biozol, #SEL-S7086). On day 5, 2 ml of RPMI B-27 minus insulin medium was added per well (no extra IWR-1). On day 7, medium was changed to RPMI B-27 medium [1.5 ml per well; RPMI 1640 medium supplemented with B-27 (Gibco, #17504044)]. From now on, medium was changed every other day. To remove noncardiomyocytes, cells were cultivated in starvation medium [RPMI 1640 medium, no glucose (Gibco, # 11879020), recombinant human albumin (500 μg/ml; Sigma-Aldrich, #A0237), l-ascorbic acid 2-phosphate (213 μg/ml; Sigma-Aldrich, #A8960), and 5.3 mM sodium dl-lactate (Sigma-Aldrich, #L7900)] for 2 to 4 days. Beating cardiomyocytes were observed after 12 days of differentiation.

The second approach was modified from Burridge *et al.* (*50*). Briefly, feeder-free NWR-iPSCs were plated as described above. When cells reached ~90% confluency, medium was changed to RPMI CDM3 [RPMI 1640 medium with recombinant human albumin (500 μg/ml) and l-ascorbic acid 2-phosphate (213 μg/ml)] supplemented with 5 μM CHIR (day 0). On day 2, the medium was changed to RPMI CDM3 containing 2 mM Wnt-C59 (Selleck Chemicals, #SEL-S7037-5). On day 3, the medium was changed to RPMI B-27 medium, which was replaced every other day. To remove noncardiomyocytes, cells were cultivated in starvation medium for 2 to 4 days. Beating cardiomyocytes were observed after 15 days of differentiation.

The neural (ectodermal) differentiation of NWR-iPSCs was induced by a modified version of the dual SMAD inhibition protocol published by Chambers *et al.* (*51*). Briefly, NWR-iPSCs on MEFs were split with PBS/EDTA, and 1.25 × 10^5^ cells were seeded without feeder per Geltrex-coated 24-well plate in MEF-conditioned KB medium supplemented with 10 μM Y-27632. On the next day, medium was changed to conditioned KB medium without Y-27632. The day after (day 0), medium was changed to neural induction medium [NIM; DMEM/F12 (Gibco, #12660012), 1× B-27, 1× N-2 (Gibco, #17502048), 10 μM SB431542 (Reagents Direct, #21-A94), and 2 μM dorsomorphin (BioVision, #1686-5)]. NIM was exchanged daily for five consecutive days. On day 6, cells were washed once with PBS and subsequently detached using Accutase (Gibco, #A1110501). Enzymatic reaction was stopped after 8 min by adding neural expansion medium [NEM; 0.5× advanced DMEM/F12 (Gibco, #12634010), 0.5× Neurobasal medium (Gibco, #21103049), and 2× N-2 (Gibco, #17502048)] supplemented with 5 μM Y-27632. Cells were passed through a 70-μm strainer (Miltenyi Biotec, #130-041-407) and subsequently centrifuged at 300*g* for 3 min at room temperature. The supernatant was discarded, cells were resuspended in NEM supplemented with 5 μM Y-27632 and counted, and 1.5 × 10^5^ cells were plated per Geltrex-coated 24 wells. Medium was changed every day with NEM. On day 13, cells were fixed as described previously.

### Immunofluorescence analysis

For immunofluorescence analysis, the day 4 aggregates were dissociated as described above, and then OGBT-positive cells and BT-negative cells were separately sorted by a FACSAria Fusion. The sorted OGBT-positive cells and BT-negative cells were mixed at a ratio of 1:1 and spread onto MAS-coated glass slides (Matsunami, #SMAS-04). The slides were fixed in 4% paraformaldehyde in PBS for 15 min at room temperature, washed three times with PBS, permeabilized with 0.5% Triton X-100 in PBS for 10 min at room temperature, and washed three times with PBS. The slides were then incubated in a blocking solution (1% BSA and 0.2% Tween 20 in PBS) overnight at 4°C. After blocking, the slides were incubated with primary antibodies in blocking solution overnight at 4°C. After washing six times with PBS, the slides were incubated with secondary antibodies in blocking solution containing 4′,6-diamidino-2-phenylindole (DAPI; 1 μg/ml) for 1 hour at room temperature. The slides were then washed six times with PBS and mounted in PermaFluor Aqueous Mounting Medium (Thermo Fisher Scientific, #TA-030-FM). For the immunofluorescence analysis of 5mC and 5hmC, after fixation in 4% paraformaldehyde in PBS for 15 min at room temperature, the slides were treated with 4 and 2 N HCl, respectively, in PBS containing 0.1% triton X-100 for 10 min at room temperature. Then, the slides were incubated in 10 mM tris-HCl (pH 8) for 10 min at room temperature, washed twice with PBS, and then subjected to incubation in the blocking solution, followed by staining procedures with antibodies as described above. All antibodies used in this study are listed in table S3. Images were captured and processed by an LSM 900 confocal microscope (Zeiss).

To stain NWR-iPSCs in pluripotent state or after differentiation into cells of the three germ layers, cells were washed twice in PBS^+/+^ (Gibco, #1404014) and subsequently fixed for 15 min at room temperature in BD Cytofix solution (BD Biosciences, #554655). After washing twice in PBS^+/+^, fixed cells were either stored at 4°C until further use or processed directly. To reduce background signal, cells were blocked for 1 hour shaking at room temperature in 1× PBS^+/+^, 5% normal goat serum (NGS; Abcam, #ab7481) for surface markers, or for intracellular and nuclear markers in blocking buffer [PBS^+/+^, 0.2% BSA (Biomol, #1400100), 0.3% Triton X-100 (Sigma-Aldrich, #T8787), 10× NGS, or normal donkey serum (Abcam, #ab7475)]. Afterward, primary antibodies were diluted as indicated below in 1× PBS^+/+^, 1% BSA for surface markers, or blocking buffer and incubated overnight shaking at 4°C. On the next day, cells were washed three times for 15 min in PBS^+/+^. Secondary antibodies were diluted in PBS^+/+^ containing DAPI (NucBlue Fixed Cell Stain Ready Probe, Invitrogen, #R37606), and cells were incubated in the solution for ~2 hours, shaking at room temperature. Subsequently, cells were washed three times in PBS^+/+^. Images were captured and processed with a Leica DMi8 microscope and the LASX software (including the Thunder computational clearing method).

### qPCR analysis

Total RNA was extracted from 1 × 10^4^ cells of each cell type using the RNeasy Micro Kit (QIAGEN, #74004), and cDNA was synthesized using the PrimeScript First-Strand cDNA Synthesis Kit (TaKaRa, #6110B). The qPCR reaction using Power SYBR Green PCR Master Mix (Life Technologies, #4368708) was performed by a CFX384 real-time qPCR system (Bio-Rad). Primers used for the qPCR reaction are listed in table S2. The gene expression levels were examined by calculating Δ*C*_t_ (in log_2_ scale) normalized to the average Δ*C*_t_ values of *ARBP* and *PPIA*. Error bars are the means ± SE from three independent experiments.

### RNA-seq analysis

Total RNAs were isolated from 1 × 10^4^ cells of each cell type using the RNeasy Micro Kit. Purified RNAs were subjected to library construction using a NEB Next Ultra II Directional RNA Library Prep Kit for Illumina (NEB, #E7760L). cDNAs were amplified by 12 cycles of PCR. Library qualities and concentrations were validated using an Agilent 2100 Bioanalyzer(Agilent) with a high-sensitivity DNA kit (Agilent, #5067-4626). Sequencing of the libraries was performed with NextSeq (Illumina).

### Mapping reads of RNA-seq and conversion to gene expression levels

For mapping of the sequenced fragments, the genome sequence (CerSimSim1.0/cerSim1 for SWR, GRCh38/hg38 for humans, and GRCm38/mm10 for mice) and the transcript annotation (cerSim1.ncbiRefSeq for rhinoceros, hg38.ncbiRefSeq for humans, and mm10.ncbiRefSeq for mice) were obtained from the University of California, Santa Cruz (UCSC). All reads were trimmed with Fastp, and untrimmed and trimmed reads with less than 25 base pairs were eliminated. Treated reads were mapped to the genome of each species with STAR and annotated with RNA-Seq by Expectation-Maximization (RSEM). Paired-end data (*52*, *53*) were analyzed using single reads. Sequence data of NWR cells were mapped to the SWR genome sequence. The mapping rate was comparable to the SWR mapping rate. SWR data were mapped uniquely at 93.92 to 96.54%, and NWR data were mapped uniquely at 94.38 to 94.97%.

Data analysis was performed using R software version 4.0.3. We defined all expressed genes as the genes whose log_2_[Transcripts Per Kilobase Million (TPM) + 1] values were >2 in at least one sample. DEGs were extracted using edgeR version 3.32.0 from the count data of each sample. The DEGs were defined as the genes exhibiting a more than fourfold difference between samples (FDR < 0.001), and the mean of the expression level of the group was >log_2_CPM = 4. Unsupervised hierarchical clustering was performed using the hclust function with Pearson correlation distances and Ward’s method (ward.D2). The PCA was performed using FactMineR version 2.4.

### Comparison of gene expression among SWR, humans, and mice

To compare rhinoceros genes with the genes of humans and mice, we made a one-to-one correspondence table of genes by genomic coordinate comparison as described previously (*54*, *55*). All transcript annotations for rhinoceros were converted to human genome coordinates using LiftOver. The chain files applied for LiftOver (cerSim1ToHg38.over.chain, hg38ToCerSim1.over.chain, hg38ToMm10.over.chain, and mm10ToHg38.overchain) were obtained from the UCSC Genome Browser Gateway (https://genome.ucsc.edu/cgi-bin/hgGateway?redirect=manual&source=genome.ucsc.edu). Then, the rhinoceros gene annotations in human coordinates were compared with cerSim1.ncbiRefSeq, followed by a search for the corresponding cerSim1.ncbiRefSeq transcripts. We performed the same procedure on hg38.ncbiRefSeq, in which transcript annotations in hg38.ncbiRefSeq were converted to rhinoceros coordinates using LiftOver, followed by a search for the corresponding rhinoceros transcripts. The two files, rhinoceros to human and human to rhinoceros, were compared, the corresponding genes were extracted, and a rhinoceros-human correspondence table was generated. We performed the same procedure between humans and mice to obtain a mouse-human correspondence table. By these procedures, the corresponding genes between rhinoceros and humans and between mice and humans were extracted, and a rhinoceros-human-mouse correspondence table was obtained (15,255 genes) (table S4).

# Supplementary material for: Robust induction of primordial germ cells of white rhinoceros on the brink of extinction
**Source:** Sci Adv. 2022 Dec 9;8(49):eabp9683. doi: 10.1126/sciadv.abp9683
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Tables S1 to S4

Supplementary Materials for
**Robust induction of primordial germ cells of white rhinoceros on the brink
of extinction**

Masafumi Hayashi *et al.*

Thomas B. Hildebrandt, ; Sebastian Diecke, 

Sci. Adv. **8**, eabp9683 (2022)
DOI: 10.1126/sciadv.abp9683

The PDF file includes:

Figs. S1 to S9
Tables S1 to S4
Legends for movies S1 and S2

Other Supplementary Material for this manuscript includes the following:

Movies S1 and S2

Fig. S1

A

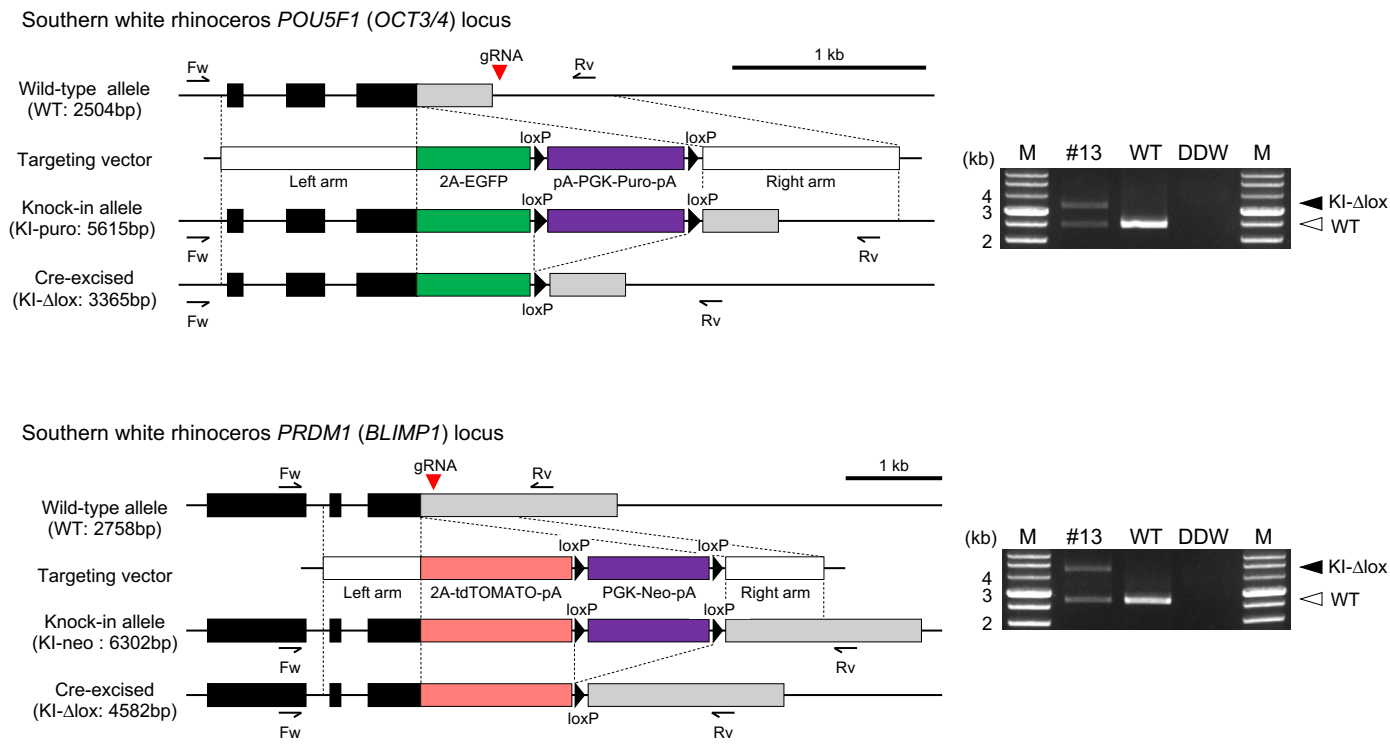

B

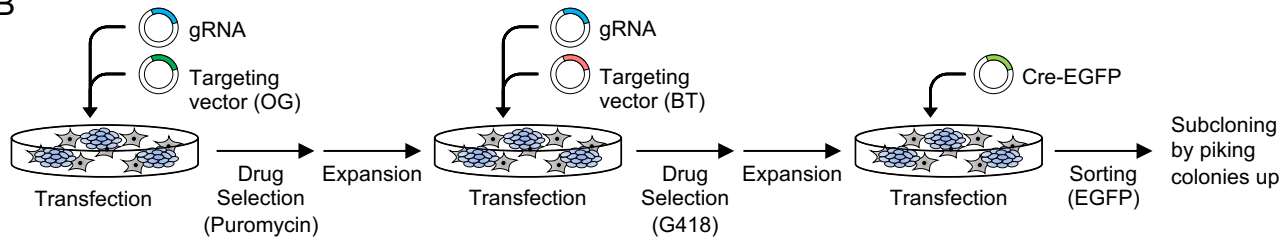

Fig. S1. Establishment of OGBT reporter lines.

(A) Schematic illustration of the targeted insertion of a reporter gene into *POU5F1* and *BLIMP1* loci. Shown are sequences of the targeted insertion of *2A-EGFP* and *2A-tdTOMATO* into *POU5F1* (top) and *BLIMP1* (bottom) loci, respectively. Black, grey, white and purple boxes indicate the exon, 3'UTR region, homologous arm of the targeting vector, and selection cassette containing a drug-resistance gene, respectively. The primers used for screening are indicated by arrows in the direction of amplification. After insertion of the targeting vector in each locus, the selection cassette was excised by Cre-mediated recombination of loxP sequences. The images at right indicate the results of PCR using the primers indicated. The expected size of each amplicon is shown in the bracket at the left. **(B)** Schematic illustration of a serial transfection of targeting vectors for the establishment of OGBT reporter lines. To save the passage number of the resultant reporter lines, OG targeting vector-transfected SWR-ESCs were propagated in the presence of puromycin, and then were immediately—i.e., without subcloning or subsequent screening—subjected to the second transfection using a BT-targeting vector. These cells were propagated in the presence of G418 and subjected to Cre-mediated loxP-excision. After sorting of the cells expressing Cre-EGFP, the cells were cultured, and then individual colonies were picked up. Genomic DNAs from the colonies were subjected to PCR analysis.

Fig. S2

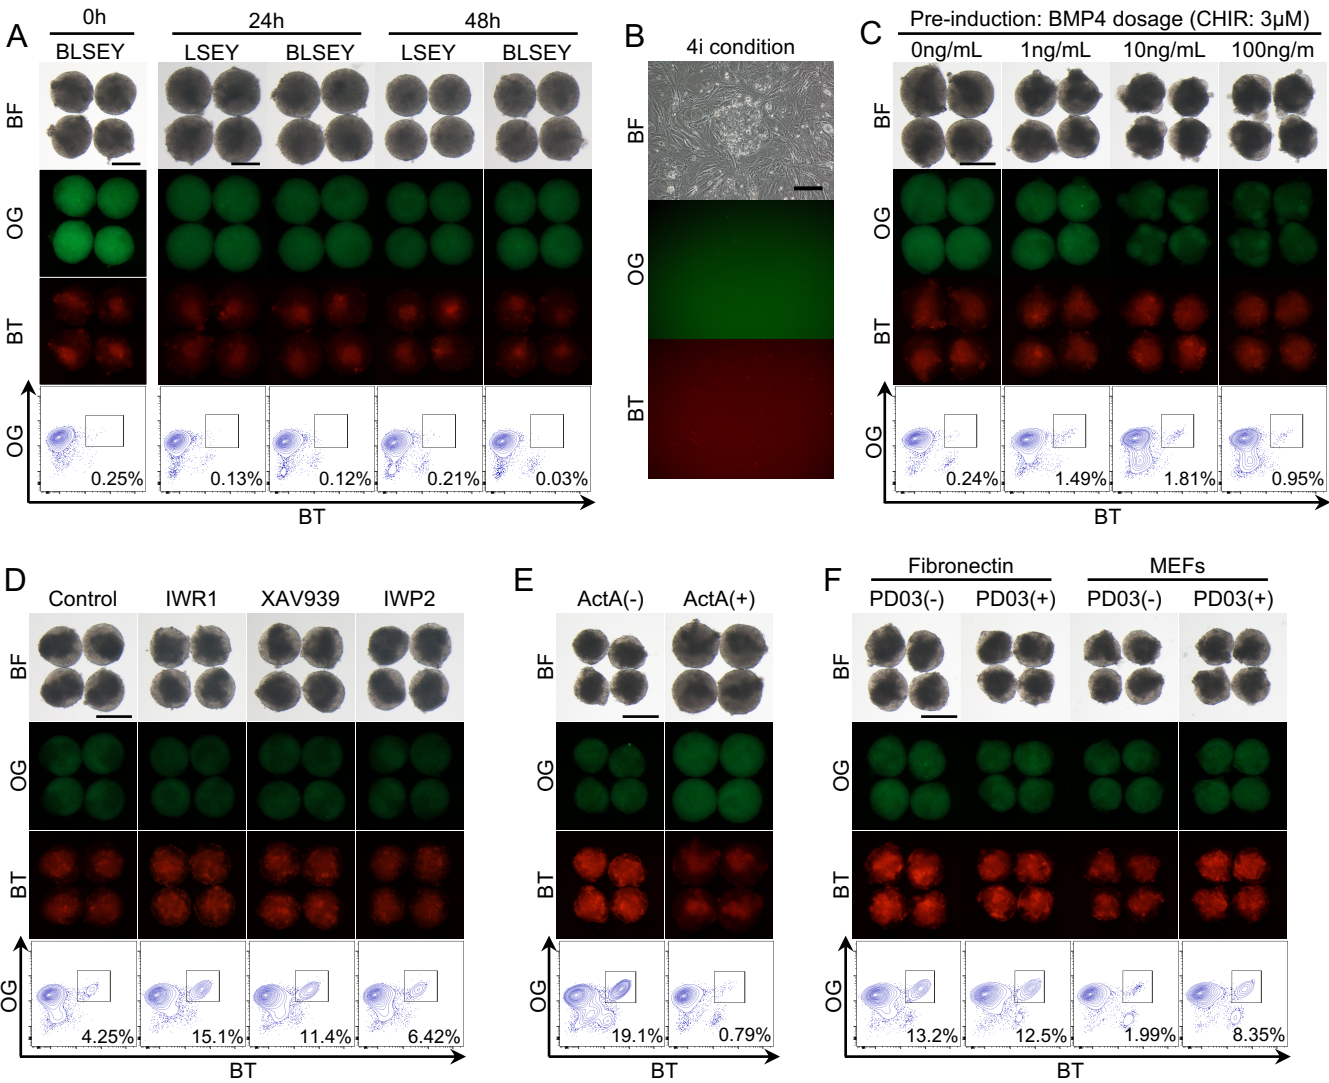

Fig. S2. Refinement of culture conditions for induction of OGBT-positive cells.

(A) No OGBT-positive cells were induced from SWR-ESCs cultured under the 4i condition. Shown are images and FACS plots of derivatives at day 4 of PGCLC induction from OGBT SWR-ESCs cultured under the 4i condition. The time on the top indicates the length of the pre-induction. BLSEY and LSEY (LIF, SCF, EGF and Y-27632) are the conditions of PGCLC induction. Scale bar, 200 μ m. **(B)** OGBT SWR-ESCs cultured under the 4i condition. Note that OG expression in the cells was not as clear as that in undifferentiated OGBT SWR-ESCs (Fig. 1A). Scale bar, 200 μ m. **(C)** Effect of BMP4 signaling during pre-induction. Shown are images and FACS plots of derivatives at day 4 of PGCLC induction from OGBT SWR-ESCs through the pre-induction in a culture containing BMP4 at the concentrations indicated. Scale bar, 200 μ m. **(D)** Effect of WNT inhibition during PGCLC induction. Shown are images and FACS plots of OGBT SWR-ESC derivatives at day 4 of PGCLC induction with various WNT inhibitors. These cells were pre-induced with 6 μ M CHIR and 10 ng/ml BMP4 for 24 h. Scale bar, 200 μ m. **(E)** Effect of activin A signaling during pre-induction. Shown are images and FACS plots of derivatives at day 4 of PGCLC induction from OGBT SWR-ESCs through the pre-induction with or without activin A. PGCLC induction was performed in GK15+BLSEYWi. Scale bar, 200 μ m. **(F)** Effect of FGF inhibition during pre-induction. Shown are images and FACS plots of derivatives at day 4 of PGCLC induction from OGBT SWR-ESCs through the pre-induction with or without PD0399021. PGCLC induction was performed in GK15+BLSEYWi. Scale bar, 200 μ m.

A

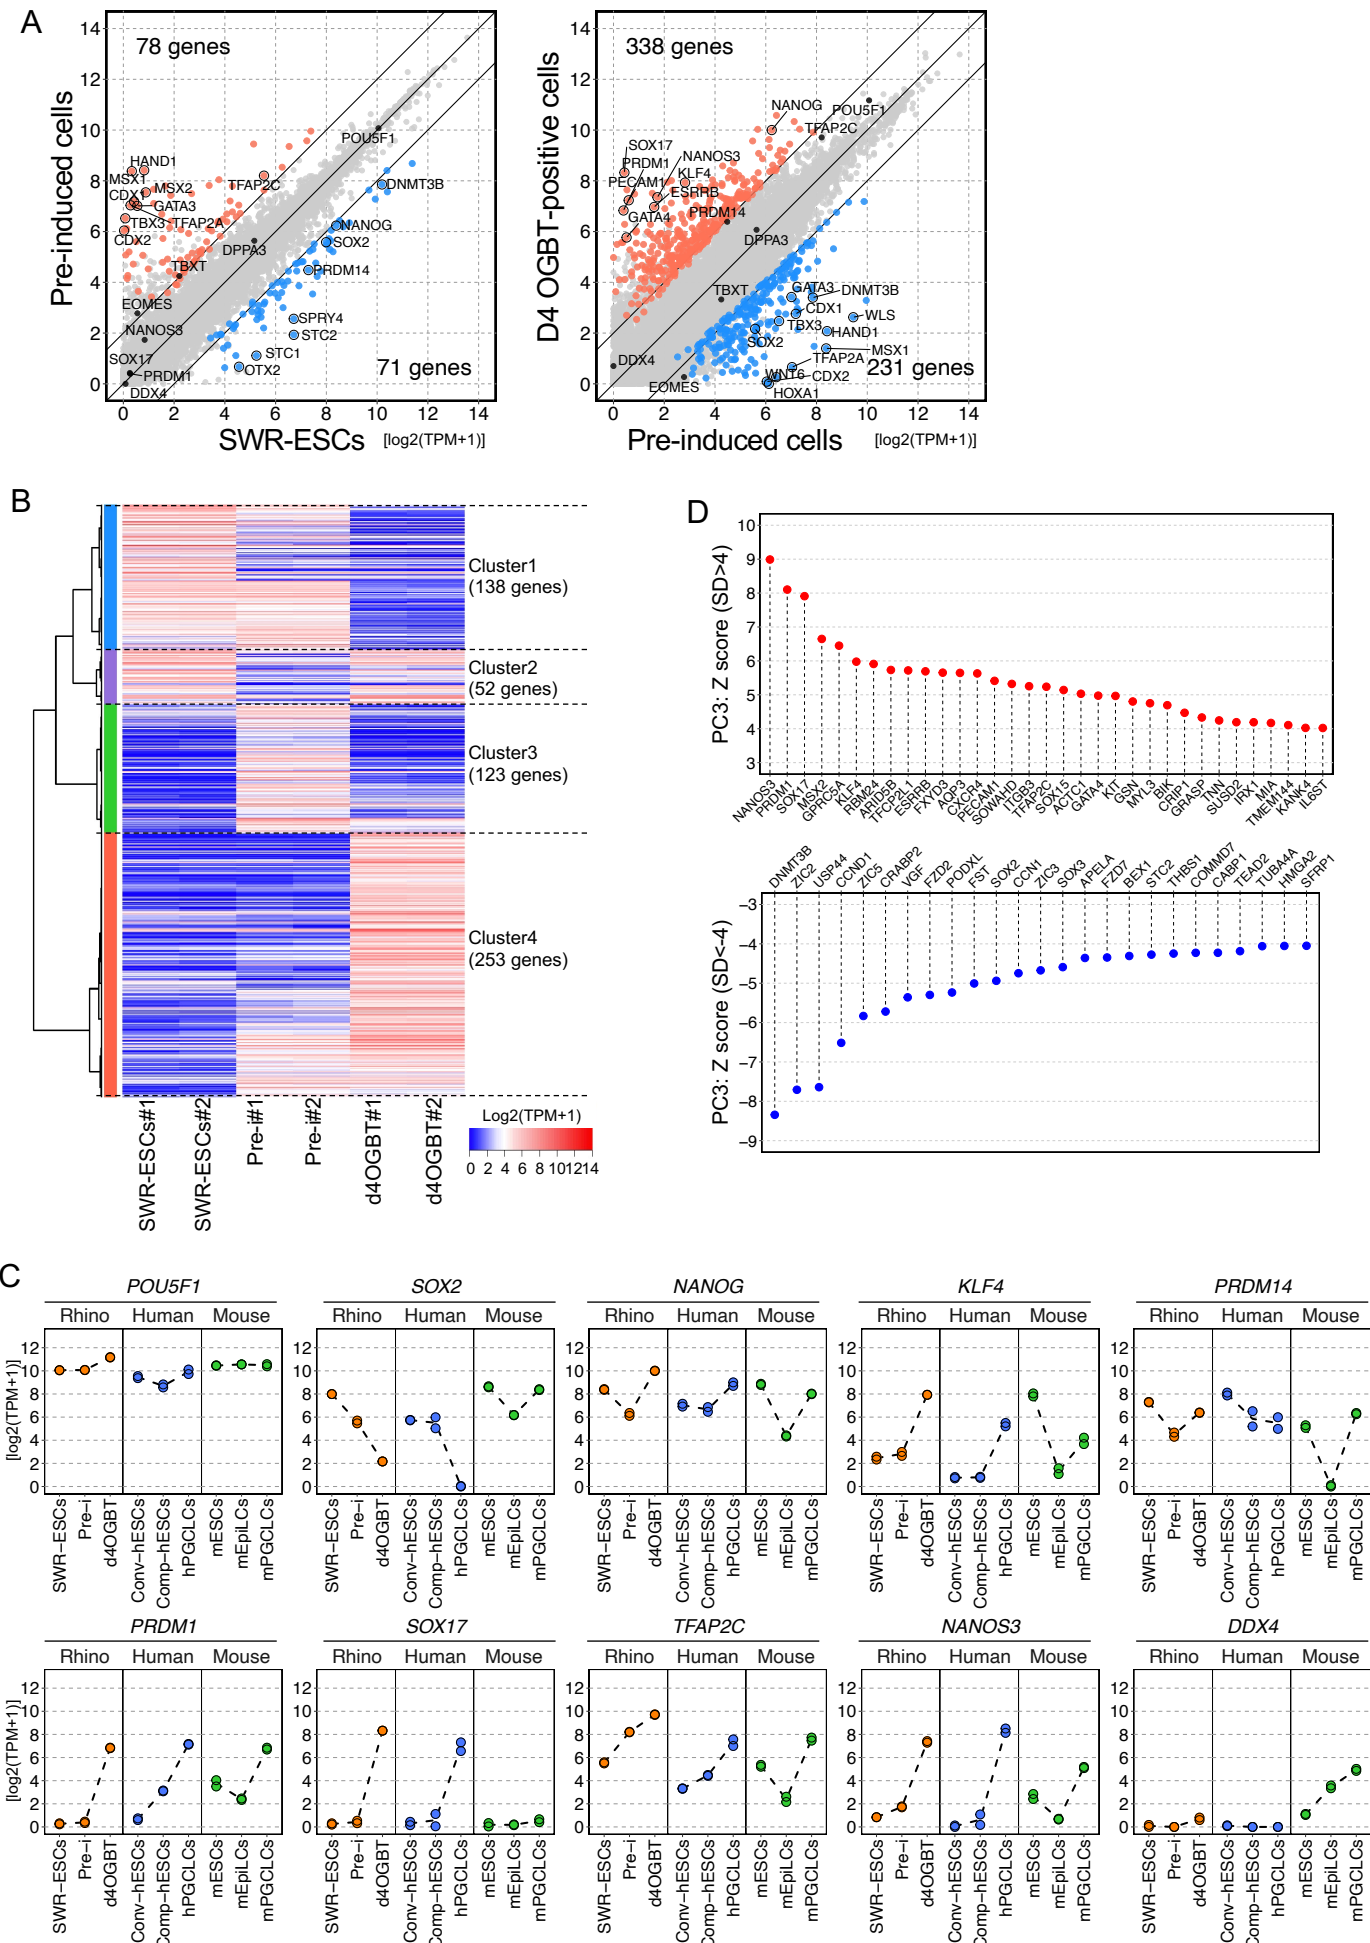

Fig. S3. Gene expression dynamics during differentiation of SWR-ESC into OGBT-positive cells

(A) Comparison of the transcriptomes of SWR-ESC derivatives. Shown are scatter plots comparing the transcriptomes of the cell types indicated. The colored dots are DEGs (>4 times, $FDR < 0.001$, $\log CPM > 4$). The numbers of DEGs are shown in the plot. **(B)** Heatmap representation of the expression dynamics of the 566 genes ($sd > 3$, Fig. 2E) highly contributing to PC1 or PC2. Unsupervised hierarchical clustering analysis showed that the expression dynamics can be subdivided into four clusters. Genes in each cluster are shown in Table S1. **(C)** Comparison of the expression dynamics of genes involved in PGC specification between humans, mice and SWR. Shown are the averaged values with SE of gene expression based on transcriptome analyses using biologically duplicated samples. **(D)** Genes contributing to PC3 in Figure 2F. Genes with >4 (top) or <-4 SDs (bottom) of the Z scores are shown.

Fig. S4

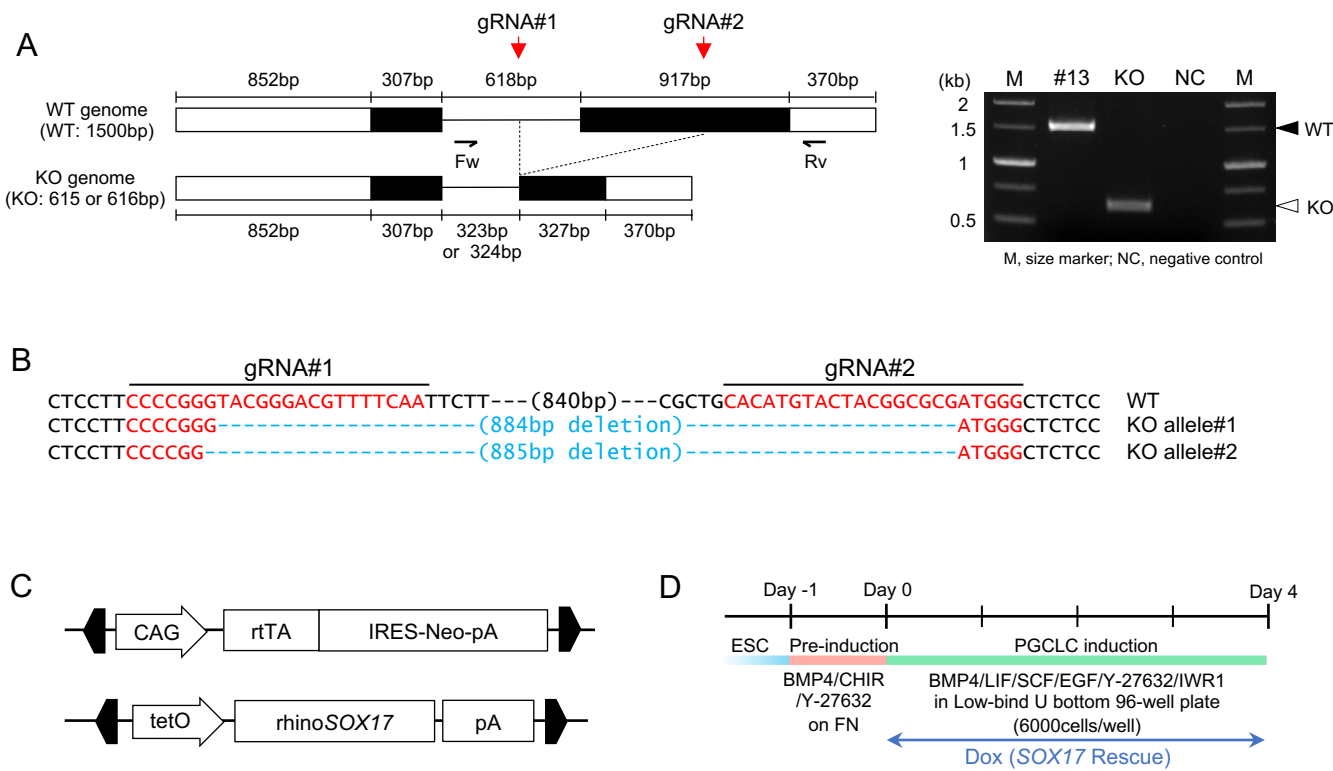

Fig. S4. Evaluation of the function of *SOX17* in the differentiation of OGBT-positive cells.

(A) Disruption of the *SOX17* gene in SWR-ESCs. Shown are a schematic illustration of the *SOX17* gene disruption (left) and PCR analysis of the disrupted SER-ESC clone (right). Black and white boxes indicate exons and UTR regions, respectively. The gRNA and primers used are indicated by red and black arrows, respectively. The deletion is expected in both alleles as a 884-bp or 885-bp deletion. **(B)** Sequence of the disrupted genomic region. The actual deleted sequences and gRNA are shown in blue and red font, respectively. **(C)** Vectors for exogenous *SOX17* expression. The illustrations show a vector constitutively expressing rtTA with the neomycin-resistance gene driven by the CAG promoter (top) and a vector expressing the *SOX17* gene driven by the tetO promoter (bottom). Black pentagons show piggyBac-responsive sequences. **(D)** Time course of the induction of OGBT-positive cells by exogenous *SOX17* expression.

Fig. S5

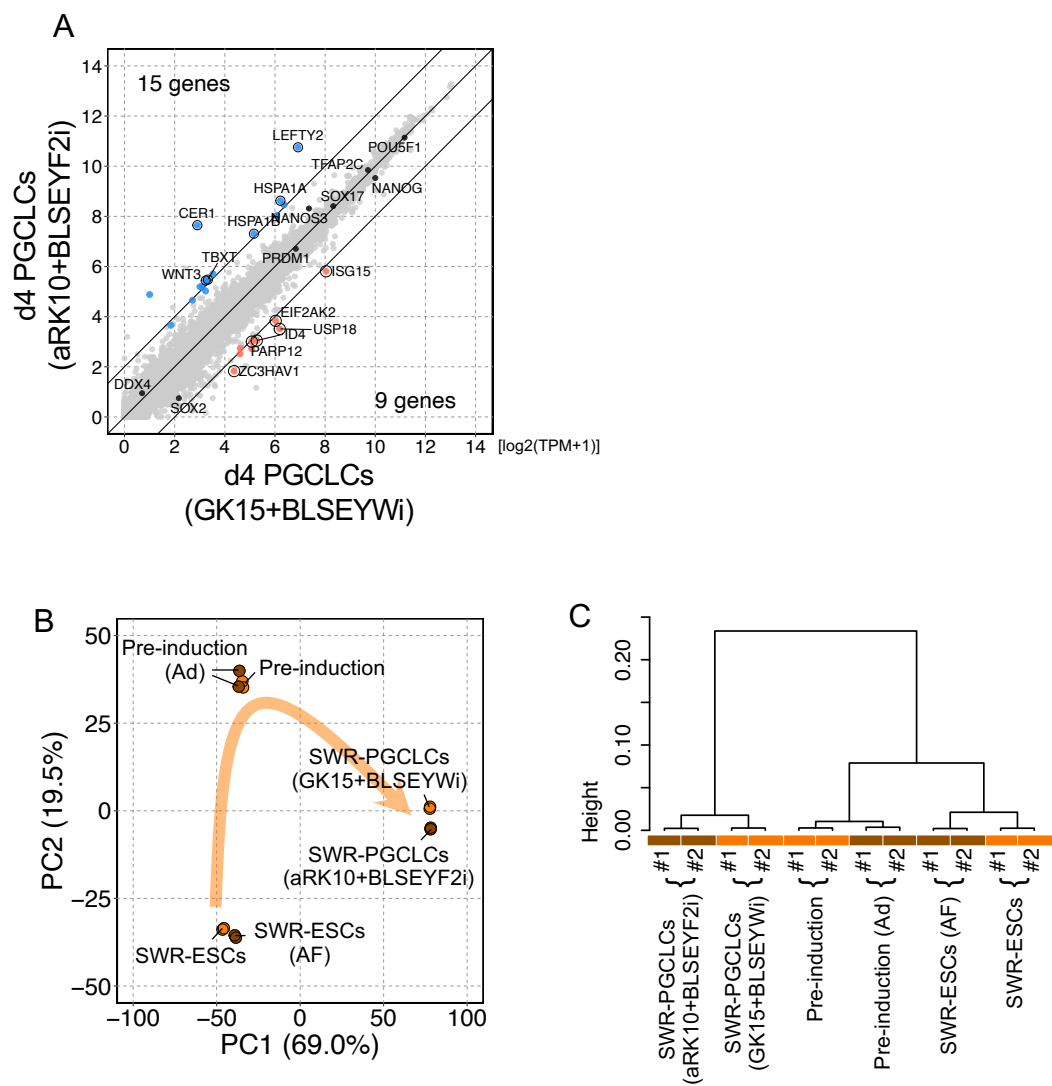

Fig. S5. Transcriptome analysis of SWR-PGCLCs under the advanced condition.

(A) Comparison of the transcriptomes of SWR-PGCLCs induced under the advanced condition. Shown is a scatter plot of the transcriptomes of PGCLCs induced under the GK15+BLSEYWi (original) or aRK10+BLSEYF2i (advanced) condition. The colored dots are DEGs (>4 times, FDR <0.001, logCPM >4). The numbers of DEGs are shown in the plot. **(B)** PCA of the differentiation trajectory under the advanced condition. Note that the transcriptomes of derivatives of SWR-ESCs under the advanced condition, such as SWR-ESCs(AF), Pre-induction (Ad) and SWR-PGCLCs (aRK10+BLSEYF2i), were similar to their counterparts under the original condition. **(C)** Unsupervised hierarchical clustering analysis of SWR ESC-derivatives under the original and advanced conditions.

Fig. S6

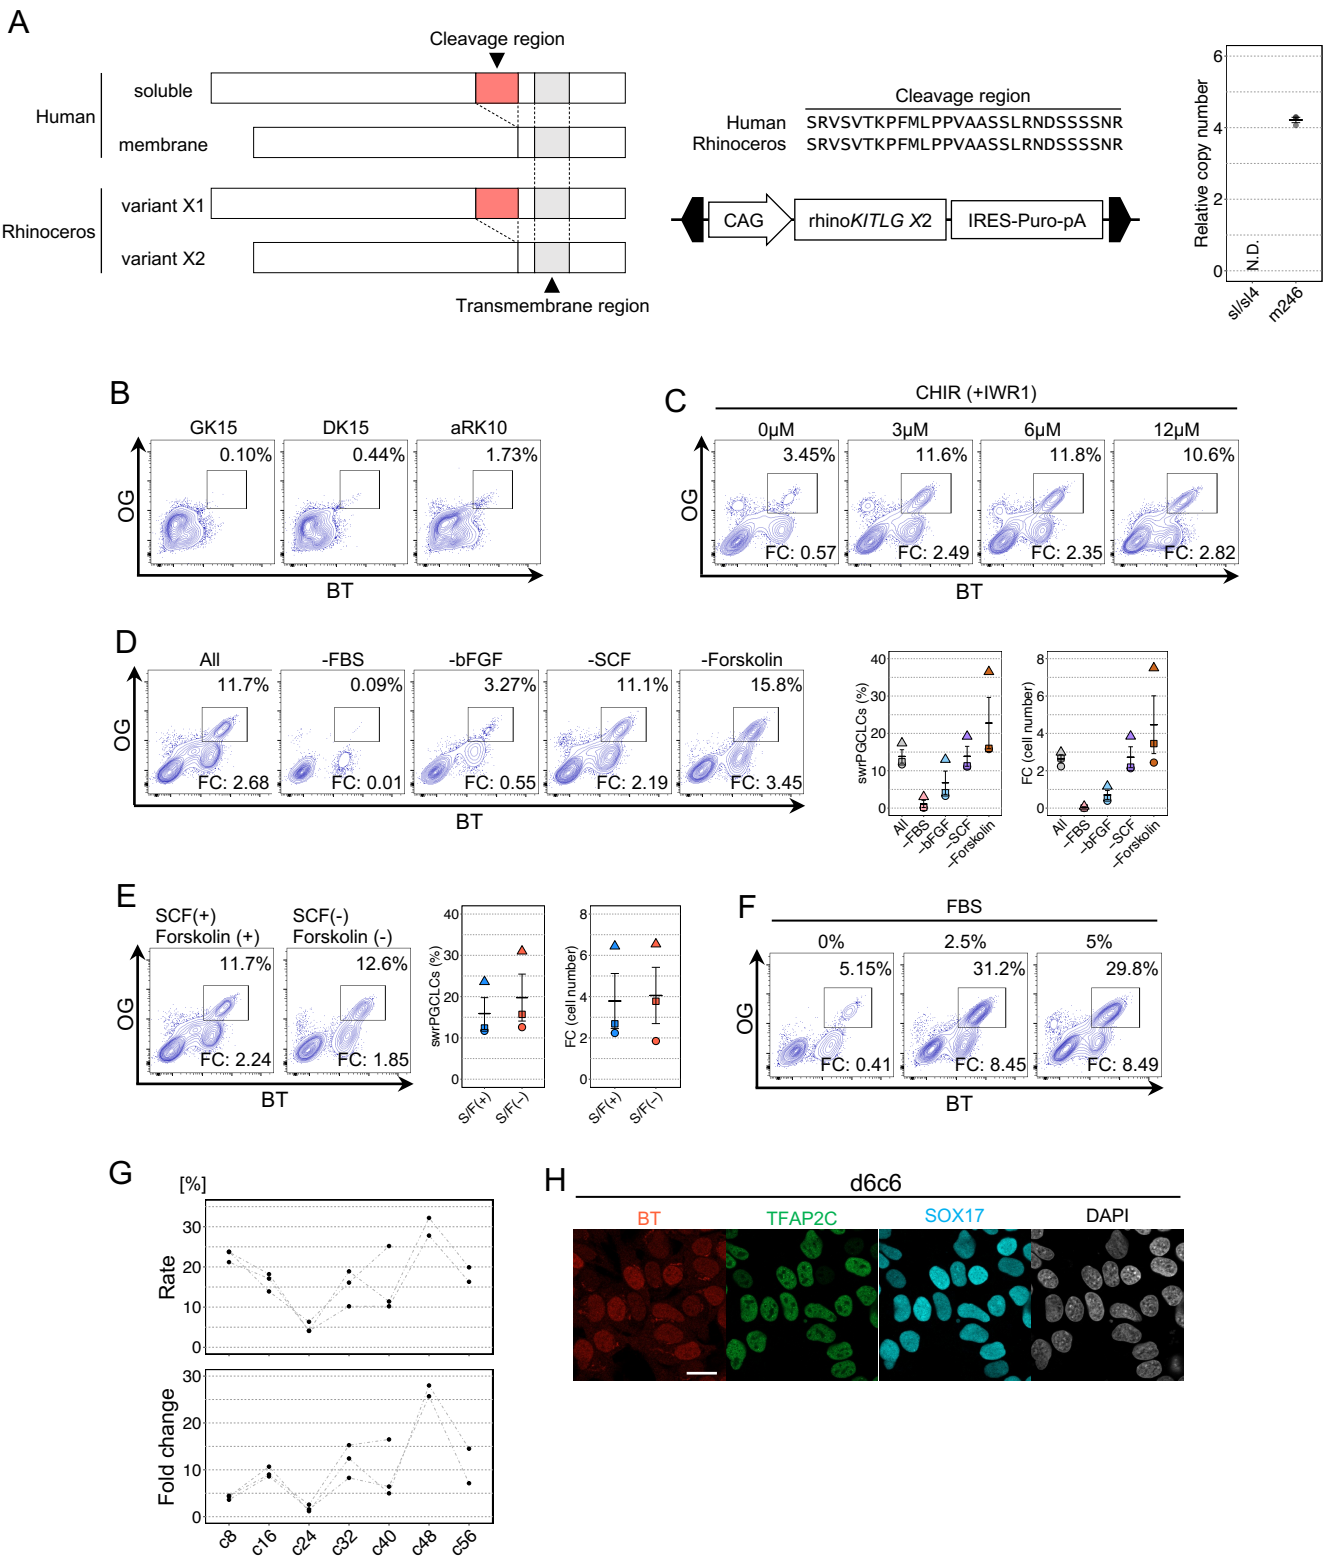

Fig. S6. Refinement of conditions for a long-term culture of SWR-PGCLCs

(A) Generation of m246 feeder cells. Structures of soluble and membrane-bound KITLG in humans and rhinoceros are depicted (left). The amino acid sequences of the cleavage sites are well-conserved between humans and rhinoceros (middle, upper), and rhinoceros *KITLG* X2, which does not encode the cleave site, is inserted between the CAG promoter and *IRES* sequences. Integration of the construct in SI/SL4 was confirmed by Q-PCR analysis using the primers listed in Table S2. **(B)** Effect of basal media on the propagation of SWR-PGCLCs. FACS plots show the expression of OG and BT in cells cultured with the basal medium shown on the top. **(C)** Effect of CHIR dosage. The percentage of SWR-PGCLCs and FCs of each cell number, compared with the initial number of cells spread on the plate, is shown under each condition. **(D)** Effect of the removal of each factor. The plots at right are a summary of the percentage (left) and FC (right) of SWR-PGCLCs in the aggregates. Results are shown for n=3 biologically independent experiments. **(E)** Effect of the removal of forskolin. The plots at right are a summary of the percentage (left) and FC (right) of SWR-PGCLCs in the aggregates. Results are shown for n=3 biologically independent experiments. **(F)** Effect of FBS concentration. **(G)** Percentage and fold change of SWR-ESCs during long-term culture. FC values were calculated by dividing OGBT-positive cells by the initial number of OGBT-positive cells spread on the plate. **(H)** Co-expression of key transcription factors in SWR-PGCLCs at day 6 of the long-term culture. The results of immunofluorescent analysis of the indicated transcription factors are shown. Scale bar, 20 μ m.

Fig. S7

A

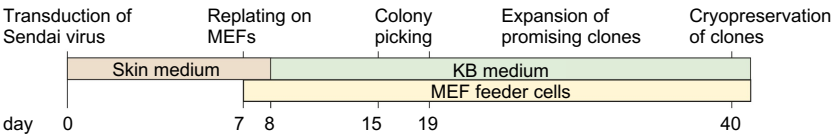

B

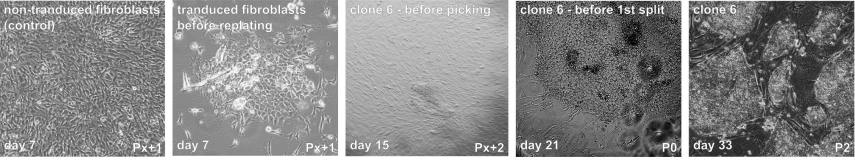

C

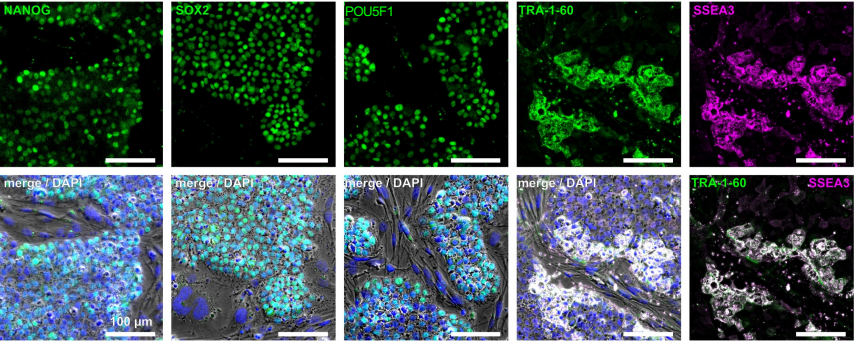

D

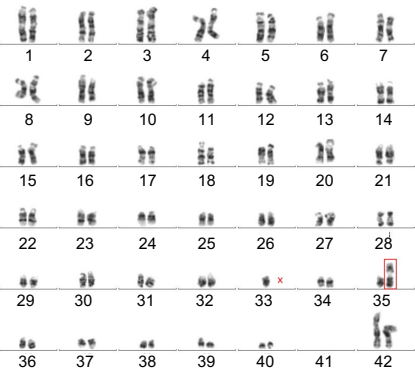

E

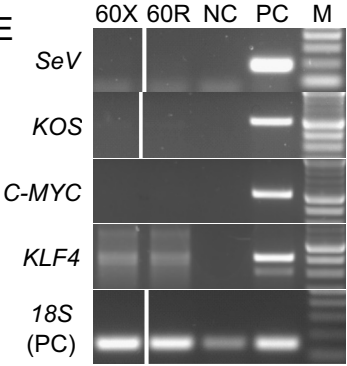

F

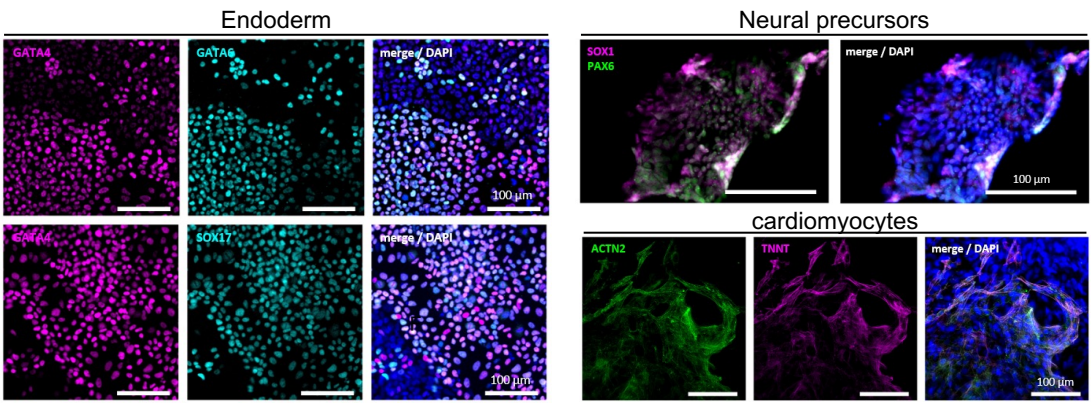

G

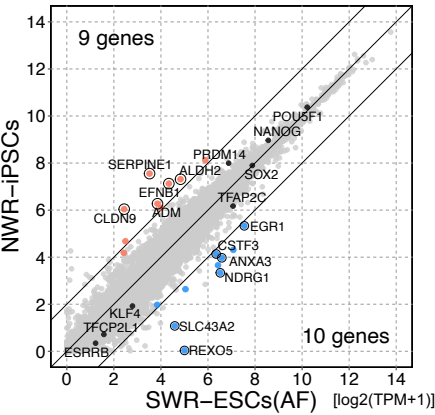

H

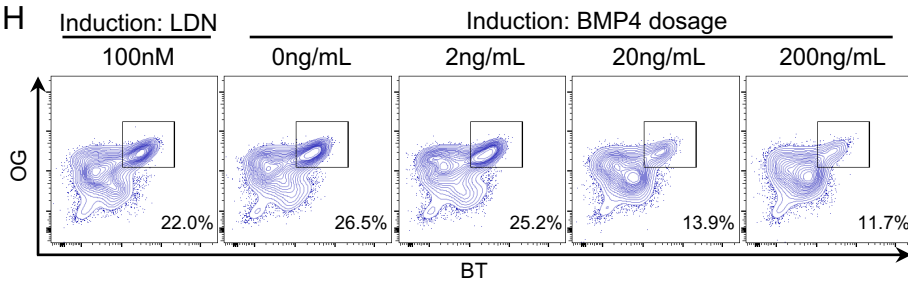

I

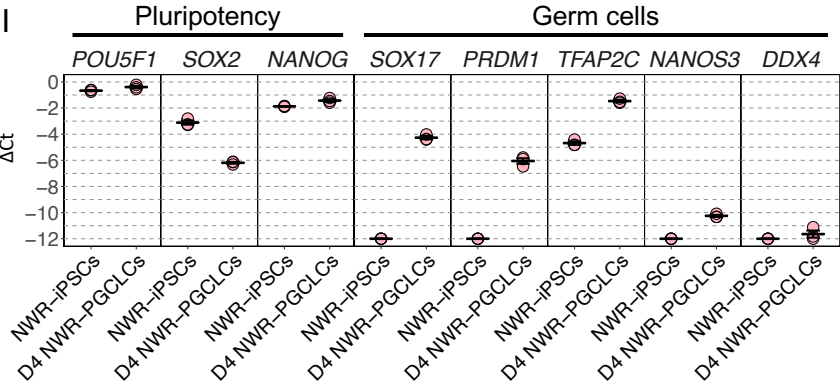

Fig. S7. Gene expression profiles of NWR-iPSCs and their derivatives.

(A) Time course of reprogramming for generation of NWR-iPSCs. **(B)** Changing cell appearance during reprogramming. Shown are brightfield images of cells at days indicated. **(C)** Expression of pluripotency markers in the NWR-iPSCs. Shown are representative images of immunofluorescent analysis of NANOG, SOX2, POU5F1, TRA-1-60 and SSEA3 with their merged images with brightfield and DAPI. Scale bars: 100 μ m. **(D)** Representative karyotype of NWR- iPSCs with 2n=81, XX, mar. The marker chromosome (mar, labeled in red) is probably the result of an Robertsonian translocation of chromosomes 33 and 35. **(E)** PCR analysis of Sendai virus-encoded RNA in NWR-iPSCs. Shown are the results of RT-PCR of total RNAs isolated from NWR-iPSC lines, 60R and 60X. PC: positive control; NC: negative control; M: marker. **(F)** Differentiation of NWR-iPSCs into three germ layers. Shown are representative results from immunofluorescent analysis of markers upon differentiation towards endoderm, cardiomyocytes (mesoderm), and neural precursors (ectoderm). Scale bars: 100 μ m. **(G)** Comparison of the transcriptomes of NWR-iPSCs and SWR-ESCs used in this study. Shown is a scatter plot of the transcriptomes of NWR-iPSCs and SWR-ESCs with DEGs (>4 times, FDR <0.001, logCPM >4). **(H)** Effect of BMP4 signaling during PGCLC induction. FACS plots show the expression of OG and BT in OGBT NWR-iPSC derivatives at day 4 of PGCLC induction with a BMP inhibitor (LDN) or various concentrations of BMP4. n = 2, biologically independent experiments. **(I)** Expression of key genes between NWR-iPSCs and NWR-PGCLCs. Shown are averaged Δ Ct values of gene expression determined by Q-PCR analysis using biologically triplicated samples. Bars indicate the mean values. Each cell type was isolated by FACS either to remove MEFs from ESCs or to isolate PGCLCs.

Fig. S8

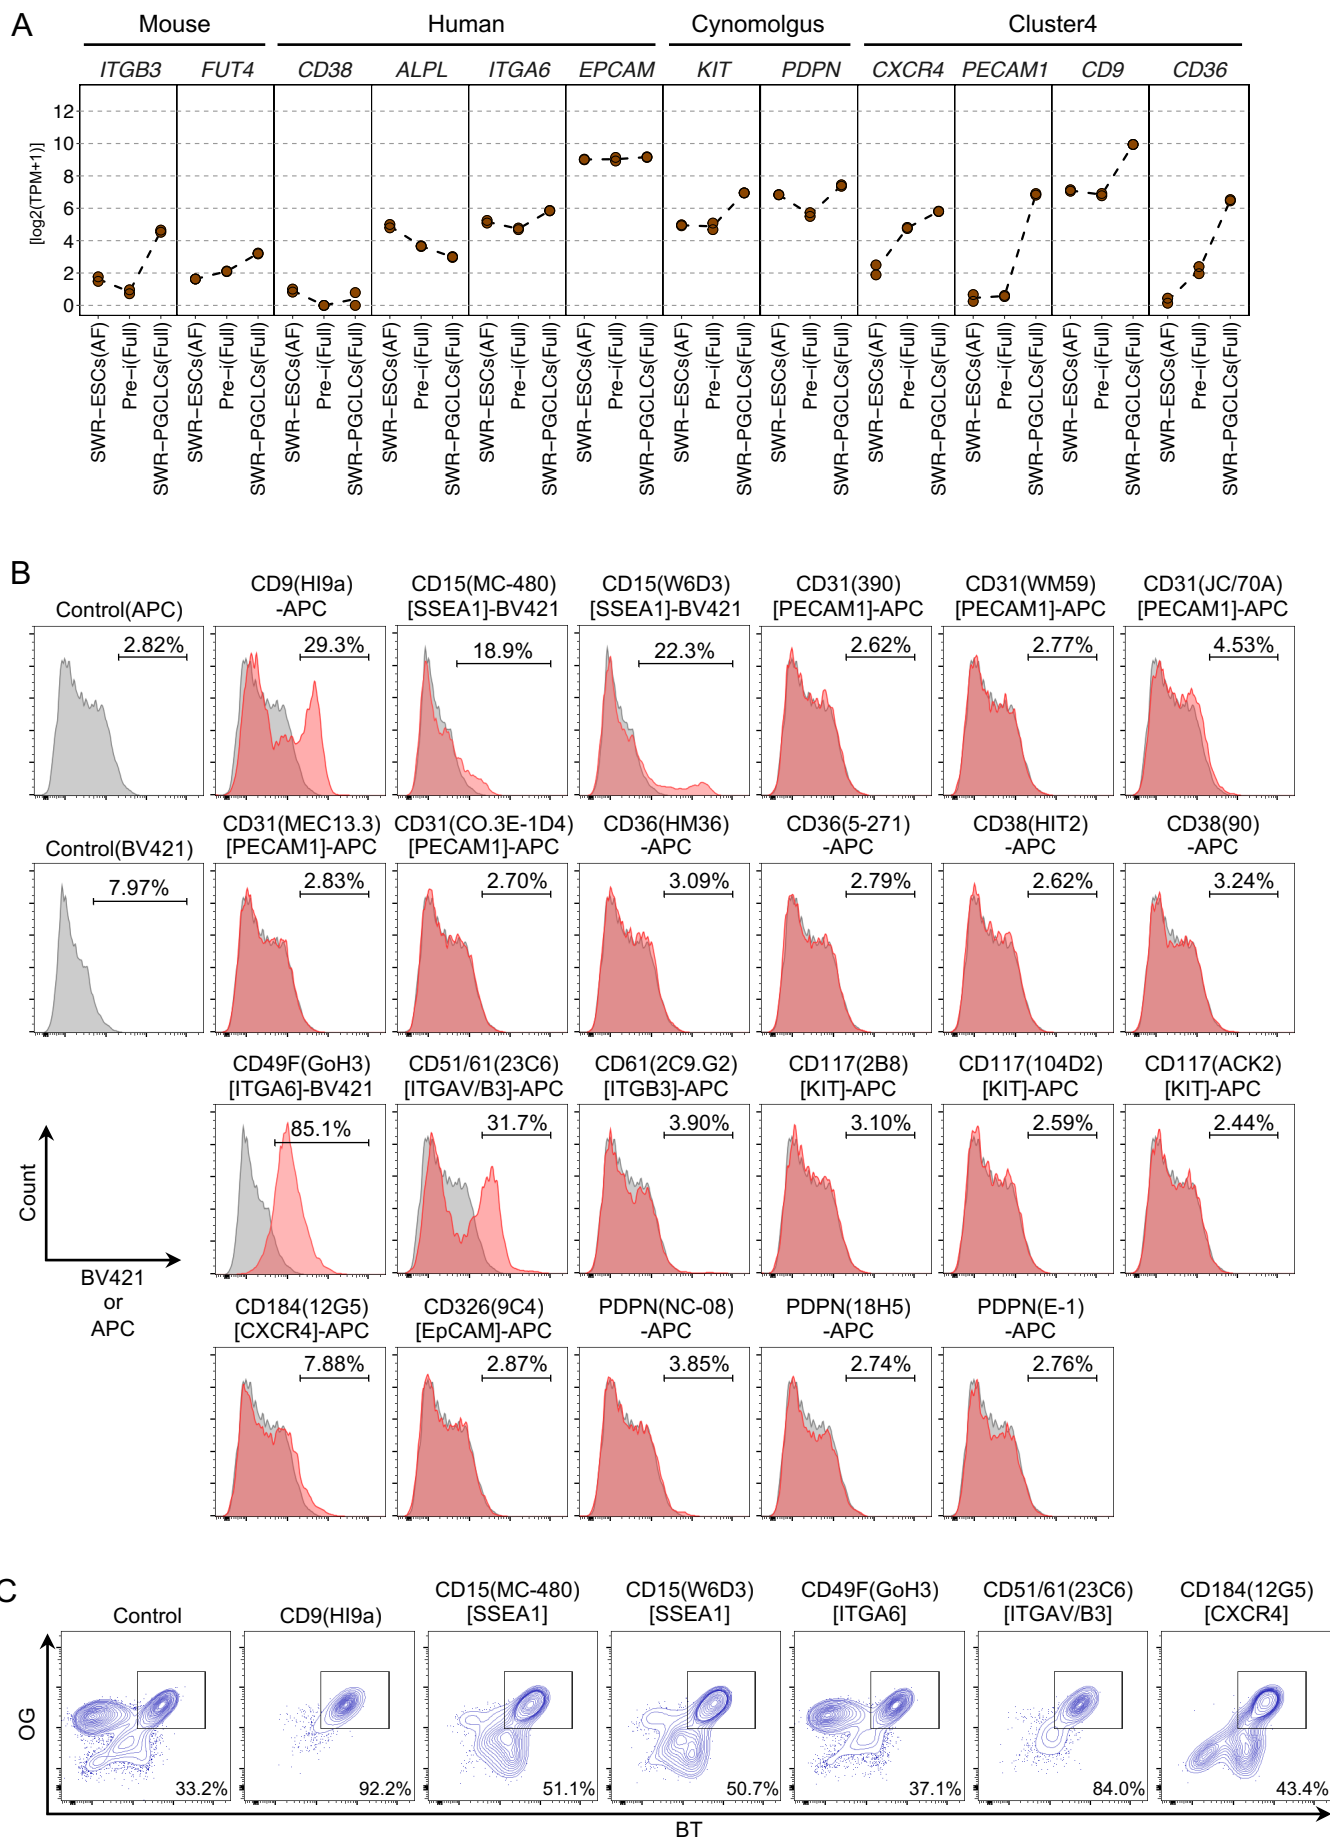

Fig. S8. Exploring surface marker proteins for use in the isolation of PGCLCs.

(A) Expression of candidate genes for surface marker proteins between NWR-iPSCs and NWR-PGCLCs. Shown are the averaged values with SE of gene expression based on transcriptome analyses using biologically duplicated samples. Genes encoding surface marker proteins of PGCLCs in mice, humans and cynomolgus monkeys are shown. CXCR4, PECAM1, CD9 and CD36 are chosen from genes in the cluster 4 shown in fig. S3B. **(B)** FACS analyses of expression of surface marker proteins. Histograms show detectable levels of surface marker proteins (red histograms) merged with background without the antibody (grey histograms) in aggregates at day 6 of PGCLC induction. The bracket and scare bracket show the ID of the monoclonal antibody and an alias of the surface protein, respectively. The percentages show the cell population stained with the antibody. **(C)** BT and OG expression in cell population stained with the antibody. Shown are FACS plots for BT and OG expression in the gated cells in the histogram shown in B.

Fig. S9

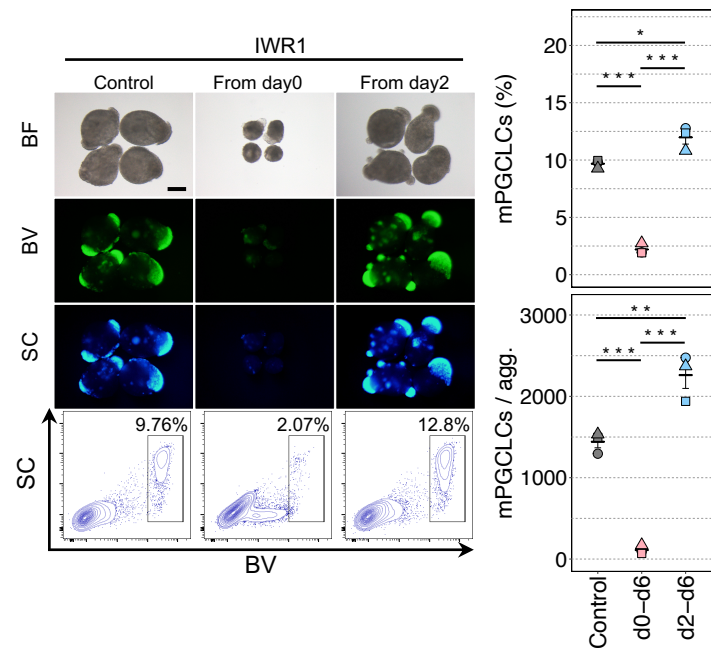

Fig. S9. Conserved effect of WNT inhibition on mouse PGCLC induction.

Effect of WNT inhibition during mouse PGCLC induction. Shown are images and FACS plots of PGCLCs at day 6 of induction from *Blimp1-mVenus* (BV) and *stella-ECFP* (SC) mouse ESCs in the presence of IWR1 from day 0 or 2 of induction. In the control, no IWR1 was added. The right box plots summarize the percentage and number of OGBT-positive cells per aggregate. Scale bar, 200 μm . $n = 3$, biologically independent experiments shown with SE. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, Tukey–Kramer test.

Table S1: Genes enriched in each cluster shown in Figure S3B**Cluster 1**

ACSL4, ADAMTS1, ADGRL2, ADM, ANGPTL4, APELA, ARL6IP5, ASPHD1, BAAT, BCAM, BEX1, BFSP1, BTBD17, CABP1, CADM3, CAV1, CCN1, CCND1, CDH3, CDH6, COL1A1, COL5A2, COMMD7, CRABP2, CRYAB, DACT1, DDAH1, DNALI1, DNMT3B, DUSP4, DUSP6, EFNB1, FAM162A, FAM43A, FCGRT, FILIP1, FKBP10, FOXB2, FST, FZD10, FZD2, FZD7, GALNT11, GPD2, GLS2, GZMM, HAPLN3, HK2, HMGA2, ICAM1, IGDCC3, IGF1R, IGFBP4, JADE1, KLHDC7A, LDB2, LDHA, LOXL1, LOXL2, LTBP4, LZTS1, MICAL2, MSI1, MYCN, MYF5, NDUFA4L2, NINL, NLGN3, NODAL, NPAS1, PCLAF, PDE4B, PDGFB, PFKFB3, PGLYRP2, PIDD1, PKP2, PLAUR, PLEK, PODXL, PPP1R17, PREX2, PRKAG3, PTH2, PTX3, RAB7B, RARG, RBP1, RCN3, RND3, SEMA6A, SERPINE1, SFRP2, SLC20A1, SLC27A3, SLC2A1, SLC37A1, SLC39A14, SLIT2, SLITRK5, SMAD6, SMPDL3B, SOX12, SOX2, SP8, SPOCK3, SPTSSB, SQOR, SST, STC1, STON2, STXB2, SULF1, SUS4, SV2A, SYT10, TACC1, TAPBP, TEAD2, THBS1, TMEM255A, TMEM98, TNFSF11, TPBG, TRABD2B, TXNIP, UNC5B, UPK2, USH1G, USP44, VGF, WIF1, ZBTB12, ZIC2, ZIC3, ZIC5, ZNF445, ZSCAN10

Cluster 2

ABCC4, AMN, APLN, ARHGAP42, BHLHE41, BNC2, CA2, CAV2, CD247, CNGB1, CYP1A1, DPPA4, ENC1, ETV4, ETV5, FGFR4, FZD5, GPC4, HESX1, IL13RA1, KRT7, LIPK, LRAT, MAFF, NANOG, NAV1, NEDD9, NPHS2, NUA2, OPRK1, OSMR, OSTF1, OTX2, PGBD5, PKDCC, PLAT, PLCG2, PLPP3, PNMA2, PRDM14, RNF168, SLC16A3, SLC2A3, SNAI1, SPRY4, SSH1, STARD8, STC2, TCF15, TMEM179, TRIB1, USP43

Cluster 3

ADAMTS17, ARSB, ATOH8, AXIN2, B4GALT3, BAHCC1, BAMBI, BMP4, C1GALT1, CAPN6, CDX1, CDX2, CHRDL2, CITED2, CLDN1, CLEC7A, CXCL12, CXXC5, CYP11A1, DAB2, DCX, DKK1, DLX2, DLX3, DLX4, DLX5, DLX6, DPP6, DUSP2, DYNC111, DYRK3, EFNA1, EHHADH, EOMES, EPN3, FBN2, FIBIN, FOS, GABRP, GATA2, GATA3, GATA5, GNA14, GREB1L, GRHL3, GRIN3A, HAND1, HCN4, HNF4G, HOXA1, HSD17B14, HSD17B6, HSD3B2, ID1, ID2, ID3, IGFBP5, IL6, ISLR2, ITGB4, ITPKA, KALRN, LAYN, LEF1, LIX1, LRP2, LRRTM1, LYN, MAFB, MSX1, NECTIN4, NOTUM, NPNT, NRP2, NSG1, OAF, OVOL1, P3H2, PDGFRB, PRR15L, PRTG, PTGS2, RAP1GAP2, RARRES1, RBBP8NL, RGS4, RGS5, RNF43, S1PR3, SAMD11, SCN2B, SCN4B, SERPINA5, SH3RF1, SIX2, SLC34A2, SLC6A8, SLC7A8, SLITRK6, SMAD9, SOX14, SP5, SP6, STMN3, TBX3, TBXT, TCF7, TFAP2A, THEMIS2, TMEM132C, TMPRSS2, TNFRSF19, TP63, TSC22D3, TSPAN12, TTC29, UPK3A, VWCE, WLS, WNT3, WNT6, ZC2HC1C, ZFPM1,

Cluster 4

ABCG2, ACTA2, ACTC1, ADAM8, ADAMTSL4, ADCY4, AFAP1L2, AGPAT2, AKR1A1, ALDH3A1, AMPH, ANPEP, ANXA1, APCDD1, APOA1, AQP3, ARHGAP24, ARID5B, ATF3, ATP1B1, ATP6V0A4, ATP6V1B1, ATP6V1C2, AVIL, AVP, BHLHE40, BHMT, BIK, BMF, BRWD3, C1orf162, CAMK2D, CARD6, CASP14, CCDC85A, CCL3, CCL5, CCNA1, CCR1, CD36, CD9, CDC42EP3, CDH2, CDKN1C, CDKN2D, CEBPA, CFC1B, CHRD, CISD3, CITED1, CNTFR, CNTN3, COL14A1, COL15A1, COL1A2, COL6A1, COTL1, CPS1, CR2, CRPPA, CRYBG3, CSGALNACT1, CSPG4, CSTB, CTSH, CXCL14, CXCR4, DEPTOR, DIAPH2, DNER, DOK6, DPPA2, DTL, DYSF, ECM1, EGFL6, EIF2AK2, ERAS, ESRRB, ESYT3, FAAH, FADS3, FAM20C, FAM221A, FAR2, FAXC, FBXO32, FGD5, FN3K, FOXI3, FOXO6, FRMD7, FRMPD3, FXYD3, FXYD4, GABRA3, GABRD, GATA4, GATA6, GCNT2, GJB2, GNG11, GPNMB, GPR162, GPRC5A, GRASP, GSC, GSN, HAAO, HACD4, HAPLN1, HBEGF, HEBP2, HENMT1, HLA-A, HLA-DQA1, HMOX1, HR, IFIH1, IGFBP6, IRF1, IRF7, IRF8, IRX1, ISG15, ISM2, ITPK1, KANK4, KAZN, KCNE5, KCNH3, KCNN1, KCTD1, KLF13, KLF4, KLF5, KLHDC8A, LCP1, LFNG, LGALS3, LIMCH1, LRRC31, LRRIQ3, MAN1A1, MAP3K5, MEGF11, MFSD4A, MGST1, MIA, MORC4, MS4A3, MSX2, MTMR7, MUC1, MVP, MYH6, MYL3, NANOS3, NDRG2, NEUROG1, NGEF, NIPAL3, NKX1-2, NKX6-2, NPL, NR4A1, NTNG1, NTS, OAS3, OLFML1, OLFML2B, ORM1, OXT, PAPSS2, PARP12, PCSK1N, PCSK5, PECAM1, PIK3AP1, PKIB, PLAC8, PLCL1, PLD1, PLPP4, PNCK, PPFIBP2, PPP1R14C, PRDM1, PRIMA1, PTGES, PTH1R, QPRT, RAB11FIP5, RAB20, RAMP3, RASSF9, RBM24, RHOTB3, RNASE1, S100A14, SCN1B, SEL1L3, SFRP4, SGPP2, SHROOM4, SLC22A3, SLC36A2, SLC37A2, SLC40A1, SLC6A15, SLC6A4, SLC7A7, SMPD3, SOWAHD, SOX17, SPHK1, SPOCK2, SRD5A2, ST3GAL1, ST6GAL2, STK31, STK32A, STMN2, STYK1, SUS2, SUS3, SYBU, TESC, TEX13A, TEX14, TFAP2C, TFCP2L1, TFPI, TGM3, THBD, TMBIM1, TMEM116, TMEM144, TMEM171, TMEM37, TMEM61, TNFAIP6, TNN, TOX, TPH2, TRIB3, TRIM38, TTC36, TUB, UTRN, WNT11, WNT2B, XAF1,

Table S2: Primers used in this study

Q-PCR for rhinoceros

Gene	Forward primer	Reverse primer
<i>PPIA</i>	GTCCAGGAATGGCAAGACCA	TCAAGCAGACGGGGGTAAAG
<i>ARBP</i>	CATGCTGAACATCTCGCCCT	AGCGAGAATGCAGAGCTTCC
<i>POU5F1</i>	ACTACGCTGTACTCCTCGGT	TGCATAGGAGAGCCAGAGT
<i>SOX2</i>	CATGAAGGAGCACCCGGATTA	CAGGCAGCGTGTACTTATCCT
<i>NANOG</i>	TCCAGCAGATGCAAGAACTTT	GCAAGTCCTTGGCCAGTTGT
<i>BLIMP1</i>	ACCAAAGCATCACACGCTGA	CCGTGCAGGCTTTGGTAAGAA
<i>TFAP2C</i>	GTCCCAGAGGAGGCTCTGTA	AAGTCATAAGAAGTGCACCCGT
<i>SOX17</i>	CTCAGCCTCGTGTGTGTTG	CACACCCTCACATTTTCTCCC
<i>NANOS3</i>	GAACGCCTGTGCTCTTTCTG	GGCACACATAGTCCCGAAGG
<i>DDX4</i>	GCCCAAGTTCTTGTGCTACG	TTCCACAACGACCAAGTACGC
<i>DAZL</i>	CGCTGGGGAACAAAGGAGTTA	TGGGCCATTTCCAGAGGATG
<i>T</i>	CGCTGTGACGGCTTATCAGA	GTACCCAGATTGCTGGCTGT
<i>ECMES</i>	AAATCCTTGCCCTCCAGAC	AACACAGTGGGGCTTGTCT
<i>GATA3</i>	TGCGGGCTCTACCACAAAAT	GACAGTTCGCACAGGACGTA
<i>TFAP2A</i>	GCCAAAAGCAGCGACAAAAG	GGTGGCTTAGGTGCAGGAC

Cloning of homology arms

POU5F1 Left arm Forward	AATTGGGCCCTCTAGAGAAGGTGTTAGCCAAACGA
POU5F1 Left arm Reverse	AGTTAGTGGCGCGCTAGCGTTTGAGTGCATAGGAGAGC
POU5F1 Right arm Forward	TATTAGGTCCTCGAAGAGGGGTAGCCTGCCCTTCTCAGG
POU5F1 Right arm Reverse	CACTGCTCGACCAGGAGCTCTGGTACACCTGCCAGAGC
POU5F1 PAM mutation#1	CTATTGGGTACTTTGTATCCCCC
POU5F1 PAM mutation#2	GGGGGGATACAAAGTACCCAATAG
BLIMP1 Left arm Forward	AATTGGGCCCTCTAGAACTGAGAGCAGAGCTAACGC
BLIMP1 Left arm Reverse	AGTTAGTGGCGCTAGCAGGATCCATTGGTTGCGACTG
BLIMP1 Right arm Forward	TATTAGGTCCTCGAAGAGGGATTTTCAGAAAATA
BLIMP1 Right arm Reverse	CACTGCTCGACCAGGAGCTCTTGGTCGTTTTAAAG
BLIMP1 PAM mutation#1	GAGCGCACGACCCCATGCATCGAT
BLIMP1 PAM mutation#2	GTTTGCTATAGGCACCTTTGACTCGCC
BLIMP1 PAM mutation#3	GGCGAGTCAAAGTGCCATATAGCAAAC

Oligos encoding gRNA

Forward primer	Reverse primer
POU5F1	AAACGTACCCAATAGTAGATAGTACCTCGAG
BLIMP1	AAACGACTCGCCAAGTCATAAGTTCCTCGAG
SOX17#1	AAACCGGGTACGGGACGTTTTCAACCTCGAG
SOX17#2	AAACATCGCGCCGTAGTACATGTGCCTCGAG

Genotyping

Forward primer	Reverse primer
POU5F1 GT	AAGGGCCCCGATTAGGTAGT
BLIMP1 GT	TCATTACCCGCTTTGACCTT
SOX17 GT	AAACAACACAACACGAGGCTG
KITLG GT	CGGGGACATATTTGAGGGCT
mouse OMP (genome)	GCATCTGCTGGGTACAGTCC

Clearance of Sendai virus

Forward primer	Reverse primer
SeV	ACC AGA CAA GAG TTT AAG AGA TAT GTA TC
KOS	ACC TTG ACA ATC CTG ATG TGG
KLF4	AAT GTA TCG AAG GTG CTC AA
C-MYC	TCC ACA TAC AGT CCT GGA TGA TGA TG

Cloning

Forward primer	Reverse primer
TRE-SOX17	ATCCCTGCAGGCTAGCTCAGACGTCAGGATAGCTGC
CAG-KITLG	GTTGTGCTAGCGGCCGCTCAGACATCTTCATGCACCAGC

Table S3: Antibodies used in this study**For Immunofluorescence**

**Antibody**	**Supplier**	**Catalogue#**
Rabbit anti-RFP	MBL life science	PM005
Mouse anti-AP2 γ	SantaCruz Biotechnology	sc-12762
Goat anti-SOX17	R&D systems	AF1924
Rabbit anti-H3K9me2	Merck	07-441
Rabbit anti-H3K27me3	Merck	07-449
Mouse anti-5mC	Merck	NA81
Rabbit anti-5hmC	Active Motif	39769
Rabbit anti-SOX2	BioLegend	630802
Rabbit anti-POU5F1	abcam	ab19857
Rabbit anti-NANOG	ThermoFisher Scientific	PA1-097
Rat anti-SSEA3	ThermoFisher Scientific	MA1-020X
Mouse anti-TRA-1-60	Cell Signaling	4746
Mouse anti-ACTN2	Sigma Aldrich	A7811
Rabbit anti-TNNT2	abcam	ab45932
Mouse anti-GATA4	Santa Cruz	sc-25310
Rabbit anti-GATA4	Cell Signaling	36966
Goat anti-GATA6	R&D systems	AF1700
Rabbit anti-PAX6	ThermoFisher Scientific	A24354
Mouse anti-NESTIN	ThermoFisher Scientific	A24354
Goat anti-SOX17	ThermoFisher Scientific	A24354
Rabbit anti-SOX2	ThermoFisher Scientific	A24354
AlexaFluor 647 conjugated donkey anti-goat IgG	ThermoFisher Scientific	A21447
AlexaFluor 568 conjugated donkey anti-rabbit IgG	ThermoFisher Scientific	A10042
AlexaFluor 555 conjugated donkey anti-rabbit IgG	ThermoFisher Scientific	A31572
AlexaFluor 555 conjugated goat anti-rat IgG	ThermoFisher Scientific	A21434
AlexaFluor 488 conjugated donkey anti-rabbit IgG	ThermoFisher Scientific	A21206
AlexaFluor 488 conjugated goat anti-mouse IgG	ThermoFisher Scientific	A21042
AlexaFluor 488 conjugated donkey anti-mouse IgG	ThermoFisher Scientific	A21202

For FACS

**Antibody**	**Format**	**Clone**	**Supplier**	**Catalogue#**
anti-CD9	APC	HI9a	BioLegend	312107
anti-CD15 (SSEA-1)	Brilliant Violet 421	MC-480	BioLegend	125613
anti-CD15 (SSEA-1)	Brilliant Violet 421	W6D3	BioLegend	323039
anti-CD31 (PECAM-1)	APC	390	BioLegend	102409
anti-CD31 (PECAM-1)	APC	WM59	BioLegend	303115
anti-CD31 (PECAM-1)	APC	MEC13.3	BD Biosciences	551262
anti-CD31 (PECAM-1)	APC	JC/70A	Novus Biologicals	NB600-562APC
anti-CD31 (PECAM-1)	unconjugated	CO.3E-1D4	Novus Biologicals	NB100-65900-0.025mg
anti-CD36	APC	HM36	BioLegend	102611
anti-CD36	APC	5-271	BioLegend	336207
anti-CD38	APC	90	BioLegend	102711
anti-CD38	APC	HIT2	eBioscience	17-0389-41
anti-CD49f (ITGA6)	Brilliant Violet 421	GoH3	BioLegend	313623
anti-CD51/61 (ITGAV/B3)	APC	23C6	BioLegend	304415
anti-CD61 (ITGB3)	APC	2C9.G2(HM β 3-1)	BioLegend	104315
anti-CD117 (c-kit)	APC	ACK2	BioLegend	135107
anti-CD117 (c-kit)	APC	2B8	BioLegend	105811
anti-CD117 (c-kit)	APC	104D2	BioLegend	313205
anti-CD184 (CXCR4)	APC	12G5	BioLegend	306509
anti-CD326 (EpCAM)	Alexa Fluor 647	9C4	BioLegend	324212
anti-Podoplanin	APC	NC-08	BioLegend	337022
anti-Podoplanin	unconjugated	18H5	Santa Cruz Biotechnology	sc-59347
anti-Podoplanin	unconjugated	E-1	Santa Cruz Biotechnology	sc-376695

Table S4: Correspondence of gene IDs

human gene	mouse gene	rhinoceros gene	human gene	mouse gene	rhinoceros gene	human gene	mouse gene	rhinoceros gene
A1CF	A1cf	LOC101401001	GDF11	Gdf11	LOC101405503	PPP1CA	Ppp1ca	LOC101405274
A2M	A2m	LOC101408849	GDF2	Gdf2	LOC101388254	PPP1CB	Ppp1cb	LOC101396313
A3GALT2	A3galt2	LOC101406381	GDF3	Gdf3	LOC101389918	PPP1CC	Ppp1cc	LOC101397581
A4GALT	A4galt	LOC101395098	GDF5	Gdf5	LOC101394396	PPP1R10	Ppp1r10	LOC101387369
A4GNT	A4gnt	LOC101406242	GDF6	Gdf6	LOC101402023	PPP1R11	Ppp1r11	LOC101402840
AAAS	Aaas	LOC101387892	GDF7	Gdf7	LOC101400025	PPP1R12A	Ppp1r12a	LOC101394590
AACS	Aacs	LOC101397504	GDF9	Gdf9	LOC101399253	PPP1R12B	Ppp1r12b	LOC101397359
AADACL2	Aadac12	LOC101406078	GDI1	Gdi1	LOC101395218	PPP1R12C	Ppp1r12c	LOC101389485
AADACL3	Aadac13	LOC101397316	GDI2	Gdi2	LOC101403215	PPP1R13B	Ppp1r13b	LOC101400184
AADAT	Aadat	LOC101388761	GDNF	Gdnf	LOC101407223	PPP1R13L	Ppp1r13l	LOC101396494
AAGAB	Aagab	LOC101397635	GDPD1	Gdpd1	LOC101388861	PPP1R14A	Ppp1r14a	LOC101401714
AAK1	Aak1	LOC101402034	GDPD2	Gdpd2	LOC101408682	PPP1R14B	Ppp1r14b	LOC101403433
AAMDC	Aamdc	LOC101408833	GDPD3	Gdpd3	LOC101388361	PPP1R14C	Ppp1r14c	LOC101389933
AAMP	Aamp	LOC101406974	GDPD4	Gdpd4	LOC101405431	PPP1R14D	Ppp1r14d	LOC101394114
AANAT	Aanat	LOC101404984	GDPD5	Gdpd5	LOC101402369	PPP1R16A	Ppp1r16a	LOC101387523
AAR2	Aar2	LOC101388248	GEM	Gem	LOC101398604	PPP1R16B	Ppp1r16b	LOC101399909
AARD	Aard	LOC101391583	GEMIN2	Gemin2	LOC101406663	PPP1R17	Ppp1r17	LOC101405368
AARS2	Aars2	LOC101394625	GEMIN4	Gemin4	LOC101406653	PPP1R18	Ppp1r18	LOC101407486
AARSD1	Aarsd1	LOC101389035	GEMIN5	Gemin5	LOC101390322	PPP1R1A	Ppp1r1a	LOC101399906
AASDH	Aasdh	LOC101392651	GEMIN6	Gemin6	LOC101408669	PPP1R1B	Ppp1r1b	LOC101404476
AASDHPPT	Aasdhppt	LOC101404711	GEMIN7	Gemin7	LOC101395024	PPP1R1C	Ppp1r1c	LOC101389971
AASS	Aass	LOC101405550	GEMIN8	Gemin8	LOC101391676	PPP1R2	Ppp1r2	LOC101392421
AATF	Aatf	LOC101397941	GEN1	Gen1	LOC101403090	PPP1R21	Ppp1r21	LOC101392816
AATK	Aatk	LOC101401498	GET1	Wrb	LOC101394390	PPP1R27	Ppp1r27	LOC101398029
ABAT	Abat	LOC101388607	GET3	Asna1	LOC101403465	PPP1R32	Ppp1r32	LOC101392980
ABCA1	Abca1	LOC101404539	GET4	Get4	LOC101399696	PPP1R35	Ppp1r35	LOC101393517
ABCA12	Abca12	LOC101400436	GFAP	Gfap	LOC101397936	PPP1R36	Ppp1r36	LOC101402087
ABCA13	Abca13	LOC101403172	GFER	Gfer	LOC101389826	PPP1R37	Ppp1r37	LOC101395283
ABCA2	Abca2	LOC101391991	GFI1	Gfi1	LOC101408782	PPP1R3A	Ppp1r3a	LOC101393413
ABCA3	Abca3	LOC101408062	GFI1B	Gfi1b	LOC101394369	PPP1R3B	Ppp1r3b	LOC101401055
ABCA4	Abca4	LOC101402929	GFM1	Gfm1	LOC101393688	PPP1R3C	Ppp1r3c	LOC101393453
ABCA5	Abca5	LOC101403589	GFM2	Gfm2	LOC101391789	PPP1R3E	Ppp1r3e	LOC101405127
ABCA6	Abca6	LOC101403848	GFOD1	Gfod1	LOC101405343	PPP1R3F	Ppp1r3f	LOC101401856
ABCA7	Abca7	LOC101388982	GFOD2	Gfod2	LOC101394067	PPP1R3G	Ppp1r3g	LOC101392181
ABCA8	Abca8b	LOC101390923	GFPT1	Gfpt1	LOC101402815	PPP1R42	Ppp1r42	LOC101392977
ABCA9	Abca9	LOC101403326	GFPT2	Gfpt2	LOC101391319	PPP1R7	Ppp1r7	LOC101388928
ABCB1	Abcb1a	LOC101397422	GFRA1	Gfra1	LOC101391405	PPP1R8	Ppp1r8	LOC101405063
ABCB10	Abcb10	LOC101394902	GFRA2	Gfra2	LOC101388300	PPP1R9A	Ppp1r9a	LOC101404372
ABCB11	Abcb11	LOC101404021	GFRA3	Gfra3	LOC101405459	PPP1R9B	Ppp1r9b	LOC101407532
ABCB4	Abcb4	LOC101390666	GFRA4	Gfra4	LOC101404302	PPP2CA	Ppp2ca	LOC101396247
ABCB5	Abcb5	LOC101404328	GFRAL	Gfral	LOC101393119	PPP2CB	Ppp2cb	LOC101401405
ABCB6	Abcb6	LOC101392876	GFY	Gfy	LOC101403179	PPP2R1A	Ppp2r1a	LOC101396135
ABCB7	Abcb7	LOC101397380	GGA1	Gga1	LOC101401698	PPP2R1B	Ppp2r1b	LOC101396442
ABCB8	Abcb8	LOC101387986	GGA2	Gga2	LOC101388042	PPP2R2A	Ppp2r2a	LOC101406217
ABCB9	Abcb9	LOC101389707	GGA3	Gga3	LOC101392965	PPP2R2B	Ppp2r2b	LOC101396941
ABCC1	Abcc1	LOC101400042	GGCT	Ggct	LOC101409025	PPP2R2C	Ppp2r2c	LOC101404375
ABCC10	Abcc10	LOC101402858	GGCX	Ggcx	LOC101388692	PPP2R2D	Ppp2r2d	LOC101389552
ABCC12	Abcc12	LOC101396086	GGH	Ggh	LOC101396564	PPP2R3A	Ppp2r3a	LOC101387085
ABCC2	Abcc2	LOC101398426	GGN	Ggn	LOC101402491	PPP2R3C	Ppp2r3c	LOC101391095
ABCC3	Abcc3	LOC101393736	GGNBP2	Ggnbp2	LOC101396737	PPP2R5A	Ppp2r5a	LOC101389344
ABCC4	Abcc4	LOC101395222	GGPS1	Ggps1	LOC101392545	PPP2R5B	Ppp2r5b	LOC101398547
ABCC5	Abcc5	LOC101397048	GGT1	Ggt1	LOC101390038	PPP2R5C	Ppp2r5c	LOC101391335

ABCC6	Abcc6	LOC101394111	GGT5	Ggt5	LOC101390299	PPP2R5D	Ppp2r5d	LOC101408199
ABCC8	Abcc8	LOC101406674	GGT6	Ggt6	LOC101408565	PPP2R5E	Ppp2r5e	LOC101399198
ABCC9	Abcc9	LOC101408666	GGT7	Ggt7	LOC101398521	PPP3CA	Ppp3ca	LOC101396543
ABCD1	Abcd1	LOC101408363	GHDC	Ghdc	LOC101399922	PPP3CB	Ppp3cb	LOC101391729
ABCD2	Abcd2	LOC101400835	GHITM	Ghitm	LOC101395076	PPP3CC	Ppp3cc	LOC101404524
ABCD3	Abcd3	LOC101402061	GHR	Ghr	LOC101391145	PPP3R1	Ppp3r1	LOC101406326
ABCD4	Abcd4	LOC101404960	GHRH	Ghrh	LOC101397768	PPP3R2	Ppp3r2	LOC106800745
ABCE1	Abce1	LOC101394781	GHRHR	Ghrhr	LOC101406934	PPP4C	Ppp4c	LOC101389310
ABCF1	Abcf1	LOC101387790	GHRL	Ghrl	LOC101393192	PPP4R1	Ppp4r1	LOC101397467
ABCF2	Abcf2	LOC101406798	GHSR	Ghsr	LOC101389780	PPP4R2	Ppp4r2	LOC101388206
ABCF3	Abcf3	LOC101391725	GID4	Gid4	LOC101391846	PPP4R3A	Smek1	LOC101398292
ABCG1	Abcg1	LOC101397669	GID8	Gid8	LOC101396987	PPP4R3B	Smek2	LOC101399669
ABCG2	Abcg2	LOC101406036	GIGYF1	Gigyf1	LOC101397037	PPP4R4	Ppp4r4	LOC101406141
ABCG4	Abcg4	LOC101389103	GIGYF2	Gigyf2	LOC101395923	PPP5C	Ppp5c	LOC101403098
ABCG5	Abcg5	LOC101402548	GIMAP1	Gimap1	LOC106800074	PPP6C	Ppp6c	LOC101401650
ABCG8	Abcg8	LOC101402299	GIMAP5	Gimap5	LOC101408738	PPP6R1	Ppp6r1	LOC101390777
ABHD10	Abhd10	LOC101394244	GIMAP6	Gimap6	LOC101390147	PPP6R2	Ppp6r2	LOC101402383
ABHD11	Abhd11	LOC101400667	GIMD1	Gimd1	LOC101405153	PPP6R3	Ppp6r3	LOC101390348
ABHD12	Abhd12	LOC101394958	GIN1	Gin1	LOC101408602	PPRC1	Pprc1	LOC101388666
ABHD12B	Abhd12b	LOC101397352	GINM1	Ginm1	LOC101395460	PPT1	Ppt1	LOC101406709
ABHD14A	Abhd14a	LOC101397882	GINS1	Gins1	LOC101394698	PPT2	Ppt2	LOC101387443
ABHD14B	Abhd14b	LOC101397623	GINS2	Gins2	LOC101391603	PPTC7	Pptc7	LOC101399300
ABHD15	Abhd15	LOC101389382	GINS3	Gins3	LOC101398279	PPWD1	Ppwd1	LOC101392245
ABHD16A	Abhd16a	LOC101396884	GINS4	Gins4	LOC101389663	PPY	Ppy	LOC101389470
ABHD16B	Abhd16b	LOC101391410	GIP	Gip	LOC101400011	PQBP1	Pqbp1	LOC101387148
ABHD17A	Abhd17a	LOC101408603	GIPC1	Gipc1	LOC101391135	PRADC1	Pradc1	LOC101390168
ABHD17B	Abhd17b	LOC101406245	GIPC2	Gipc2	LOC101403936	PRAF2	Praf2	LOC101406324
ABHD17C	Abhd17c	LOC101395941	GIPC3	Gipc3	LOC101401449	PRAM1	Pram1	LOC101404272
ABHD18	Abhd18	LOC101404283	GIPR	Gipr	LOC101398717	PRAMEF12	Pramef12	LOC101407056
ABHD2	Abhd2	LOC101401152	GIT1	Git1	LOC101389129	PRC1	Prc1	LOC101407259
ABHD3	Abhd3	LOC101388213	GIT2	Git2	LOC101398272	PRCC	Prcc	LOC101389044
ABHD4	Abhd4	LOC101390879	GJA1	Gja1	LOC101389768	PRCP	Prcp	LOC101389032
ABHD5	Abhd5	LOC101401884	GJA10	Gja10	LOC101398839	PRDM1	Prdm1	LOC101408711
ABHD6	Abhd6	LOC101395980	GJA4	Gja4	LOC101398857	PRDM10	Prdm10	LOC101406228
ABHD8	Abhd8	LOC101395907	GJA8	Gja8	LOC101389665	PRDM11	Prdm11	LOC101392560
ABI1	Abi1	LOC101397912	GJB1	Gjb1	LOC101404596	PRDM12	Prdm12	LOC101405058
ABI2	Abi2	LOC101395236	GJB2	Gjb2	LOC101399501	PRDM13	Prdm13	LOC101404937
ABI3	Abi3	LOC101401248	GJB3	Gjb3	LOC106800073	PRDM14	Prdm14	LOC101395868
ABI3BP	Abi3bp	LOC101394506	GJB5	Gjb5	LOC101408113	PRDM15	Prdm15	LOC101396723
ABITRAM	Fam206a	LOC101405927	GJC1	Gjc1	LOC101396208	PRDM16	Prdm16	LOC101397154
ABL1	Abl1	LOC101388054	GJD2	Gjd2	LOC101405834	PRDM2	Prdm2	LOC101397568
ABL2	Abl2	LOC101389450	GK	Gk	LOC101394411	PRDM4	Prdm4	LOC101390094
ABLM1	Ablim1	LOC101390403	GK2	Gk2	LOC101389983	PRDM5	Prdm5	LOC101390314
ABLM2	Ablim2	LOC101402975	GK5	Gk5	LOC101390531	PRDM6	Prdm6	LOC101391206
ABLM3	Ablim3	LOC101405073	GKAP1	Gkap1	LOC101387503	PRDM8	Prdm8	LOC101401062
ABO	Abo	LOC101407140	GKN1	Gkn1	LOC101403516	PRDM9	Prdm9	LOC101392897
ABR	Abr	LOC101408223	GKN2	Gkn2	LOC101403780	PRDX1	Prdx1	LOC101396151
ABRA	Abra	LOC101396288	GLA	Gla	LOC101399087	PRDX2	Prdx2	LOC101404528
ABRACL	Abracl	LOC101395640	GLB1	Glb1	LOC101393256	PRDX3	Prdx3	LOC101396717
ABT1	Abt1	LOC101400677	GLB1L	Glb1l	LOC101393969	PRDX4	Prdx4	LOC101407430
ABTB1	Abtb1	LOC101397729	GLB1L2	Glb1l2	LOC101390268	PRDX5	Prdx5	LOC101393402
ABTB2	Abtb2	LOC101404484	GLB1L3	Glb1l3	LOC101397792	PRDX6	Prdx6	LOC101400428
ACAA1	Acaa1b	LOC101401882	GLCCI1	Glccl1	LOC101401330	PREB	Preb	LOC101407281
ACAA2	Acaa2	LOC101392241	GLCE	Glce	LOC101401548	PRELID1	Prelid1	LOC101402963

ACACA	Acaca	LOC101398204	GLDC	Gldc	LOC101392114	PRELID2	Prelid2	LOC101402059
ACACB	Acacb	LOC101393718	GLDN	Gldn	LOC101407215	PRELP	Prelp	LOC101406968
ACAD10	Acad10	LOC101399652	GLE1	Gle1	LOC101398494	PREP	Prep	LOC101408450
ACAD11	Acad11	LOC101391958	GLG1	Glg1	LOC101408846	PREPL	Prepl	LOC101400190
ACAD8	Acad8	LOC101390006	GLI1	Gli1	LOC101393891	PREX1	Prex1	LOC101389282
ACAD9	Acad9	LOC101390958	GLI2	Gli2	LOC101389962	PREX2	Prex2	LOC101394577
ACADL	Acadl	LOC101396277	GLI3	Gli3	LOC101394871	PRF1	Prf1	LOC101402008
ACADM	Acadm	LOC101397586	GLIPR1	Glpr1	LOC101390271	PRG2	Prg2	LOC101395706
ACADS	Acads	LOC101401225	GLIPR1L2	Glpr1l2	LOC101390009	PRG3	Prg3	LOC106800019
ACADSB	Acadsb	LOC101404919	GLIPR2	Glpr2	LOC101396085	PRG4	Prg4	LOC101396267
ACADVL	Acadvl	LOC101389723	GLIS1	Glis1	LOC101390520	PRICKLE1	Prickle1	LOC101405674
ACAN	Acan	LOC101400358	GLIS2	Glis2	LOC101396925	PRICKLE2	Prickle2	LOC101403452
ACAP1	Acap1	LOC101406467	GLIS3	Glis3	LOC101396853	PRICKLE3	Prickle3	LOC101404117
ACAP2	Acap2	LOC101392672	GLMN	Glmn	LOC101387513	PRICKLE4	Prickle4	LOC101393616
ACAP3	Acap3	LOC101389869	GLMP	Gimp	LOC101405441	PRIM1	Prim1	LOC101408732
ACAT1	Acat1	LOC101402175	GLO1	Glo1	LOC101399281	PRIMA1	Prima1	LOC101404036
ACAT2	Acat2	LOC101408076	GLOD4	Glod4	LOC101407425	PRIMPOL	Primpol	LOC101406028
ACBD3	Acbd3	LOC101408505	GLOD5	Glod5	LOC101389136	PRKAA1	Prkaa1	LOC101389261
ACBD4	Acbd4	LOC101399573	GLP1R	Glp1r	LOC101404542	PRKAA2	Prkaa2	LOC101398137
ACBD5	Acbd5	LOC101397655	GLP2R	Glp2r	LOC101408742	PRKAB1	Prkab1	LOC101406899
ACBD6	Acbd6	LOC101408203	GLRA1	Glr1	LOC101394385	PRKAB2	Prkab2	LOC101391886
ACBD7	Acbd7	LOC101390646	GLRA2	Glr2	LOC101392193	PRKACA	Prkaca	LOC101389673
ACCS	Accs	LOC101395181	GLRA3	Glr3	LOC101392186	PRKACB	Prkacb	LOC101406209
ACCSL	Accsl	LOC106802906	GLRB	Glr1	LOC101390289	PRKAG1	Prkag1	LOC101400250
ACD	Acd	LOC101401938	GLRX	Glr1	LOC101391376	PRKAG2	Prkag2	LOC101404641
ACE	Ace	LOC101387731	GLRX2	Glr2	LOC101387493	PRKAG3	Prkag3	LOC101389356
ACE2	Ace2	LOC101395957	GLRX3	Glr3	LOC101397009	PRKAR1A	Prkar1a	LOC101402286
ACER1	Acer1	LOC101406498	GLS	Gls	LOC101408026	PRKAR1B	Prkar1b	LOC101399954
ACER2	Acer2	LOC101404122	GLS2	Gls2	LOC101405945	PRKAR2A	Prkar2a	LOC101394349
ACER3	Acer3	LOC101406562	GLT1D1	Glt1d1	LOC101405420	PRKAR2B	Prkar2b	LOC101406072
ACHE	Ache	LOC101399446	GLT6D1	Glt6d1	LOC101389689	PRKCA	Prkca	LOC101399048
ACIN1	Acin1	LOC101406690	GLT8D1	Glt8d1	LOC101405292	PRKCB	Prkcb	LOC101392856
ACKR1	Ackr1	LOC101401643	GLT8D2	Glt8d2	LOC101405362	PRKCD	Prkcd	LOC101407822
ACLY	Acly	LOC101403241	GLTP	Glt1	LOC101394472	PRKCE	Prkce	LOC101398699
ACMSD	Acmsd	LOC101389194	GLTPD2	Glt1d2	LOC101395164	PRKCG	Prkcg	LOC101404588
ACO1	Aco1	LOC101396015	GLUD1	Glu1	LOC101389991	PRKCH	Prkch	LOC101396708
ACO2	Aco2	LOC101405627	GLUL	Glu1	LOC101405747	PRKCI	Prkci	LOC101394457
ACOD1	Acod1	LOC101388649	GLYAT	Glyat	LOC101403786	PRKCQ	Prkcq	LOC101401310
ACOT1	Acot2	LOC101400162	GLYATL3	Glyat1	LOC101397238	PRKCSH	Prkcs1	LOC101395899
ACOT11	Acot11	LOC101395791	GLYCTK	Glyctk	LOC101401537	PRKCZ	Prkcz	LOC101395319
ACOT12	Acot12	LOC101402234	GLYR1	Glyr1	LOC101391519	PRKD1	Prkd1	LOC101407738
ACOT13	Acot13	LOC101394481	GM2A	Gm2a	LOC101396802	PRKD2	Prkd2	LOC101404061
ACOT4	Acot4	LOC101400867	GMCL1	Gmcl1	LOC101401513	PRKD3	Prkd3	LOC101406159
ACOT6	Acot6	LOC101390313	GMDS	Gmds	LOC101404601	PRKDC	Prkdc	LOC101393218
ACOT7	Acot7	LOC101401576	GMEB1	Gmeb1	LOC101388405	PRKG1	Prkg1	LOC101401443
ACOT8	Act8	LOC101405507	GMEB2	Gmeb2	LOC101393142	PRKG2	Prkg2	LOC101391746
ACOT9	Acot9	LOC101407707	GMFB	Gmfb	LOC101406970	PRKN	Park2	LOC101393677
ACOX1	Acox1	LOC101399574	GMFG	Gmfg	LOC101387095	PRKRA	Prkra	LOC101406193
ACOX2	Acox2	LOC101398152	GMIP	Gmip	LOC101400762	PRKRIP1	Prkrip1	LOC101408609
ACOX3	Acox3	LOC101401333	GMNC	Gmnc	LOC101407325	PRL	Prl	LOC101397071
ACOXL	Acox1	LOC101398376	GMNN	Gmnn	LOC101393985	PRLHR	Prlhr	LOC101395667
ACP1	Acp1	LOC101399323	GMPPA	Gmppa	LOC101397409	PRLR	Prlr	LOC101400759
ACP2	Acp2	LOC101402209	GMPPB	Gmppb	LOC101405197	PRMT1	Prmt1	LOC101407653
ACP5	Acp5	LOC101398162	GMPR	Gmpr	LOC101401846	PRMT2	Prmt2	LOC101389608

ACP6	Acp6	LOC101390197	GMPR2	Gmpr2	LOC101394025	PRMT3	Prmt3	LOC101394682
ACP7	Acp7	LOC101407996	GMPS	Gmps	LOC101404522	PRMT5	Prmt5	LOC101409036
ACPP	Acpp	LOC101392997	GNA11	Gna11	LOC101401977	PRMT6	Prmt6	LOC101388460
ACR	Acr	LOC101403435	GNA13	Gna13	LOC101400886	PRMT7	Prmt7	LOC101399820
ACRBP	Acrbp	LOC101403864	GNA14	Gna14	LOC101406418	PRMT8	Prmt8	LOC101390690
ACRV1	Acrv1	LOC101396486	GNA15	Gna15	LOC101401711	PRMT9	Prmt9	LOC101399698
ACSBG1	Acsbg1	LOC101407216	GNAI1	Gnai1	LOC101392831	PROB1	Prob1	LOC101388210
ACSBG2	Acsbg2	LOC101406756	GNAI2	Gnai2	LOC101388115	PROC	Proc	LOC101400684
ACSF2	Acsf2	LOC101387480	GNAI3	Gnai3	LOC101402405	PROCA1	Proca1	LOC101394921
ACSF3	Acsf3	LOC101407187	GNAL	Gnal	LOC101390374	PROCR	Procr	LOC101396200
ACSL1	Acs1	LOC101406294	GNAO1	Gnao1	LOC101387727	PRODH2	Prodh2	LOC101399334
ACSL3	Acs3	LOC101402695	GNAQ	Gnaq	LOC101406162	PROK1	Prok1	LOC101395293
ACSL4	Acs4	LOC101395028	GNAS	Gnas	LOC101403929	PROK2	Prok2	LOC101387255
ACSL5	Acs5	LOC101409155	GNAT1	Gnat1	LOC101387590	PROKR1	Prokr1	LOC101404994
ACSL6	Acs6	LOC101404408	GNAT2	Gnat2	LOC101401983	PROKR2	Prokr2	LOC101402978
ACSM1	Acs1	LOC106800136	GNAT3	Gnat3	LOC101393244	PROM1	Prom1	LOC101406652
ACSM3	Acs3	LOC101394033	GNAZ	Gnaz	LOC101387868	PROM2	Prom2	LOC101400729
ACSM5	Acs5	LOC101401552	GNB1	Gnb1	LOC101394810	PROP1	Prop1	LOC101396370
ACSS1	Acss1	LOC101401984	GNB1L	Gnb1l	LOC101394027	PRORP	1110008L16F	LOC101390683
ACSS2	Acss2	LOC101397926	GNB2	Gnb2	LOC101396779	PROS1	Pros1	LOC101400827
ACSS3	Acss3	LOC101396664	GNB3	Gnb3	LOC101399419	PROSER2	Proser2	LOC101397656
ACTA1	Acta1	LOC101394053	GNB4	Gnb4	LOC101406628	PROSER3	Proser3	LOC101393091
ACTA2	Acta2	LOC101395975	GNB5	Gnb5	LOC101388216	PROX1	Prox1	LOC101392940
ACTB	Actb	LOC101391786	GNE	Gne	LOC101394888	PROX2	Prox2	LOC101407329
ACTBL2	Actbl2	LOC101406620	GNG10	Gng10	LOC106800723	PRPF18	Prpf18	LOC101393880
ACTC1	Actc1	LOC101406096	GNG11	Gng11	LOC101402101	PRPF19	Prpf19	LOC101387575
ACTG1	Actg1	LOC101394920	GNG12	Gng12	LOC101392364	PRPF3	Prpf3	LOC101391260
ACTG2	Actg2	LOC101408837	GNG13	Gng13	LOC101399416	PRPF31	Prpf31	LOC101406838
ACTL10	Actl10	LOC106803880	GNG3	Gng3	LOC101401613	PRPF38A	Prpf38a	LOC101402907
ACTL6A	Actl6a	LOC101406187	GNG4	Gng4	LOC101393315	PRPF38B	Prpf38b	LOC101408781
ACTL6B	Actl6b	LOC101396514	GNG5	Gng5	LOC101408741	PRPF39	Prpf39	LOC101403249
ACTL7A	Actl7a	LOC101407935	GNG8	Gng8	LOC101394012	PRPF4	Prpf4	LOC101395309
ACTL7B	Actl7b	LOC101407399	GNGT1	Gngt1	LOC101401843	PRPF40A	Prpf40a	LOC101398175
ACTN1	Actn1	LOC101388479	GNGT2	Gngt2	LOC101400983	PRPF40B	Prpf40b	LOC101404968
ACTN2	Actn2	LOC101395684	GNL1	Gnl1	LOC101388227	PRPF4B	Prpf4b	LOC101393467
ACTN3	Actn3	LOC101398046	GNL2	Gnl2	LOC101396271	PRPF6	Prpf6	LOC101389371
ACTN4	Actn4	LOC101404250	GNL3	Gnl3	LOC101405025	PRPF8	Prpf8	LOC101402618
ACTR10	Actr10	LOC101390817	GNL3L	Gnl3l	LOC101399452	PRPH	Prph	LOC101402012
ACTR1A	Actr1a	LOC101392085	GNMT	Gnmt	LOC101388056	PRPH2	Prph2	LOC101389964
ACTR1B	Actr1b	LOC101401252	GNPAT	Gnpat	LOC101388420	PRPS1	Prps1	LOC101388977
ACTR2	Actr2	LOC101408838	GNPDA1	Gnpda1	LOC101404861	PRPS1L1	Prps1l1	LOC101407453
ACTR3	Actr3	LOC101390473	GNPDA2	Gnpda2	LOC101402914	PRPS2	Prps2	LOC101388003
ACTR3B	Actr3b	LOC101403407	GNPNAT1	Gnpnat1	LOC101403914	PRPSAP1	Prpsap1	LOC101404210
ACTR5	Actr5	LOC101400355	GNPTAB	Gnptab	LOC101400822	PRPSAP2	Prpsap2	LOC101394311
ACTR6	Actr6	LOC101397448	GNPTG	Gnptg	LOC101395966	PRR11	Prr11	LOC101388345
ACTR8	Actr8	LOC101388287	GNRH1	Gnrh1	LOC101407792	PRR12	Prr12	LOC101402311
ACTRT1	Actrt1	LOC101393915	GNRHR	Gnrhr	LOC101400209	PRR14	Prr14	LOC101399076
ACTRT2	Actrt2	LOC101396887	GNS	Gns	LOC101408036	PRR14L	Prr14l	LOC101387721
ACTRT3	Actrt3	LOC101396625	GOLGA1	Golga1	LOC101401123	PRR15L	Prr15l	LOC101392972
ACVR1	Acvr1	LOC101398948	GOLGA2	Golga2	LOC101394973	PRR16	Prr16	LOC101394021
ACVR1B	Acvr1b	LOC101397500	GOLGA3	Golga3	LOC101408038	PRR19	Prr19	LOC101403357
ACVR1C	Acvr1c	LOC101399206	GOLGA4	Golga4	LOC101399770	PRR22	Prr22	LOC101409114
ACVR2A	Acvr2a	LOC101403742	GOLGA5	Golga5	LOC101401507	PRR29	Prr29	LOC101388587
ACVR2B	Acvr2b	LOC101404242	GOLGA7	Golga7	LOC101389245	PRR3	Prr3	LOC101388475

ACVRL1	Acvrl1	LOC101397252	GOLGA7B	Golga7b	LOC101408382	PRR30	Prr30	LOC101397204
ACY1	Acy1	LOC101398150	GOLGB1	Golgb1	LOC101399588	PRR32	Prr32	LOC101394165
ACY3	Acy3	LOC101387576	GOLIM4	Golim4	LOC101398179	PRR36	Prr36	LOC101390963
ADA	Ada	LOC101391497	GOLM1	Golm1	LOC101391698	PRR5	Prr5	LOC106799949
ADAD1	Adad1	LOC101408288	GOLPH3	Golph3	LOC101395822	PRR5L	Prr5l	LOC101387663
ADAD2	Adad2	LOC101394245	GOLPH3L	Golph3l	LOC101393831	PRR7	Prr7	LOC101400168
ADAL	Adal	LOC101406611	GOLT1A	Golt1a	LOC101403746	PRR9	Prr9	LOC101389636
ADAM10	Adam10	LOC101396156	GOLT1B	Golt1b	LOC101407179	PRRC1	Prrc1	LOC101408949
ADAM11	Adam11	LOC101395944	GON4L	Gon4l	LOC101397523	PRRC2A	Prrc2a	LOC101399112
ADAM12	Adam12	LOC101390602	GON7	AK010878	LOC101402810	PRRC2B	Prrc2b	LOC101390305
ADAM15	Adam15	LOC101387483	GOPC	Gopc	LOC101408530	PRRC2C	Prrc2c	LOC101403655
ADAM17	Adam17	LOC101404999	GORAB	Gorab	LOC101396966	PRRG1	Prrg1	LOC101390341
ADAM18	Adam18	LOC101398725	GORASP1	Gorasp1	LOC101407116	PRRG2	Prrg2	LOC106803519
ADAM19	Adam19	LOC101408984	GORASP2	Gorasp2	LOC101399294	PRRG3	Prrg3	LOC101405740
ADAM2	Adam2	LOC101387766	GOSR1	Gosr1	LOC101408997	PRRG4	Prrg4	LOC101404058
ADAM22	Adam22	LOC101392363	GOSR2	Gosr2	LOC101402107	PRRT1	Prrt1	LOC101387966
ADAM23	Adam23	LOC101400512	GOT1	Got1	LOC101396978	PRRT2	Prrt2	LOC101395275
ADAM28	Adam28	LOC101395168	GOT1L1	Got1l1	LOC101389605	PRRT3	Prrt3	LOC101395562
ADAM32	Adam32	LOC101402699	GOT2	Got2	LOC101400176	PRRT4	Prrt4	LOC101399689
ADAM33	Adam33	LOC101404035	GP5	Gp5	LOC101406528	PRRX1	Prrx1	LOC101404881
ADAM7	Adam7	LOC101394660	GP6	Gp6	LOC101388967	PRRX2	Prrx2	LOC101404541
ADAM8	Adam8	LOC101388014	GPA33	Gpa33	LOC101400598	PRSS12	Prss12	LOC101391911
ADAM9	Adam9	LOC101395148	GPAA1	Gpaa1	LOC101391897	PRSS2	Prss2	LOC101404642
ADAMDEC1	Adamdec1	LOC101394924	GPALPP1	Gpalpp1	LOC101406811	PRSS22	Prss22	LOC101393745
ADAMTS1	Adamts1	LOC101394726	GPAM	Gpam	LOC101408472	PRSS27	Prss27	LOC101405628
ADAMTS10	Adamts10	LOC101401385	GPANK1	Gpank1	LOC101398088	PRSS36	Prss36	LOC101405805
ADAMTS12	Adamts12	LOC101397560	GPAT2	Gpat2	LOC101396741	PRSS37	Prss37	LOC101406391
ADAMTS13	Adamts13	LOC101408461	GPAT3	Agpat9	LOC101397675	PRSS38	Prss38	LOC101406857
ADAMTS14	Adamts14	LOC101401737	GPAT4	Gpat4	LOC101389935	PRSS50	Prss50	LOC101403979
ADAMTS15	Adamts15	LOC101408237	GPATCH1	Gpatch1	LOC101405807	PRSS53	Prss53	LOC101401779
ADAMTS16	Adamts16	LOC101392312	GPATCH11	Gpatch11	LOC101407447	PRSS54	Prss54	LOC101399042
ADAMTS17	Adamts17	LOC101391500	GPATCH2	Gpatch2	LOC101394862	PRSS55	Prss55	LOC101396214
ADAMTS18	Adamts18	LOC101402465	GPATCH2L	Gpatch2l	LOC101390735	PRSS56	Prss56	LOC101404631
ADAMTS19	Adamts19	LOC101407660	GPATCH3	Gpatch3	LOC101398348	PRSS57	Prss57	LOC101391537
ADAMTS2	Adamts2	LOC101387981	GPATCH4	Gpatch4	LOC101407974	PRSS58	Prss58	LOC101405682
ADAMTS20	Adamts20	LOC101406979	GPATCH8	Gpatch8	LOC101394919	PRSS8	Prss8	LOC101402046
ADAMTS3	Adamts3	LOC101391616	GPBP1	Gbbp1	LOC101405845	PRTG	Prtg	LOC101391545
ADAMTS4	Adamts4	LOC101397042	GPBP1L1	Gbbp1l1	LOC101398075	PRTN3	Prtn3	LOC101390534
ADAMTS5	Adamts5	LOC101394989	GPC1	Gpc1	LOC101408808	PRUNE1	Prune	LOC101396566
ADAMTS6	Adamts6	LOC101391713	GPC2	Gpc2	LOC101391708	PRUNE2	Prune2	LOC101390943
ADAMTS7	Adamts7	LOC101408527	GPC3	Gpc3	LOC101404660	PRX	Prx	LOC101389071
ADAMTS8	Adamts8	LOC101397530	GPC4	Gpc4	LOC101405534	PSAP	Psap	LOC101398859
ADAMTS9	Adamts9	LOC101403716	GPC6	Gpc6	LOC101394203	PSAPL1	Psapl1	LOC106802148
ADAMTSL1	Adamtsl1	LOC101405893	GPCPD1	Gpcpd1	LOC101402029	PSAT1	Psat1	LOC101405448
ADAMTSL2	Adamtsl2	LOC101398495	GPD1	Gpd1	LOC101408813	PSCA	Psca	LOC101406549
ADAMTSL3	Adamtsl3	LOC101393222	GPD1L	Gpd1l	LOC101391121	PSD	Psd	LOC101390565
ADAMTSL4	Adamtsl4	LOC101392710	GPD2	Gpd2	LOC101400784	PSD2	Psd2	LOC101397292
ADAMTSL5	Adamtsl5	LOC101387690	GPHA2	Gpha2	LOC101398805	PSD3	Psd3	LOC101397626
ADAP1	Adap1	LOC101399436	GPHB5	Gphb5	LOC101398938	PSD4	Psd4	LOC101387316
ADAP2	Adap2	LOC101393267	GPHN	Gphn	LOC101405664	PSEN1	Psen1	LOC101398350
ADAR	Adar	LOC101405962	GPI	Gpi1	LOC101408071	PSEN2	Psen2	LOC101387938
ADARB1	Adarb1	LOC101408476	GPIHBP1	Gpihbp1	LOC101407471	PSENN	Psenen	LOC101396932
ADAT1	Adat1	LOC101404313	GPKOW	Gpkow	LOC101405434	PSIP1	Psip1	LOC101408156
ADAT2	Adat2	LOC101394948	GPLD1	Gpld1	LOC101396024	PSKH1	Pskh1	LOC101395857

ADAT3	Adat3	LOC101408346	GPM6A	Gpm6a	LOC101399296	PSMA1	Psm1	LOC101402303
ADCK1	Adck1	LOC101397406	GPM6B	Gpm6b	LOC101390763	PSMA2	Psm2	LOC101407274
ADCK2	Adck2	LOC101408737	GPN1	Gpn1	LOC101399331	PSMA3	Psm3	LOC101391061
ADCK5	Adck5	LOC101389766	GPN2	Gpn2	LOC101398096	PSMA4	Psm4	LOC101405133
ADCY1	Adcy1	LOC101402124	GPN3	Gpn3	LOC101399818	PSMA5	Psm5	LOC101404069
ADCY10	Adcy10	LOC101399023	GPNMB	Gpnmb	LOC101408858	PSMA6	Psm6	LOC101390258
ADCY2	Adcy2	LOC101396586	GPR101	Gpr101	LOC101408867	PSMA7	Psm7	LOC101405421
ADCY3	Adcy3	LOC101394679	GPR107	Gpr107	LOC101408722	PSMA8	Psm8	LOC101396413
ADCY4	Adcy4	LOC101391706	GPR108	Gpr108	LOC101403270	PSMB1	Psmb1	LOC101404425
ADCY5	Adcy5	LOC101403390	GPR119	Gpr119	LOC101388270	PSMB10	Psmb10	LOC101396113
ADCY6	Adcy6	LOC101396722	GPR12	Gpr12	LOC101407970	PSMB11	Psmb11	LOC101407572
ADCY7	Adcy7	LOC101402708	GPR137	Gpr137	LOC101392460	PSMB2	Psmb2	LOC101389349
ADCY8	Adcy8	LOC101391747	GPR137B	Gpr137b	LOC101394068	PSMB3	Psmb3	LOC101387479
ADCY9	Adcy9	LOC101397702	GPR137C	Gpr137c	LOC101404627	PSMB4	Psmb4	LOC101403339
ADCYAP1	Adcyap1	LOC101406429	GPR139	Gpr139	LOC101389669	PSMB5	Psmb5	LOC101407835
ADCYAP1R1	Adcyap1r1	LOC101406163	GPR142	Gpr142	LOC101393468	PSMB6	Psmb6	LOC101395426
ADD1	Add1	LOC101398197	GPR143	Gpr143	LOC101404506	PSMB7	Psmb7	LOC101399108
ADD2	Add2	LOC101398040	GPR149	Gpr149	LOC101405993	PSMB8	Psmb8	LOC101403564
ADD3	Add3	LOC101404189	GPR15	Gpr15	LOC101404852	PSMB9	Psmb9	LOC101403041
ADGB	Adgb	LOC101390193	GPR151	Gpr151	LOC101398398	PSMC1	Psmc1	LOC101396216
ADGRA1	Adgra1	LOC101388519	GPR153	Gpr153	LOC101401046	PSMC2	Psmc2	LOC101389406
ADGRA2	Adgra2	LOC101388668	GPR155	Gpr155	LOC101397573	PSMC3	Psmc3	LOC101405700
ADGRB1	Adgrb1	LOC101408042	GPR157	Gpr157	LOC101403135	PSMC4	Psmc4	LOC101391792
ADGRB2	Adgrb2	LOC101395493	GPR158	Gpr158	LOC101401309	PSMC5	Psmc5	LOC101392445
ADGRB3	Adgrb3	LOC101396700	GPR161	Gpr161	LOC101388476	PSMC6	Psmc6	LOC101403220
ADGRD1	Adgrd1	LOC101399301	GPR162	Gpr162	LOC101399935	PSMD1	Psm1	LOC101391066
ADGRE1	Adgre1	LOC101394692	GPR173	Gpr173	LOC101405317	PSMD10	Psm10	LOC101391959
ADGRE5	Adgre5	LOC101399788	GPR176	Gpr176	LOC101387953	PSMD11	Psm11	LOC101407570
ADGRF1	Adgrf1	LOC101389963	GPR179	Gpr179	LOC101389388	PSMD12	Psm12	LOC101397592
ADGRF2	Adgrf2	LOC101397749	GPR18	Gpr18	LOC101400502	PSMD13	Psm13	LOC101387594
ADGRF3	Adgrf3	LOC101397451	GPR180	Gpr180	LOC101394971	PSMD14	Psm14	LOC101393377
ADGRF4	Adgrf4	LOC101389196	GPR183	Gpr183	LOC101400765	PSMD2	Psm2	LOC101392673
ADGRF5	Adgrf5	LOC101390222	GPR20	Gpr20	LOC101407960	PSMD3	Psm3	LOC101398794
ADGRG1	Adgrg1	LOC101398280	GPR21	Gpr21	LOC101397650	PSMD4	Psm4	LOC101400989
ADGRG2	Adgrg2	LOC101401337	GPR22	Gpr22	LOC101405634	PSMD5	Psm5	LOC101403036
ADGRG3	Adgrg3	LOC101398525	GPR26	Gpr26	LOC101403702	PSMD6	Psm6	LOC101402656
ADGRG4	Adgrg4	LOC101408349	GPR3	Gpr3	LOC101402004	PSMD7	Psm7	LOC101406136
ADGRG5	Adgrg5	LOC101398025	GPR33	Gpr33	LOC101404608	PSMD8	Psm8	LOC101402237
ADGRG6	Adgrg6	LOC101394026	GPR37	Gpr37	LOC101401269	PSMD9	Psm9	LOC101406796
ADGRG7	Adgrg7	LOC101394254	GPR37L1	Gpr37l1	LOC101398630	PSME1	Psm1	LOC101397126
ADGRL1	Adgrl1	LOC101390201	GPR39	Gpr39	LOC101390220	PSME2	Psm2	LOC101396862
ADGRL2	Adgrl2	LOC101405168	GPR45	Gpr45	LOC101390169	PSME3	Psm3	LOC101390586
ADGRL3	Adgrl3	LOC101397287	GPR50	Gpr50	LOC101395215	PSME4	Psm4	LOC101387238
ADGRL4	Adgrl4	LOC101404899	GPR52	Gpr52	LOC101397566	PSMF1	Psmf1	LOC101396555
ADGRV1	Adgrv1	LOC101395033	GPR6	Gpr6	LOC101396162	PSMG1	Psmg1	LOC101393808
ADH1C	Adh1	LOC101394066	GPR62	Gpr62	LOC101388628	PSMG2	Psmg2	LOC101397815
ADH4	Adh4	LOC101393311	GPR65	Gpr65	LOC101401213	PSMG3	Psmg3	LOC101397374
ADH5	Adh5	LOC101403672	GPR75	Gpr75	LOC106799943	PSMG4	Psmg4	LOC101394482
ADHFE1	Adhfe1	LOC101400099	GPR82	Gpr82	LOC101404991	PSORS1C2	Psors1c2	LOC101403389
ADI1	Adi1	LOC101401164	GPR83	Gpr83	LOC101396798	PSPC1	Pspc1	LOC101397601
ADIG	Adig	LOC101401146	GPR84	Gpr84	LOC101397667	PSPH	Psph	LOC101389486
ADIPOQ	Adipoq	LOC101402589	GPR85	Gpr85	LOC101393672	PSPN	Pspn	LOC101405719

ADK	Adk	LOC101407241	GPR89B	Gpr89	LOC101388717	PSTPIP1	Pstpip1	LOC101392665
ADM	Adm	LOC101394335	GPRC5A	Gprc5a	LOC101395176	PSTPIP2	Pstpip2	LOC101405215
ADNP	Adnp	LOC101391923	GPRC5B	Gprc5b	LOC101389940	PTAR1	Ptar1	LOC101390103
ADNP2	Adnp2	LOC101400757	GPRC5C	Gprc5c	LOC101407962	PTBP1	Ptbp1	LOC101392138
ADORA1	Adora1	LOC101394501	GPRC5D	Gprc5d	LOC101395439	PTBP2	Ptbp2	LOC101398472
ADORA2A	Adora2a	LOC101388813	GPRC6A	Gprc6a	LOC101402069	PTBP3	Ptbp3	LOC101392251
ADORA2B	Adora2b	LOC101399575	GPRIN3	Gprin3	LOC101408648	PTCD1	Ptcd1	LOC101404142
ADORA3	Adora3	LOC101391035	GPS1	Gps1	LOC101401755	PTCD2	Ptcd2	LOC101401107
ADPGK	Adpgk	LOC101408704	GPS2	Gps2	LOC101407423	PTCD3	Ptcd3	LOC101401082
ADPRH	Adprh	LOC101405443	GPSM1	Gpsm1	LOC101404173	PTCH1	Ptch1	LOC101393759
ADPRHL1	Adprhl1	LOC101390468	GPSM2	Gpsm2	LOC101407997	PTCH2	Ptch2	LOC101393007
ADPRHL2	Adprhl2	LOC101391157	GPSM3	Gpsm3	LOC101408016	PTCHD1	Ptchd1	LOC101407176
ADPRM	Adprm	LOC101406558	GPT	Gpt	LOC101387273	PTCHD3	Ptchd3	LOC101394898
ADRA1B	Adra1b	LOC101405673	GPT2	Gpt2	LOC101403118	PTCHD4	Ptchd4	LOC101388656
ADRA1D	Adra1d	LOC101403508	GPX1	Gpx1	LOC101401536	PTCRA	Ptcra	LOC101388561
ADRA2A	Adra2a	LOC101408211	GPX2	Gpx2	LOC101403300	PTDSS1	Ptdss1	LOC101402798
ADRA2B	Adra2b	LOC106802741	GPX3	Gpx3	LOC101397578	PTDSS2	Ptdss2	LOC101406754
ADRB2	Adrb2	LOC101405603	GPX4	Gpx4	LOC101389422	PTEN	Pten	LOC101399337
ADRM1	Adrm1	LOC101399038	GPX5	Gpx5	LOC101389073	PTER	Pter	LOC101389451
ADSL	Adsl	LOC101400282	GPX6	Gpx6	LOC101389500	PTF1A	Ptf1a	LOC101403214
ADSS1	Adssl1	LOC101402033	GPX7	Gpx7	LOC101409013	PTGDR	Ptgdr	LOC101395087
ADSS2	Adss	LOC101402224	GPX8	Gpx8	LOC101400499	PTGDS	Ptgds	LOC101387279
ADTRP	Adtrp	LOC101406727	GRAMD1A	Gramd1a	LOC101398143	PTGER1	Ptger1	LOC101400049
AEBP1	Aebp1	LOC101400819	GRAMD1B	Gramd1b	LOC101405498	PTGER2	Ptger2	LOC101394844
AEBP2	Aebp2	LOC101404656	GRAMD1C	Gramd1c	LOC101389140	PTGER3	Ptger3	LOC101396462
AEN	Aen	LOC101400884	GRAMD2A	Gramd2	LOC101390633	PTGER4	Ptger4	LOC101388729
AFAP1	Afap1	LOC101401848	GRAMD2B	Gramd3	LOC101389497	PTGES	Ptges	LOC101406275
AFAP1L1	Afap1l1	LOC101404634	GRAMD4	Gramd4	LOC101404050	PTGES2	Ptges2	LOC101393030
AFAP1L2	Afap1l2	LOC101390908	GRAP2	Grap2	LOC101399151	PTGES3	Ptges3	LOC101407510
AFDN	Milt4	LOC101392131	GRAPL	Grap	LOC101395947	PTGES3L	Ptges3l	LOC106802519
AFF1	Aff1	LOC101401589	GRASP	Grasp	LOC101388671	PTGFR	Ptgfr	LOC101404205
AFF2	Aff2	LOC101398651	GRB10	Grb10	LOC101398304	PTGFRN	Ptgfrn	LOC101403370
AFF3	Aff3	LOC101406915	GRB14	Grb14	LOC101389601	PTGIS	Ptgis	LOC101395154
AFF4	Aff4	LOC101398321	GRB2	Grb2	LOC101394151	PTGR1	Ptgr1	LOC101390811
AFG1L	Lace1	LOC101391633	GRB7	Grb7	LOC101401765	PTGR2	Ptgr2	LOC101401918
AFG3L2	Afg3l2	LOC101391704	GREB1	Greb1	LOC101388603	PTGS1	Ptgs1	LOC101387194
AFM	Afm	LOC101403007	GREB1L	Greb1l	LOC101387430	PTGS2	Ptgs2	LOC101394896
AFMID	Afmid	LOC101388422	GREM1	Grem1	LOC101404523	PTH	Pth	LOC101400646
AFP	Afp	LOC101392580	GRHL1	Grlh1	LOC101405698	PTH1R	Pth1r	LOC101406082
AFTPH	Aftph	LOC101388264	GRHL2	Grlh2	LOC101388677	PTH2	Pth2	LOC101402916
AGA	Aga	LOC101401480	GRHL3	Grlh3	LOC101407943	PTH2R	Pth2r	LOC101404354
AGAP1	Agap1	LOC101401476	GRHPR	Grlhpr	LOC101408459	PTHLH	Pthlh	LOC101395702
AGAP2	Agap2	LOC101400704	GRIA1	Gria1	LOC101393548	PTK2	Ptk2	LOC101408820
AGAP3	Agap3	LOC101407870	GRIA2	Gria2	LOC101390538	PTK2B	Ptk2b	LOC101402977
AGBL1	Agbl1	LOC101397588	GRIA3	Gria3	LOC101397003	PTK6	Ptk6	LOC101393893
AGBL2	Agbl2	LOC101396745	GRIA4	Gria4	LOC101405497	PTK7	Ptk7	LOC101405059
AGBL3	Agbl3	LOC101398867	GRID1	Grid1	LOC101393383	PTMA	Ptma	LOC101392168
AGBL4	Agbl4	LOC101402125	GRID2	Grid2	LOC101387725	PTMS	Ptms	LOC101400384
AGBL5	Agbl5	LOC101409099	GRID2IP	Grid2ip	LOC101389841	PTN	Ptn	LOC101392886
AGER	Ager	LOC101408538	GRIFIN	Grifin	LOC101405716	PTOV1	Ptov1	LOC101403360
AGFG1	Agfg1	LOC101408209	GRIK1	Grik1	LOC101397842	PTP4A1	Ptp4a1	LOC101397563
AGFG2	Agfg2	LOC101394273	GRIK2	Grik2	LOC101406261	PTP4A2	Ptp4a2	LOC101395751
AGGF1	Aggf1	LOC101398728	GRIK3	Grik3	LOC101394811	PTP4A3	Ptp4a3	LOC101407517

AGK	Agk	LOC101407418	GRIK4	Grik4	LOC101406534	PTPA	Ptpa	LOC101404434
AGL	Agl	LOC101395466	GRIK5	Grik5	LOC106803497	PTPDC1	Ptpdc1	LOC101398577
AGMAT	Agmat	LOC101398592	GRIN1	Grin1	LOC101388821	PTPMT1	Ptpmt1	LOC101406828
AGMO	Agmo	LOC101392694	GRIN2A	Grin2a	LOC101387577	PTPN1	Ptpn1	LOC101392176
AGO1	Ago1	LOC101390227	GRIN2B	Grin2b	LOC101396827	PTPN11	Ptpn11	LOC101394219
AGO2	Ago2	LOC101408739	GRIN2C	Grin2c	LOC101387732	PTPN12	Ptpn12	LOC101391357
AGO3	Ago3	LOC101390479	GRIN2D	Grin2d	LOC101398905	PTPN13	Ptpn13	LOC101401061
AGO4	Ago4	LOC101400430	GRIN3A	Grin3a	LOC101397743	PTPN14	Ptpn14	LOC101393203
AGPAT1	Agpat1	LOC101387707	GRIN3B	Grin3b	LOC101389498	PTPN18	Ptpn18	LOC101405399
AGPAT2	Agpat2	LOC101401569	GRINA	Grina	LOC101392666	PTPN2	Ptpn2	LOC101393346
AGPAT3	Agpat3	LOC101402792	GRIP1	Grip1	LOC101387894	PTPN21	Ptpn21	LOC101402516
AGPAT4	Agpat4	LOC101388889	GRIP2	Grip2	LOC101393275	PTPN22	Ptpn22	LOC101406501
AGPAT5	Agpat5	LOC101398466	GRIPAP1	Gripap1	LOC101407632	PTPN23	Ptpn23	LOC101408341
AGPS	Agps	LOC101403395	GRK1	Grk1	LOC101391716	PTPN3	Ptpn3	LOC101387116
AGR2	Agr2	LOC101394652	GRK2	Adrbk1	LOC101403696	PTPN4	Ptpn4	LOC101394623
AGR3	Agr3	LOC101402883	GRK3	Adrbk2	LOC101392175	PTPN5	Ptpn5	LOC101391615
AGRN	Agmn	LOC101392529	GRK4	Grk4	LOC101399661	PTPN6	Ptpn6	LOC101396232
AGRP	Agrp	LOC101391416	GRK5	Grk5	LOC101397161	PTPN7	Ptpn7	LOC101398139
AGT	Agt	LOC101390483	GRK6	Grk6	LOC101400786	PTPN9	Ptpn9	LOC101398915
AGTPBP1	Agtbpb1	LOC101390872	GRM1	Grm1	LOC101390450	PTPRA	Ptpra	LOC101389292
AGTR2	Agtr2	LOC101392494	GRM2	Grm2	LOC101395888	PTPRB	Ptprb	LOC101395930
AGTRAP	Agtrap	LOC101394978	GRM3	Grm3	LOC101389374	PTPRC	Ptprc	LOC101392571
AGXT	Agxt	LOC101387889	GRM4	Grm4	LOC101393535	PTPRCAP	Ptprcap	LOC106799924
AGXT2	Agxt2	LOC101400497	GRM5	Grm5	LOC101400457	PTPRD	Ptprd	LOC101390848
AHCTF1	Ahctf1	LOC101389408	GRM6	Grm6	LOC101394552	PTPRE	Ptpre	LOC101398138
AHCYL1	Ahcyl1	LOC101397550	GRM7	Grm7	LOC101403279	PTPRF	Ptprf	LOC101407665
AHCYL2	Ahcyl2	LOC101391776	GRM8	Grm8	LOC101400291	PTPRG	Ptprg	LOC101399170
AHDC1	Ahdc1	LOC101402691	GRN	Grn	LOC101394402	PTPRH	Ptprh	LOC101390010
AHI1	Ahi1	LOC101409130	GRP	Grp	LOC101405843	PTPRJ	Ptprij	LOC101397001
AHNAK	Ahnak	LOC101398451	GRPEL1	Grpel1	LOC101402284	PTPRK	Ptprk	LOC101397899
AHR	Ahr	LOC101408249	GRPEL2	Grpel2	LOC101404359	PTPRM	Ptpm	LOC101399265
AHRR	Ahrr	LOC101387422	GRPR	Grpr	LOC101397267	PTPRN	Ptpn	LOC101395760
AHSA1	Ahsa1	LOC101395756	GRSF1	Grsf1	LOC101389750	PTPRN2	Ptpn2	LOC101404560
AHSG	Ahsg	LOC101404702	GRTP1	Grtp1	LOC101403123	PTPRO	Ptpro	LOC101400273
AICDA	Aicda	LOC101407004	GRWD1	Grwd1	LOC101391530	PTPRQ	Ptprq	LOC101395624
AIDA	Aida	LOC101399163	GRXCR1	Grxcr1	LOC101401878	PTPRR	Ptprr	LOC101396194
AIF1	Aif1	LOC101399373	GRXCR2	Grxcr2	LOC101401794	PTPRS	Ptprs	LOC101390024
AIF1L	Aif1l	LOC101389265	GSAP	Gsap	LOC101391109	PTPRT	Ptprt	LOC101395937
AIFM1	Aifm1	LOC101389227	GSC	Gsc	LOC101407886	PTPRU	Ptpu	LOC101390977
AIFM2	Aifm2	LOC101403828	GSC2	Gsc2	LOC101407128	PTPRZ1	Ptpz1	LOC101405977
AIFM3	Aifm3	LOC101400670	GSDMA	Gsdma	LOC101399225	PTRH1	Ptrh1	LOC101389264
AIG1	Aig1	LOC101397543	GSDMC	Gsdmc	LOC101388755	PTRH2	Ptrh2	LOC101390340
AIMP1	Aimp1	LOC101405406	GSDMD	Gsdmd	LOC101406435	PTRHD1	Ptrhd1	LOC101395368
AIMP2	Aimp2	LOC101388116	GSDME	Dfna5	LOC101397802	PTS	Pts	LOC101391316
AIP	Aip	LOC101407721	GSE1	Gse1	LOC101391865	PTTG1	Pttg1	LOC101403051
AIPL1	Aipl1	LOC101404569	GSG1	Gsg1	LOC101395959	PTTG1IP	Pttg1ip	LOC101407415
AIRE	Aire	LOC101405336	GSG1L	Gsg1l	LOC101403259	PTX3	Ptx3	LOC106803737
AJAP1	Ajap1	LOC101399551	GSG1L2	Gsg1l2	LOC106802287	PTX4	Ptx4	LOC101397610
AJUBA	Ajuba	LOC101408354	GSK3A	Gsk3a	LOC101404598	PUF60	Puf60	LOC101394451
AK1	Ak1	LOC101390217	GSK3B	Gsk3b	LOC101402897	PUM1	Pum1	LOC101392346
AK2	Ak2	LOC101404803	GSKIP	Gskip	LOC101387566	PUM2	Pum2	LOC101399941
AK3	Ak3	LOC101398149	GSN	Gsn	LOC101405223	PUM3	Pum3	LOC101395458
AK4	Ak4	LOC101408561	GSPT1	Gspt1	LOC101405186	PURB	Purb	LOC101392304
AK5	Ak5	LOC101401232	GSPT2	Gspt2	LOC101407137	PURG	Purg	LOC101404816

AK6	Ak6	AK6	GSR	Gsr	LOC101404024	PUS1	Pus1	LOC101400255
AK7	Ak7	LOC106802479	GSS	Gss	LOC101397671	PUS10	Pus10	LOC101396653
AK8	Ak8	LOC101393700	GSTA5	Gm10639	LOC101394374	PUS3	Pus3	LOC101398807
AK9	Ak9	LOC101398658	GSTCD	Gstcd	LOC101406286	PUS7	Pus7	LOC101408764
AKAIN1	Akain1	LOC101395470	GSTK1	Gstk1	LOC101401935	PUS7L	Pus7l	LOC101407247
AKAP1	Akap1	LOC101402982	GSTM1	Gstm6	LOC101400038	PUSL1	Pusl1	LOC101394292
AKAP10	Akap10	LOC101400452	GSTM3	Gstm5	LOC101399092	PVALB	Pvalb	LOC101397011
AKAP11	Akap11	LOC101403851	GSTM4	Gstm4	LOC101400928	PWP1	Pwp1	LOC101389831
AKAP13	Akap13	LOC101397070	GSTO1	Gsto1	LOC101400956	PWP2	Pwp2	LOC101404295
AKAP14	Akap14	LOC106803851	GSTO2	Gsto2	LOC101401403	PWWP2A	Pwwp2a	LOC101404814
AKAP3	Akap3	LOC101388193	GSTP1	Gstp1	LOC101407897	PWWP2B	Pwwp2b	LOC101395709
AKAP4	Akap4	LOC101400984	GSTT2B	Gstt2	LOC101391804	PWWP3A	Mum1	LOC101388455
AKAP6	Akap6	LOC101403544	GSTZ1	Gstz1	LOC101393884	PXDC1	Pxdc1	LOC101393986
AKAP7	Akap7	LOC101401020	GSX1	Gsx1	LOC101387395	PXDN	Pxdn	LOC101392558
AKAP8	Akap8	LOC101395044	GSX2	Gsx2	LOC101390946	PXK	Pxk	LOC101396674
AKAP8L	Akap8l	LOC101395304	GTDC1	Gtdc1	LOC101404699	PXMP2	Pxmp2	LOC101401326
AKAP9	Akap9	LOC101396728	GTF2A1	Gtf2a1	LOC101399554	PXMP4	Pxmp4	LOC101405837
AKIP1	Akip1	LOC101390942	GTF2A1L	Gtf2a1l	LOC101391861	PXN	Pxn	LOC101395504
AKIRIN1	Akirin1	LOC101401917	GTF2A2	Gtf2a2	LOC101398837	PXYLP1	Pxylp1	LOC101399690
AKIRIN2	Akirin2	LOC101393952	GTF2B	Gtf2b	LOC101404074	PYCARD	Pycard	LOC101406486
AKNA	Akna	LOC101399107	GTF2E1	Gtf2e1	LOC101401076	PYCR1	Pycr1	LOC101400003
AKNAD1	Aknad1	LOC101408090	GTF2E2	Gtf2e2	LOC101403309	PYCR2	Pycr2	LOC101398815
AKR1A1	Akr1a1	LOC101396414	GTF2F1	Gtf2f1	LOC101405461	PYCR3	Pycr1	LOC101398920
AKR1B1	Akr1b3	LOC101401231	GTF2F2	Gtf2f2	LOC101407080	PYGB	Pygb	LOC101395206
AKR1B10	Akr1b8	LOC101400084	GTF2H1	Gtf2h1	LOC101387753	PYGL	Pygl	LOC101396743
AKR1B15	Akr1b7	LOC101399393	GTF2H3	Gtf2h3	LOC101395070	PYGM	Pygm	LOC101395526
AKR1C1	Akr1c12	LOC101405151	GTF2H4	Gtf2h4	LOC101404438	PYGO1	Pygo1	LOC101391295
AKR1D1	Akr1d1	LOC101392007	GTF2H5	Gtf2h5	LOC101388626	PYGO2	Pygo2	LOC101407182
AKR1E2	Akr1e1	LOC101408467	GTF2I	Gtf2i	LOC101397976	PYM1	Pym1	LOC101395068
AKR7A2	Akr7a5	LOC101387282	GTF2IRD1	Gtf2ird1	LOC101398912	PYROXD1	Pyroxd1	LOC101406402
AKT1	Akt1	LOC101402979	GTF2IRD2	Gtf2ird2	LOC101397468	PYROXD2	Pyroxd2	LOC101395845
AKT1S1	Akt1s1	LOC101403620	GTF3A	Gtf3a	LOC101406912	PYURF	Pyurf	LOC101406985
AKT2	Akt2	LOC101392744	GTF3C1	Gtf3c1	LOC101396841	QDPR	Qdpr	LOC101407167
AKT3	Akt3	LOC101394761	GTF3C2	Gtf3c2	LOC101404324	QKI	Qk	LOC101389417
AKTIP	Aktip	LOC101405252	GTF3C3	Gtf3c3	LOC101403222	QPCT	Qpct	LOC101405904
ALAD	Alad	LOC101396620	GTF3C4	Gtf3c4	LOC101393289	QPCTL	Qpctl	LOC101399430
ALAS1	Alas1	LOC101399864	GTF3C5	Gtf3c5	LOC101394804	QPRT	Qprt	LOC101396051
ALAS2	Alas2	LOC101401119	GTF3C6	Gtf3c6	LOC101398337	QRFPR	Qrfpr	LOC101388482
ALB	Alb	LOC101392314	GTPBP1	Gtpbp1	LOC101395097	QRICH1	Qrich1	LOC101397806
ALCAM	Alcam	LOC101408233	GTPBP10	Gtpbp10	LOC101397677	QRICH2	Qrich2	LOC101397077
ALDH16A1	Aldh16a1	LOC101403973	GTPBP2	Gtpbp2	LOC101399193	QRSL1	Qrs1l	LOC101388219
ALDH18A1	Aldh18a1	LOC101406789	GTPBP3	Gtpbp3	LOC101395221	QSER1	Qser1	LOC101403793
ALDH1A1	Aldh1a1	LOC101388018	GTPBP4	Gtpbp4	LOC101390226	QSOX1	Qsox1	LOC101408727
ALDH1A2	Aldh1a2	LOC101394786	GTPBP6	Gtpbp6	LOC101408689	QSOX2	Qsox2	LOC101388399
ALDH1A3	Aldh1a3	LOC101390499	GTPBP8	Gtpbp8	LOC101391599	QTRT1	Qtrt1	LOC101390955
ALDH1B1	Aldh1b1	LOC101405318	GTSE1	Gtse1	LOC101403344	QTRT2	Qtrtd1	LOC101388434
ALDH1L2	Aldh1l2	LOC101389237	GTSF1	Gtsf1	LOC101398771	R3HCC1	R3hcc1	LOC101387474
ALDH2	Aldh2	LOC101396538	GTSF1L	Gtsf1l	LOC101395155	R3HCC1L	R3hcc1l	LOC101395328
ALDH3A1	Aldh3a1	LOC101405689	GUCA1A	Guca1a	LOC101401127	R3HDM1	R3hdm1	LOC101408537
ALDH3A2	Aldh3a2	LOC101401157	GUCA1B	Guca1b	LOC101390894	R3HDM2	R3hdm2	LOC101391739
ALDH3B1	Aldh3b1	LOC101388517	GUCA2A	Guca2a	LOC101407393	R3HDM4	R3hdm4	LOC101390026
ALDH3B2	Aldh3b3	LOC101387829	GUCA2B	Guca2b	LOC101403027	R3HDML	R3hdml	LOC101393309
ALDH4A1	Aldh4a1	LOC101407763	GUCD1	Gucd1	LOC101389335	RAB10	Rab10	LOC101392204
ALDH5A1	Aldh5a1	LOC101395603	GUCY1A1	Gucy1a3	LOC101388212	RAB11A	Rab11a	LOC101394115

ALDH6A1	Aldh6a1	LOC101403753	GUCY1A2	Gucyl1a2	LOC101404448	RAB11B	Rab11b	LOC101403034
ALDH7A1	Aldh7a1	LOC101389069	GUCY1B1	Gucyl1b3	LOC101388801	RAB11FIP1	Rab11fip1	LOC101389204
ALDH8A1	Aldh8a1	LOC101406868	GUCY2C	Gucy2c	LOC101403515	RAB11FIP2	Rab11fip2	LOC101394987
ALDH9A1	Aldh9a1	LOC101401038	GUCY2D	Gucy2e	LOC101396553	RAB11FIP3	Rab11fip3	LOC101400469
ALDOA	Aldoa	LOC101389557	GUCY2F	Gucy2f	LOC101394258	RAB11FIP4	Rab11fip4	LOC101393509
ALDOB	Aldob	LOC101396961	GUF1	Guf1	LOC101402648	RAB11FIP5	Rab11fip5	LOC101390932
ALDOC	Aldoc	LOC101396469	GUK1	Guk1	LOC101401713	RAB12	Rab12	LOC101399614
ALG1	Alg1	LOC101390088	GULP1	Gulp1	LOC101394052	RAB13	Rab13	LOC101398206
ALG11	Alg11	LOC101398290	GUSB	Gusb	LOC101390866	RAB14	Rab14	LOC101404950
ALG12	Alg12	LOC101405276	GXYLT1	Gxylt1	LOC101399035	RAB15	Rab15	LOC101403567
ALG13	Alg13	LOC101399083	GXYLT2	Gxylt2	LOC101387946	RAB17	Rab17	LOC101404020
ALG14	Alg14	LOC101400306	GYG1	Gyg	LOC101389243	RAB18	Rab18	LOC101396004
ALG2	Alg2	LOC101391810	GYS1	Gys1	LOC101398464	RAB19	Rab19	LOC101387383
ALG3	Alg3	LOC101393795	GYS2	Gys2	LOC101407710	RAB1A	Rab1a	LOC101387155
ALG5	Alg5	LOC101399319	GZF1	Gzf1	LOC101398475	RAB1B	Rab1b	LOC101393328
ALG6	Alg6	LOC101406551	GZMA	Gzma	LOC101399971	RAB20	Rab20	LOC101387439
ALG8	Alg8	LOC101387740	GZMB	Gzmb	LOC101388989	RAB21	Rab21	LOC101387409
ALG9	Alg9	LOC101396010	GZMK	Gzmk	LOC101399455	RAB22A	Rab22a	LOC101407516
ALK	Alk	LOC101394859	GZMM	Gzmm	LOC101393424	RAB23	Rab23	LOC101399110
ALKBH1	Alkbh1	LOC101396273	H1-0	H1f0	LOC101388605	RAB24	Rab24	LOC101403401
ALKBH2	Alkbh2	LOC101394913	H1-1	Hist1h1a	LOC101390071	RAB25	Rab25	LOC101401517
ALKBH3	Alkbh3	LOC101390595	H1-2	Hist1h1c	LOC101388759	RAB26	Rab26	LOC101387831
ALKBH4	Alkbh4	LOC101408093	H1-3	Hist1h1d	LOC101406804	RAB27A	Rab27a	LOC101389428
ALKBH5	Alkbh5	LOC101392369	H1-4	Hist1h1e	LOC106800113	RAB27B	Rab27b	LOC101398842
ALKBH6	Alkbh6	LOC101400290	H1-5	Hist1h1b	LOC101393181	RAB28	Rab28	LOC101409169
ALKBH7	Alkbh7	LOC101405988	H1-6	Hist1h1t	LOC106802122	RAB29	Rab29	LOC101397315
ALKBH8	Alkbh8	LOC101403916	H1-8	H1foo	LOC101401376	RAB2A	Rab2a	LOC101395779
ALLC	Allc	LOC101401688	H2AC15	Hist1h2ao	LOC101396946	RAB2B	Rab2b	LOC101397127
ALMS1	Alms1	LOC101403424	H2AC16	Hist1h2ak	LOC101395467	RAB30	Rab30	LOC101389725
ALOX12	Alox12	LOC101392370	H2AC17	Hist1h2ai	LOC101392408	RAB31	Rab31	LOC101399093
ALOX12B	Alox12b	LOC101395512	H2AC18	Hist2h2aa1	LOC106802770	RAB32	Rab32	LOC101396764
ALOX15	Alox15	LOC101392629	H2AC4	Hist1h2ab	LOC101408823	RAB33A	Rab33a	LOC101388958
ALOX5	Alox5	LOC101403323	H2AJ	H2afj	LOC101398038	RAB33B	Rab33b	LOC101398262
ALOX5AP	Alox5ap	LOC101392290	H2AW	Hist3h2a	LOC101400926	RAB34	Rab34	LOC101394657
ALOXE3	Aloxe3	LOC101395253	H2AX	H2afx	LOC101390484	RAB35	Rab35	LOC101395765
ALPI	Akp3	LOC101404356	H2AZ1	H2afz	LOC101396020	RAB36	Rab36	LOC101396956
ALPK1	Alpk1	LOC101397054	H2AZ2	H2afv	LOC101391869	RAB37	Rab37	LOC101408657
ALPK2	Alpk2	LOC101404267	H2BC1	Hist1h2ba	LOC101391843	RAB38	Rab38	LOC101399582
ALPK3	Alpk3	LOC101402450	H2BC14	Hist1h2bm	LOC101392142	RAB39A	Rab39	LOC101402434
ALPL	Alpl	LOC101395320	H2BC15	Hist1h2bq	LOC101396682	RAB39B	Rab39b	LOC101404429
ALS2	Als2	LOC101391647	H2BC17	Hist1h2bl	LOC101395204	RAB3A	Rab3a	LOC106800668
ALS2CL	Als2cl	LOC101405023	H2BC4	Hist1h2bc	LOC101387465	RAB3B	Rab3b	LOC101406229
ALX1	Alx1	LOC101399682	H3-3A	H3f3a	LOC101407986	RAB3C	Rab3c	LOC101407749
ALX3	Alx3	LOC101397028	H3-3B	H3f3b	LOC101397682	RAB3D	Rab3d	LOC101393352
ALX4	Alx4	LOC101391343	H3-4	Gm12260	LOC101405300	RAB3GAP1	Rab3gap1	LOC101387706
ALYREF	Alyref	LOC101403590	H3C1	Hist1h3a	LOC101389804	RAB3GAP2	Rab3gap2	LOC101396842
AMACR	Amacr	LOC101407224	H3C12	Hist1h3h	LOC106803747	RAB3IL1	Rab3il1	LOC101395357
AMBN	Ambn	LOC101387757	H3C13	Hist2h3b	LOC101404310	RAB3IP	Rab3ip	LOC101394823
AMBP	Ambp	LOC106800725	H3C4	Hist1h3d	LOC106800173	RAB40B	Rab40b	LOC101405085
AMBRA1	Ambra1	LOC101397192	H4-16	Hist4h4	LOC101397779	RAB40C	Rab40c	LOC101403607
AMD1	Amd1	LOC101397733	H4C1	Hist1h4a	LOC101389533	RAB42	Rab42	LOC101387537
AMDHD1	Amdhd1	LOC101389920	H4C11	Hist1h4n	LOC106803750	RAB43	Rab43	LOC101387867
AMDHD2	Amdhd2	LOC101406583	H4C4	Hist1h4d	LOC106802099	RAB44	Rab44	LOC101406378
AMELX	Amelx	LOC101408148	H6PD	H6pd	LOC101407407	RAB4A	Rab4a	LOC101393629

AMER1	Amer1	LOC101395974	HAAO	Haao	LOC101404312	RAB4B	Rab4b	LOC101397971
AMER2	Amer2	LOC101405529	HABP2	Habp2	LOC101387980	RAB5A	Rab5a	LOC101402918
AMER3	Amer3	LOC101405148	HABP4	Habp4	LOC101403623	RAB5B	Rab5b	LOC101396634
AMFR	Amfr	LOC101388167	HACD1	Hacd1	LOC101399285	RAB5C	Rab5c	LOC101400721
AMH	Amh	LOC101406168	HACD2	Hacd2	LOC101400948	RAB5IF	1110008F13F	LOC101408040
AMHR2	Amhr2	LOC101389364	HACD3	Hacd3	LOC101392056	RAB6A	Rab6a	LOC101394662
AMIGO1	Amigo1	LOC101402928	HACD4	Hacd4	LOC101402898	RAB6B	Rab6b	LOC101389562
AMIGO2	Amigo2	LOC101389017	HACE1	Hace1	LOC101406866	RAB7A	Rab7	LOC101400578
AMIGO3	Amigo3	LOC101405456	HACL1	Hacl1	LOC101398225	RAB7B	Rab7b	LOC101396525
AMMECR1	Ammecr1	LOC101395886	HADH	Hadh	LOC101404087	RAB8A	Rab8a	LOC101402770
AMMECR1L	Ammecr1l	LOC101402425	HADHA	Hadha	LOC101391774	RAB8B	Rab8b	LOC101404153
AMN	Amn	LOC101394664	HADHB	Hadhb	LOC101391356	RABAC1	Rabac1	LOC101406594
AMN1	Amn1	LOC101404768	HAGH	Hagh	LOC101392031	RABEP1	Rabep1	LOC101401237
AMOT	Amot	LOC101400296	HAGHL	Haghl	LOC101400732	RABEP2	Rabep2	LOC101405106
AMOTL1	Amotl1	LOC101395062	HAL	Hal	LOC101390353	RABEPK	Rabepk	LOC101402256
AMOTL2	Amotl2	LOC101389062	HAMP	Hamp	LOC101402132	RABGAP1	Rabgap1	LOC101397399
AMPD1	Ampd1	LOC101403627	HAND1	Hand1	LOC101391489	RABGAP1L	Rabgap1l	LOC101396268
AMPD2	Ampd2	LOC101401370	HAND2	Hand2	LOC101390504	RABGGTA	Rabggta	LOC101393511
AMPD3	Ampd3	LOC101394592	HAO1	Hao1	LOC101399747	RABGGTB	Rabggtb	LOC101399913
AMPH	Amph	LOC101399257	HAO2	Hao2	LOC101394607	RABIF	Rabif	LOC106803255
AMT	Amt	LOC101402835	HAP1	Hap1	LOC101406568	RABL3	Rab13	LOC101401341
AMTN	Amtn	LOC101402482	HAPLN1	Hapln1	LOC101399256	RABL6	Rab16	LOC101407593
AMY2B	Amy1	LOC101388985	HAPLN2	Hapln2	LOC101408415	RAC1	Rac1	LOC101402315
AMZ1	Amz1	LOC101395289	HAPLN3	Hapln3	LOC101400617	RAC2	Rac2	LOC101399513
AMZ2	Amz2	LOC101401156	HAPLN4	Hapln4	LOC101398249	RAC3	Rac3	LOC101400711
ANAPC1	Anapc1	LOC101392196	HARBI1	Harbi1	LOC101397607	RACGAP1	Racgap1	LOC101407689
ANAPC10	Anapc10	LOC101395036	HARS2	Hars2	LOC101390532	RACK1	Rack1	LOC101387875
ANAPC11	Anapc11	LOC101398964	HAS1	Has1	LOC101395623	RAD1	Rad1	LOC101399711
ANAPC13	Anapc13	LOC101388789	HAS2	Has2	LOC101401751	RAD17	Rad17	LOC101398157
ANAPC15	Anapc15	LOC101388951	HAS3	Has3	LOC101401753	RAD18	Rad18	LOC101401546
ANAPC16	Anapc16	LOC101397158	HAT1	Hat1	LOC101396187	RAD21	Rad21	LOC101405768
ANAPC2	Anapc2	LOC101390218	HAUS1	Haus1	LOC101407040	RAD23A	Rad23a	LOC101407032
ANAPC4	Anapc4	LOC101407961	HAUS2	Haus2	LOC101404525	RAD23B	Rad23b	LOC101406523
ANAPC5	Anapc5	LOC101403500	HAUS3	Haus3	LOC101396379	RAD50	Rad50	LOC101401278
ANAPC7	Anapc7	LOC101400875	HAUS4	Haus4	LOC101408608	RAD51	Rad51	LOC101392411
ANG	Ang	LOC101404780	HAUS5	Haus5	LOC101390014	RAD51AP1	Rad51ap1	LOC101388698
ANGEL1	Angel1	LOC101392161	HAUS6	Haus6	LOC101405353	RAD51AP2	Rad51ap2	LOC101400824
ANGEL2	Angel2	LOC101391563	HAUS7	Haus7	LOC101398244	RAD51B	Rad51b	LOC101387798
ANGPT1	Angpt1	LOC101396545	HAUS8	Haus8	LOC101403736	RAD51C	Rad51c	LOC101387392
ANGPT2	Angpt2	LOC101398987	HAVCR1	Havcr1	LOC101389363	RAD51D	Rad51d	LOC101402240
ANGPT4	Angpt4	LOC101396818	HAVCR2	Havcr2	LOC101389112	RAD52	Rad52	LOC101395876
ANGPTL1	Angptl1	LOC101391819	HAX1	Hax1	LOC101404220	RAD54L	Rad54l	LOC101400574
ANGPTL2	Angptl2	LOC101406701	HBB	Hbb-bt	LOC101391184	RAD54L2	Rad54l2	LOC101395030
ANGPTL3	Angptl3	LOC101405610	HBD	Hbb-bs	LOC101390926	RAD9A	Rad9a	LOC101405006
ANGPTL4	Angptl4	LOC101403293	HBE1	Hbb-y	LOC101390420	RAD9B	Rad9b	LOC101398357
ANGPTL6	Angptl6	LOC101402573	HBEGF	Hbegf	LOC101396245	RADIL	Radil	LOC101393680
ANGPTL7	Angptl7	LOC101391824	HBP1	Hbp1	LOC101405015	RADX	D330045A20I	LOC101408775
ANGPTL8	Angptl8	LOC101392854	HBQ1	Hbq1a	LOC101401775	RAE1	Rae1	LOC101406299
ANK1	Ank1	LOC101390195	HBS1L	Hbs1l	LOC101407473	RAF1	Raf1	LOC101387524
ANK2	Ank2	LOC101395920	HCAR1	Hcar1	LOC101402018	RAG1	Rag1	LOC101393157
ANK3	Ank3	LOC101399384	HCAR2	Hcar2	LOC101401746	RAI1	Rai1	LOC101390758
ANKAR	Ankar	LOC101396531	HCCS	Hccs	LOC101407429	RAI14	Rai14	LOC101399104
ANKDD1A	Ankdd1a	LOC101387780	HCFC1	Hcfc1	LOC101390637	RAI2	Rai2	LOC101399925
ANKDD1B	Ankdd1b	LOC101399258	HCFC1R1	Hcfc1r1	LOC101403436	RALA	Rala	LOC101396503

ANKEF1	Ankef1	LOC101397341	HCFC2	Hcfc2	LOC101405631	RALB	Ralb	LOC101395745
ANKFN1	Ankfn1	LOC101401161	HCK	Hck	LOC101389855	RALBP1	Ralbp1	LOC101397724
ANKFY1	Ankfy1	LOC101387472	HCLS1	Hcls1	LOC101400015	RALGAPA1	Ralgapa1	LOC101388774
ANKH	Ank	LOC101402522	HCN1	Hcn1	LOC101395481	RALGAPA2	Ralgapa2	LOC101399830
ANKHD1	Ankhd1	LOC101394262	HCN2	Hcn2	LOC101392844	RALGAPB	Ralgapb	LOC101401410
ANKIB1	Ankib1	LOC101398113	HCN3	Hcn3	LOC101393997	RALGDS	Ralgds	LOC101395486
ANKK1	Ankk1	LOC101390485	HCN4	Hcn4	LOC101408958	RALGPS1	Ralgps1	LOC101406962
ANKLE1	Ankle1	LOC101403207	HCRT	Hcrt	LOC101400185	RALGPS2	Ralgps2	LOC101391397
ANKLE2	Ankle2	LOC101407779	HCRTTR1	Hcrttr1	LOC101394716	RALY	Raly	LOC101404527
ANKMY1	Ankmy1	LOC101387207	HCRTTR2	Hcrttr2	LOC101401731	RALYL	Ralyl	LOC101396246
ANKMY2	Ankmy2	LOC101393726	HCST	Hcst	LOC101397452	RAMAC	Fam103a1	LOC101391501
ANKRA2	Ankra2	LOC101393503	HDAC1	Hdac1	LOC101400339	RAMP2	Ramp2	LOC101392452
ANKRD1	Ankrd1	LOC101392267	HDAC10	Hdac10	LOC101401616	RAMP3	Ramp3	LOC101393664
ANKRD10	Ankrd10	LOC101387963	HDAC11	Hdac11	LOC101388383	RAN	Ran	LOC101399037
ANKRD11	Ankrd11	LOC101406666	HDAC2	Hdac2	LOC101402940	RANBP1	Ranbp1	LOC101405574
ANKRD12	Ankrd12	LOC101398235	HDAC3	Hdac3	LOC101407119	RANBP10	Ranbp10	LOC101394306
ANKRD13A	Ankrd13a	LOC101399564	HDAC4	Hdac4	LOC101408809	RANBP17	Ranbp17	LOC101394820
ANKRD13B	Ankrd13b	LOC101388855	HDAC5	Hdac5	LOC101390999	RANBP2	Ranbp2	LOC101393996
ANKRD13C	Ankrd13c	LOC101394733	HDAC6	Hdac6	LOC101397187	RANBP3	Ranbp3	LOC101407459
ANKRD13D	Ankrd13d	LOC101403957	HDAC7	Hdac7	LOC101390409	RANBP3L	Ranbp3l	LOC101405142
ANKRD16	Ankrd16	LOC101402952	HDAC8	Hdac8	LOC101398714	RANBP6	Ranbp6	LOC101392899
ANKRD17	Ankrd17	LOC101391877	HDAC9	Hdac9	LOC101406164	RANBP9	Ranbp9	LOC101404465
ANKRD2	Ankrd2	LOC101391916	HDC	Hdc	LOC101403990	RANGAP1	Rangap1	LOC101403959
ANKRD22	Ankrd22	LOC101396845	HDDC2	Hddc2	LOC101393187	RANGRF	Rangrf	LOC101392282
ANKRD23	Ankrd23	LOC101400188	HDDC3	Hddc3	LOC101408399	RAP1A	Rap1a	LOC101390622
ANKRD24	Ankrd24	LOC101399610	HDGF	Hdgf	LOC101388182	RAP1B	Rap1b	LOC101390066
ANKRD26	Ankrd26	LOC101401040	HDHD2	Hdhd2	LOC101388814	RAP1GAP	Rap1gap	LOC101395918
ANKRD27	Ankrd27	LOC101407110	HDHD5	Cecr5	LOC101391105	RAP1GAP2	Rap1gap2	LOC101397180
ANKRD28	Ankrd28	LOC101398906	HDLBP	Hdlbp	LOC101389598	RAP1GDS1	Rap1gds1	LOC101403409
ANKRD29	Ankrd29	LOC101389848	HDX	Hdx	LOC101395008	RAP2A	Rap2a	LOC101397742
ANKRD31	Ankrd31	LOC101399529	HEATR1	Heatr1	LOC101395424	RAP2B	Rap2b	LOC101406256
ANKRD33	Ankrd33	LOC101396982	HEATR3	Heatr3	LOC101402447	RAP2C	Rap2c	LOC101407095
ANKRD33B	Ankrd33b	LOC101404017	HEATR4	Heatr4	LOC101389787	RAPGEF1	Rapgef1	LOC101405589
ANKRD34C	Ankrd34c	LOC101388127	HEATR5A	Heatr5a	LOC101405126	RAPGEF2	Rapgef2	LOC101394442
ANKRD35	Ankrd35	LOC101387261	HEATR5B	Heatr5b	LOC101407724	RAPGEF3	Rapgef3	LOC101390144
ANKRD37	Ankrd37	LOC101408300	HEATR6	Heatr6	LOC101401162	RAPGEF4	Rapgef4	LOC101394633
ANKRD39	Ankrd39	LOC101403080	HEATR9	Heatr9	LOC101396825	RAPGEF5	Rapgef5	LOC101402560
ANKRD40	Ankrd40	LOC101394236	HEBP1	Hebp1	LOC101395701	RAPGEF6	Rapgef6	LOC101405460
ANKRD42	Ankrd42	LOC101390583	HEBP2	Hebp2	LOC101388553	RAPGEFL1	Rapgef1l	LOC101396561
ANKRD44	Ankrd44	LOC101403755	HECA	Heca	LOC101396947	RAPH1	Raph1	LOC101394814
ANKRD46	Ankrd46	LOC101408649	HECTD1	Hectd1	LOC101405380	RAPSN	Rapsn	LOC101405964
ANKRD49	Ankrd49	LOC101396275	HECTD2	Hectd2	LOC101392946	RARA	Rara	LOC101395083
ANKRD50	Ankrd50	LOC101405597	HECTD3	Hectd3	LOC101393268	RARB	Rarb	LOC101406681
ANKRD52	Ankrd52	LOC101401223	HECTD4	Gm15800	LOC101399127	RARG	Rarg	LOC101407690
ANKRD53	Ankrd53	LOC101403951	HECW1	Hecw1	LOC101407803	RARRES1	Rarres1	LOC101397628
ANKRD54	Ankrd54	LOC101388696	HECW2	Hecw2	LOC101402957	RARRES2	Rarres2	LOC101391172
ANKRD55	Ankrd55	LOC101404079	HEG1	Heg1	LOC101403909	RARS2	Rars2	LOC101393276
ANKRD6	Ankrd6	LOC101396954	HELB	Helb	LOC101387304	RASA1	Rasa1	LOC101398323
ANKRD60	Ankrd60	LOC101408041	HELLS	Hells	LOC101401924	RASA2	Rasa2	LOC101398985
ANKRD61	Ankrd61	LOC106803618	HELQ	Helq	LOC101397170	RASA3	Rasa3	LOC101392249
ANKRD66	Ankrd66	LOC101398754	HELT	Helt	LOC101406541	RASA4B	Rasa4	LOC101406949
ANKRD7	Ankrd7	LOC101402561	HELZ	Helz	LOC101398028	RASAL1	Rasal1	LOC101392882
ANKS1A	Anks1	LOC101389778	HELZ2	Helz2	LOC101402528	RASAL2	Rasal2	LOC101392527
ANKS1B	Anks1b	LOC101395103	HEMGN	Hemgn	LOC101398341	RASAL3	Rasal3	LOC101396168

ANKS3	Anks3	LOC101392714	HEMK1	Hemk1	LOC101393340	RASD1	Rasd1	LOC101389897
ANKS4B	Anks4b	LOC101396344	HENMT1	Henmt1	LOC101408352	RASD2	Rasd2	LOC101393584
ANKS6	Anks6	LOC101391054	HEPACAM	Hepacam	LOC101395363	RASEF	Rasef	LOC101403794
ANKUB1	Ankub1	LOC101388624	HEPACAM2	Hepacam2	LOC101400085	RASGEF1A	Rasgef1a	LOC101401155
ANKZF1	Ankzf1	LOC101393544	HEPH	Heph	LOC101392727	RASGEF1B	Rasgef1b	LOC101392009
ANLN	Anln	LOC101398903	HEPHL1	Heph1	LOC101397574	RASGEF1C	Rasgef1c	LOC101392002
ANO1	Ano1	LOC101391373	HERC1	Herc1	LOC101405575	RASGRF1	Rasgrf1	LOC101387864
ANO10	Ano10	LOC101396591	HERC2	Herc2	LOC101392594	RASGRF2	Rasgrf2	LOC101403188
ANO2	Ano2	LOC101408758	HERC3	Herc3	LOC101407256	RASGRP1	Rasgrp1	LOC101409122
ANO3	Ano3	LOC101396756	HERC4	Herc4	LOC101391730	RASGRP2	Rasgrp2	LOC101396130
ANO4	Ano4	LOC101399159	HERC6	Herc6	LOC101402608	RASGRP3	Rasgrp3	LOC101387495
ANO5	Ano5	LOC101395797	HERPUD1	Herpud1	LOC101391661	RASGRP4	Rasgrp4	LOC101403014
ANO6	Ano6	LOC101387555	HERPUD2	Herpud2	LOC101400118	RASIP1	Rasip1	LOC101399951
ANO7	Ano7	LOC101389357	HES1	Hes1	LOC101394627	RASL10A	Rasl10a	LOC101405077
ANO8	Ano8	LOC101402943	HES2	Hes2	LOC101402003	RASL10B	Rasl10b	LOC101403776
ANO9	Ano9	LOC101406496	HES3	Hes3	LOC101401311	RASL11A	Rasl11a	LOC101408489
ANP32A	Anp32a	LOC101400671	HES5	Hes5	LOC101398673	RASL11B	Rasl11b	LOC101389162
ANP32B	Anp32b	LOC101398586	HES7	Hes7	LOC101394834	RASL12	Rasl12	LOC101389255
ANP32E	Anp32e	LOC101389042	HESX1	Hesx1	LOC101392220	RASSF1	Rassf1	LOC101390702
ANPEP	Anpep	LOC101403675	HEXA	Hexa	LOC101407925	RASSF10	Rassf10	LOC101398556
ANTKMT	Fam173a	LOC101399417	HEXB	Hexb	LOC101400305	RASSF2	Rassf2	LOC101403331
ANTXR1	Antxr1	LOC101403247	HEXD	Hexdc	LOC101403679	RASSF3	Rassf3	LOC101407777
ANTXR2	Antxr2	LOC101390241	HEXIM1	Hexim1	LOC101400263	RASSF4	Rassf4	LOC101398116
ANXA1	Anxa1	LOC101387754	HEXIM2	Hexim2	LOC101407622	RASSF5	Rassf5	LOC101394545
ANXA10	Anxa10	LOC101407526	HEY1	Hey1	LOC101407410	RASSF6	Rassf6	LOC101392837
ANXA11	Anxa11	LOC101396712	HEY2	Hey2	LOC101393434	RASSF7	Rassf7	LOC101394776
ANXA13	Anxa13	LOC101397584	HEYL	Heyl	LOC101404013	RASSF8	Rassf8	LOC101391339
ANXA2	Anxa2	LOC101399619	HFE	Hfe	LOC101407879	RASSF9	Rassf9	LOC101399938
ANXA3	Anxa3	LOC101388941	HFM1	Hfm1	LOC101389667	RAVER1	Raver1	LOC101388041
ANXA4	Anxa4	LOC101401767	HGD	Hgd	LOC101401610	RAVER2	Raver2	LOC101393983
ANXA5	Anxa5	LOC101388235	HGF	Hgf	LOC101387216	RAX	Rax	LOC101406698
ANXA6	Anxa6	LOC101397060	HGFAC	Hgfac	LOC101399915	RB1	Rb1	LOC101390253
ANXA7	Anxa7	LOC101392164	HGH1	Hgh1	LOC101403554	RB1CC1	Rb1cc1	LOC101387659
ANXA8L1	Anxa8	LOC101388500	HGS	Hgs	LOC101396551	RBBP4	Rbbp4	LOC101402692
ANXA9	Anxa9	LOC101396036	HGSNAT	Hgsnat	LOC101400836	RBBP5	Rbbp5	LOC101400158
AOAH	Aoah	LOC101398460	HHAT	Hhat	LOC101406379	RBBP6	Rbbp6	LOC101406767
AOC1	Aoc1	LOC101389210	HHATL	Hhatl	LOC101394015	RBBP7	Rbbp7	LOC101398880
AOC2	Aoc2	LOC101390162	HHEX	Hhex	LOC101396103	RBBP8	Rbbp8	LOC101388720
AOPEP	201011101R	LOC101393259	HHIP	Hhip	LOC101394519	RBBP8NL	Rbbp8nl	LOC101404640
AOX1	Aox1	LOC106800147	HHIPL1	Hhipl1	LOC101387653	RBBP9	Rbbp9	LOC101387476
AP1AR	Ap1ar	LOC101397572	HHIPL2	Hhipl2	LOC101403970	RBCK1	Rbck1	LOC101398440
AP1B1	Ap1b1	LOC101390916	HHLA1	Hhla1	LOC101391078	RBFA	Rbfa	LOC101391390
AP1G1	Ap1g1	LOC101387219	HIBADH	Hibadh	LOC101391444	RBFOX1	Rbfox1	LOC101389147
AP1G2	Ap1g2	LOC101401454	HIBCH	Hibch	LOC101398423	RBFOX2	Rbfox2	LOC101394093
AP1M1	Ap1m1	LOC101400587	HIC1	Hic1	LOC101400004	RBFOX3	Rbfox3	LOC101390757
AP1M2	Ap1m2	LOC101390202	HID1	Hid1	LOC101390153	RBIS	1810022K09F	LOC101395548
AP1S1	Ap1s1	LOC101389325	HIF1A	Hif1a	LOC101396970	RBKS	Rbks	LOC101397956
AP1S2	Ap1s2	LOC101396997	HIF1AN	Hif1an	LOC101401832	RBL1	Rbl1	LOC101404973
AP1S3	Ap1s3	LOC101403830	HIF3A	Hif3a	LOC101402650	RBL2	Rbl2	LOC101404980
AP2A1	Ap2a1	LOC101408941	HIGD1A	Higd1a	LOC101394511	RBM10	Rbm10	LOC101393824
AP2A2	Ap2a2	LOC101408344	HIGD1B	Higd1b	LOC101397074	RBM11	Rbm11	LOC101398065
AP2B1	Ap2b1	LOC101404039	HIGD2A	Higd2a	LOC101408297	RBM14	Rbm14	LOC106799922
AP2M1	Ap2m1	LOC101393201	HILPDA	Hilpda	LOC101399431	RBM15	Rbm15	LOC101396070
AP2S1	Ap2s1	LOC101404599	HINFP	Hinfp	LOC101389354	RBM15B	Rbm15b	LOC101394350

AP3B1	Ap3b1	LOC101408950	HINT1	Hint1	LOC101407120	RBM17	Rbm17	LOC101402002
AP3B2	Ap3b2	LOC101390576	HINT2	Hint2	LOC101394707	RBM18	Rbm18	LOC101408278
AP3D1	Ap3d1	LOC101406604	HINT3	Hint3	LOC101403375	RBM19	Rbm19	LOC101390492
AP3M1	Ap3m1	LOC101408027	HIP1	Hip1	LOC101403630	RBM20	Rbm20	LOC101406637
AP3M2	Ap3m2	LOC101391622	HIP1R	Hip1r	LOC101402527	RBM22	Rbm22	LOC101398510
AP3S1	Ap3s1	LOC101397461	HIPK1	Hipk1	LOC101405568	RBM24	Rbm24	LOC101401594
AP3S2	Ap3s2	LOC106799937	HIPK2	Hipk2	LOC101388161	RBM25	Rbm25	LOC101398098
AP4B1	Ap4b1	LOC101405827	HIPK3	Hipk3	LOC101402726	RBM26	Rbm26	LOC101391471
AP4E1	Ap4e1	LOC101406692	HIPK4	Hipk4	LOC101394694	RBM27	Rbm27	LOC101399697
AP4M1	Ap4m1	LOC101390460	HIRA	Hira	LOC101395555	RBM28	Rbm28	LOC101397709
AP4S1	Ap4s1	LOC101406094	HIRIP3	Hirip3	LOC101391111	RBM3	Rbm3	LOC101390589
AP5B1	Ap5b1	LOC101408847	HIVEP1	Hivep1	LOC101406462	RBM33	Rbm33	LOC101405871
AP5M1	Ap5m1	LOC101389784	HIVEP2	Hivep2	LOC101393597	RBM34	Rbm34	LOC101391664
AP5S1	Ap5s1	LOC101405781	HIVEP3	Hivep3	LOC101402575	RBM38	Rbm38	LOC101406033
AP5Z1	Ap5z1	LOC101393936	HJURP	Hjurp	LOC101406197	RBM39	Rbm39	LOC101389612
APAF1	Apaf1	LOC101394006	HJV	Hfe2	LOC101407385	RBM4	Rbm4	LOC101399413
APBA1	Apba1	LOC101390365	HK1	Hk1	LOC101406635	RBM41	Rbm41	LOC101388449
APBA2	Apba2	LOC101387989	HK2	Hk2	LOC101403784	RBM42	Rbm42	LOC101398902
APBA3	Apba3	LOC101400658	HK3	Hk3	LOC101405072	RBM44	Rbm44	LOC101404887
APBB1	Apbb1	LOC101396577	HKDC1	Hkdc1	LOC101406888	RBM45	Rbm45	LOC101404961
APBB1IP	Apbb1ip	LOC101400336	HLA-A	2410137M14I	LOC101398669	RBM46	Rbm46	LOC101387266
APBB2	Apbb2	LOC101397961	HLA-C	H2-Q10	LOC101402588	RBM47	Rbm47	LOC101397112
APBB3	Apbb3	LOC101393261	HLA-DMA	H2-DMa	LOC101402777	RBM48	Rbm48	LOC101398870
APC	Apc	LOC101402660	HLA-DOA	H2-Oa	LOC101401908	RBM4B	Rbm4b	LOC101401083
APC2	Apc2	LOC101409031	HLA-DOB	H2-Ob	LOC101404085	RBM5	Rbm5	LOC101409029
APCDD1	Apcdd1	LOC101396774	HLA-DQA1	H2-Aa	LOC101406278	RBM6	Rbm6	LOC101408777
APCS	Apcs	LOC101407391	HLA-DQB1	H2-Ab1	LOC101405854	RBM7	Rbm7	LOC101409150
APEH	Apeh	LOC101404244	HLA-DRA	H2-Ea-ps	LOC101406780	RBM8A	Rbm8a	LOC101408441
APELA	Apela	LOC106802309	HLA-DRB5	H2-Eb2	LOC101406527	RBMS1	Rbms1	LOC101394059
APEX1	Apex1	LOC101406255	HLCS	Hlcs	LOC101389978	RBMS2	Rbms2	LOC101406204
APEX2	Apex2	LOC101400678	HLF	Hlf	LOC101399668	RBMS3	Rbms3	LOC101388113
APH1A	Aph1a	LOC101389818	HLTF	Hltf	LOC101391368	RBMX	RbmX	LOC101403273
APH1B	Aph1c	LOC101404417	HLX	Hlx	LOC101398315	RBMX2	RbmX2	LOC101388011
API5	Api5	LOC101389141	HM13	H13	LOC101393107	RBP1	Rbp1	LOC101392046
APIP	Apip	LOC101406920	HMBX1	Hmbx1	LOC101397182	RBP2	Rbp2	LOC101392319
APLF	Ap1f	LOC101405266	HMBS	Hmbs	LOC101390738	RBP3	Rbp3	LOC101405951
APLN	Ap1n	LOC101392299	HMCES	Hmces	LOC101394864	RBP4	Rbp4	LOC101398945
APLNR	Ap1nr	LOC101387162	HMCN1	Hmcn1	LOC101396524	RBP7	Rbp7	LOC101403913
APLP1	Ap1p1	LOC101398638	HMCN2	Hmcn2	LOC101387117	RBPJ	Rbpj	LOC101387180
APLP2	Ap1p2	LOC101406836	HMG20A	Hmg20a	LOC101401285	RBPJL	Rbpjl	LOC101388493
APMAP	Apmap	LOC101395469	HMG20B	Hmg20b	LOC101399089	RBPMS	Rbpms	LOC101402874
APOA1	Apoa1	LOC101405070	HMGA1	Hmga1	LOC101393118	RBPMS2	Rbpms2	LOC101387518
APOA2	Apoa2	LOC101397990	HMGA2	Hmga2	LOC101408986	RBSN	Rbsn	LOC101395556
APOA4	Apoa4	LOC101405601	HMGB1	Hmgb1	LOC101391431	RBX1	Rbx1	LOC101402902
APOA5	Apoa5	LOC101405863	HMGB2	Hmgb2	LOC101389809	RC3H1	Rc3h1	LOC101398092
APOB	Apob	LOC101399516	HMGB3	Hmgb3	LOC101395736	RC3H2	Rc3h2	LOC101396881
APOBEC1	Apobec1	LOC101389643	HMGCL	Hmgcl	LOC101405493	RCAN1	Rcan1	LOC101387381
APOBEC2	Apobec2	LOC101396433	HMGCLL1	Hmgcll1	LOC101401305	RCAN2	Rcan2	LOC101391905
APOBEC4	Apobec4	LOC101399979	HMGCR	Hmgcr	LOC101391127	RCAN3	Rcan3	LOC101408468
APOBR	Apobr	LOC101398141	HMGCS1	Hmgcs1	LOC101393020	RCBTB1	Rcbtb1	LOC101392892
APOC3	Apoc3	LOC101405331	HMGCS2	Hmgcs2	LOC101393425	RCBTB2	Rcbtb2	LOC101390761
APOC4	Apoc4	LOC101393414	HMGN2	Hmgn2	LOC101395838	RCC1	Rcc1	LOC101408469
APOD	Apod	LOC101392154	HMGN3	Hmgn3	LOC101403553	RCC2	Rcc2	LOC101388565
APOE	Apoe	LOC101406349	HMGN5	Hmgn5	LOC101393103	RCCD1	Rccd1	LOC101407878

How the deposited data were processed for this re-analysis (not part of the article)

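The study sequenced the RNA of white rhinoceros pluripotent cells, preinduced cells, and PGCLCs in 26 libraries, 2 for each of 13 groups. SWR groups were SWR-ESCs, preinduced cells, and day 4 OGBT double-positive cells (GK15 + BLSEYWi), day 4 OGBT double-positive cells with exogenous SOX17, the same 3 stages under the advanced condition, and day 6, d6c8, and d6c32 PGCLCs. NWR groups were NWR-iPSCs, preinduced cells, and day 4 PGCLCs. The authors made the TPM values before they deposited them, from reads trimmed with fastp and mapped with STAR to the SWR genome for both animals, with levels from RSEM; the labels give no version of STAR or RSEM. For their DEGs, the authors used edgeR on counts, which were not used here.

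The deposited table holds TPM of 15255 genes under human symbols. No column was left out. In all, 303 genes were at 0 in every library, and 8.25% to 12.88% of genes were at 0 in a library. Between 9767 and 10458 genes per library were above 2 on the log2(TPM + 1) scale, and the 11688 genes above it in at least 1 library were kept. Depth per library cannot be read from TPM, so the precision of a low value is unknown and no count model was used. No reference genome was used here. Names were checked through the rhinoceros identifiers of table S4 of the paper: 15164 genes of the table were found there, 15052 identifiers were in the RefSeq gene table, 14474 of them with a symbol, and 14069 (97.2%) had the same symbol as the table.

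Tests used limma 3.58.1 in R 4.3.3 on log2(TPM + 1) with a trend in the variance and a single fit of group means (13 residual degrees of freedom, prior degrees of freedom 7.34), with p adjusted by Benjamini and Hochberg over all tested genes. Tables were read with data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. A gene changed where its adjusted p was under 0.05, and DEGs were defined with the authors' thresholds put on this scale (adjusted p under 0.001, log2 fold change beyond 2, level above 4). Counts of genes changed at least 2-fold were added after the data were seen, since the close duplicates let small changes pass. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.333, so the p-values rest on the spread pooled over groups. The named genes were the 10 with the largest change in each direction, among those with an adjusted p under 0.05, a level above 4, no overlap between libraries of the groups, and a gene name, together with the genes the paper names; other members of lists were chosen after their values were seen. The fit was tested on simulated data with 200 changed genes of 11688, drawn only from genes with a mean log2(TPM + 1) above 4. Noise was normal and independent between genes. Of the changed genes, 88% were recovered at a log2 fold change of 0.5 and 100% at 1, 2.5, and 3. In the same data, 7 unchanged genes were called and none was called a DEG. Recovery of genes at lower levels was not measured.

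The gene lists were fixed before the data were examined, as were the comparisons and the alternatives unless stated. They were early PGC specification, late germ cell, core, primed, and naive pluripotency, primitive streak and nascent mesoderm, BMP, WNT, FGF and ERK, Nodal and activin, FOXO, and p53 targets, amnion and trophectoderm, endoderm, endothelial and blood, neural ectoderm, fibroblast and feeder, DNA methylation, histone H3K9 and H3K27 methylation, cAMP response, interferon response, heat shock, glycolysis and hypoxia, cholesterol synthesis, cell division, DNA replication, amino acid stress response, imprinted genes, and the surface proteins considered by the paper. Lists can share genes. Each list was counted with p adjusted over all tested genes and over the list alone. It was set against all other genes with camera in limma, at the preset correlation between genes of 0.01 and with an estimated correlation. PCA and Ward's clustering on 1 minus Pearson's r used log2(TPM + 1) of genes expressed in the libraries of each set. SWR-PC1/2 genes were those beyond 3 SDs. The alternatives were a pseudocount of 0.1 or 5, no filter, a filter at 10 TPM in 2 libraries, median-of-ratios and quantile normalization, no trend, the replicate number as a block, a fit of only the groups compared, other level thresholds, scaled genes in PCA, and leaving out each library.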

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

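The tests of explanations in this part were chosen only after the result was seen. For the change from pluripotent cells to PGCLCs, the difference between NWR and SWR passed limma's test of that difference for 28 genes that are named here. On the log2 scale it was 5.95 for CCN3, 4.94 for PLAC8, 4.29 for PTGS2, 4.02 for HBEGF, 3.94 for TRH, 3.91 for MSI1, 3.91 for SOX2, 3.85 for EFHD1, 3.83 for DNMT3B, and 3.63 for USP18. It was -5.52 for CER1, -4.08 for LEFTY2, -4.05 for WNT3, -3.79 for TBXT, -3.48 for TDGF1, -3.25 for SERPINE1, -3.19 for PITX2, -3.14 for FGF17, -2.91 for ADM, and -2.81 for MMP2. Among genes the paper names, it was -0.36 for POU5F1, -0.53 for NANOG, 1.19 for KLF4, -1.5 for PRDM14, -1.02 for PRDM1, -1.42 for SOX17, 0.77 for TFAP2C, and -2.63 for NANOS3. Over lists, its median was 0.96 for naive pluripotency and 2.38 for the interferon response. Line, reprogramming, and BMP4 in the induction all differ between these groups.

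The interferon response and the Nodal and activin targets moved in comparisons where the paper does not discuss them. The median log2 fold change of the interferon response list was 2.44 in day 4 OGBT double-positive cells against preinduced cells. It was -1.8 in SWR-PGCLCs of aRK10 + BLSEYF2i against GK15 + BLSEYWi. For Nodal and activin targets, the median was 0.84 in the same comparison of media.

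In NWR against SWR day 4 PGCLCs, the interferon response list had a median log2 fold change of 2.19 over 20 tested genes. No such difference between the lines was seen at earlier stages, with medians of -0.19 among pluripotent cells and 0.15 among preinduced cells. List levels were low there, at 2.77 TPM in SWR-ESCs with activin A and 2.28 TPM in NWR-iPSCs. Preinduced cells were at 1.58 TPM in SWR and 1.93 TPM in NWR. A difference between the lines could hardly show at these levels, so the test cannot exclude it. For RNA of fibroblasts or feeder cells, 0 of 17 tested members of that list were 2-fold higher in NWR PGCLCs. Some members were abundant in both, with COL1A2 at 423 TPM in NWR PGCLCs and 770 TPM in SWR-PGCLCs. A small share of such RNA need not double any member, so the test cannot exclude it. The absence of BMP4 stays open. SWR PGCLCs induced with BMP4 in GK15 + BLSEYWi had 0.87 of the NWR level, and those in aRK10 + BLSEYF2i had 0.21. These SWR PGCLCs have no counterpart without BMP4, so the shares do not show whether BMP4 lowers these genes. NWR PGCLCs with BMP4 would part BMP4 from the line.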

How the results depend on the processing

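No call of a named gene reversed direction. The counts of genes at least 2-fold changed, the counts of list genes under other scalings, and the early PGC medians without PRDM1 were added after the data were seen; all other settings were planned. The 14 counts of changed genes stayed within 1.5 times under every setting, at most 1.42 times on leaving out a library. DEG counts moved with a pseudocount of 5, which shrinks fold changes at low levels, to 10 (exogenous SOX17), 7 (aRK10 + BLSEYF2i against GK15 + BLSEYWi), 44 (d6c8 against day 6), 37 (d6c32 against d6c8), and 48 (NWR against SWR PGCLCs). With no level threshold, which admits more genes, they were 2.5e2 (preinduced cells; 168 up-regulated and 78 down-regulated), 919 (OGBT double-positive against preinduced cells), 36 (exogenous SOX17), 39 (aRK10 + BLSEYF2i against GK15 + BLSEYWi), 141 (d6c8 against day 6), 118 (d6c32 against d6c8), 45 (NWR-iPSCs against SWR-ESCs), and 181 (NWR against SWR PGCLCs). Leaving out 1 library moved 1 of 32 total DEG counts: d6c32 against d6c8 ranged from 35 (without d6c32 replicate 2) to 69; the cause was not tested. Of 64 counts by direction it moved 9: higher with exogenous SOX17, 11 to 7, and lower, 8 to 4 or 3; lower in aRK10 + BLSEYF2i, 9 to 5; higher in d6c8, 26 to 15; and in d6c32 higher, 53 to 31, and lower, 4 to 1, 2, or 8. In these fits the lone library is assumed to vary like the other groups. Other settings moved DEG counts by at most 1.42 times. Depth, unknown here, limits what low values can show.

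Genes scaled to unit variance lowered the share of PC1 to 62.9% (Fig. 2D), 51.5% (fig. S5B), 44% (Fig. 5G), and 46.2% (Fig. 6E) and gave PC2 20.5% in Fig. 5G, since genes of low variance then weigh as much as others; by construction, 0 genes then passed as SWR-PC1/2 genes. On leaving out 1 library, PC1 and PC2 ranged from 67.4% to 83.1% and 15.5% to 30.9% (Fig. 2D), 66.3% to 71.9% and 17.3% to 22.7% (fig. S5B), 58.6% to 65.1% and 13.4% to 20.2% (Fig. 5G), and 57.5% to 63.4% and 18.4% to 24.1% (Fig. 6E); SWR-PC1/2 genes ranged from 462 to 469.

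Of 89 list calls by camera over 9 comparisons, 20 held with an estimated correlation; lists have few genes, and their correlation was estimated from 2 libraries per group. Named genes gave 534 values per setting unless another number is given. With the filter at 10 TPM they gave 531, and every call stayed the same. Weaker and stronger calls numbered 2 and 2 with a pseudocount of 0.1, 1 and 2 with 5, 1 and 0 with no filter, 3 and 2 with median-of-ratios factors, 3 and 1 with quantile normalization, 1 and 0 without the trend, 0 and 6 of 526 in fits of only the groups compared, and 24 and 2 of 2248 on leaving out 1 library. The share of changed genes that were higher moved from 34.9% to 51.5% (median-of-ratios) and 50% (quantile) for aRK10 + BLSEYF2i against GK15 + BLSEYWi, and from 68.1% to 47.1% and 46.3% for day 6 against day 4 PGCLCs, so neither share is a result.

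With the replicate number as a block (replicate block), the counts of changed genes moved by about 1% at most and no call of a named gene changed; for example, the DEGs of preinduced cells against SWR-ESCs numbered 127. Deviations of same-numbered libraries correlated at -0.114 to 0.121 (median 0.003, 2 of 78 pairs of groups above 0.1), so the numbers do not pair the libraries.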

Differences from the paper's values

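Of DEGs lower with exogenous SOX17 than with cytokines, the paper shows about 4 in Fig. 3C, read by eye, and 8 were found here at its thresholds put on log2(TPM + 1). Counts over 1.5 times apart were taken to differ, and 6 lies at that limit. Among alternatives set before the data were examined, the values no longer differ with a pseudocount of 0.1 (6) or 5 (3) and without cytokine (GK15) replicate 1 (4) or replicate 2 (3). They still differ at 8 with no filter, the filter at 10 TPM, median-of-ratios factors, quantile normalization, no trend, the replicate block, and the fit of only the groups compared, and without either exogenous SOX17 library, at 9 with the level threshold on the higher group, and at 10 with no level threshold.

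Of 103 genes named as DEGs in fig. S3A, Fig. 3C, fig. S5A, Fig. 5F, Fig. 6D, and fig. S7G, read by eye, 95 are DEGs here. The other 8 fell short of the level or the fold change. OTX2 in preinduced cells (fig. S3A) had a log2 fold change of -3.89 at a level of 3.65; it is a DEG with the level threshold on the higher group, with none, or without either preinduced replicate. RNF103 with exogenous SOX17 (Fig. 3C) had 1.99 and is a DEG with a pseudocount of 0.1, without GK15 replicate 1, or without exogenous SOX17 replicate 1. SOX12 in the same figure had 1.96 at a level of 3.67 and is a DEG under no setting. PECAM1 in d6c8 (Fig. 5F) had 1.97 and is a DEG with median-of-ratios factors, quantile normalization, or without day 6 replicate 1 or d6c8 replicate 1. ABCC2 in d6c32 (Fig. 5F) had -2.27 at a level of 2.44 and is a DEG with no level threshold. ZC3HAV1 in the advanced condition (fig. S5A) had -2.47 at a level of 3.61 and is a DEG with the level threshold on the higher group or with none. SLC43A2 in NWR-iPSCs (fig. S7G) had -3.51 at a level of 3.71, and the same settings or leaving out either NWR-iPSC replicate make it a DEG. GATA3 in NWR PGCLCs (Fig. 6D) had 3.34 at a level of 3.87, and the same settings or leaving out either SWR-PGCLC replicate make it a DEG. Every one of these genes passed an adjusted p under 0.001 from limma.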

Other observations

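Most of the interferon response genes and p53 targets tested had more transcript in day 6 PGCLCs than in day 4 PGCLCs of the same medium, as did 68.1% of all changed genes (47.1% with median-of-ratios factors, 46.3% with quantile normalization). Of 20 interferon response genes, 18 were higher and 1 was lower, as when adjusted over the list alone (camera in limma, adjusted p = 4e-09, and adjusted p = 0.053 with an estimated correlation). Of 13 p53 targets, 10 were higher and none lower (11 and 1 adjusted over the list alone; camera in limma, adjusted p = 0.11 with an estimated correlation). With either of these scalings, 17 interferon response genes were higher and 1 lower (18 and 1 adjusted over the list alone), and 10 p53 targets were higher and 1 lower, as over the list alone. Interferon response genes were also higher in day 4 OGBT double-positive cells than in preinduced cells, with 17 of 20 higher and 2 lower (17 and 2 adjusted over the list alone; camera in limma, adjusted p = 0.038 with an estimated correlation). ISG15 went from 14.2 to 262 TPM and EIF2AK2 from 0.885 to 64.4 TPM, and XAF1 was listed at 0 in both preinduced libraries and was at 20 TPM on average in OGBT double-positive cells. In d6c32, 15 of the 20 were lower and 2 higher than in d6c8 (15 and 2 adjusted over the list alone; camera in limma, adjusted p = 0.17 with an estimated correlation).

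Endoderm genes gave 8 of 12 higher and 1 lower in OGBT double-positive cells against preinduced cells, as when adjusted over the list alone (camera in limma, adjusted p = 0.15 with an estimated correlation), with GATA4 among them. With exogenous SOX17, 5 of 6 neural ectoderm genes were higher and 1 lower, as over the list alone (camera in limma, adjusted p = 0.11 with an estimated correlation), and 9 of 14 cAMP response genes were higher and none lower, also over the list alone (camera in limma, adjusted p = 0.23 with an estimated correlation). Endothelial and blood genes gave 2 higher and 1 lower of 5 in OGBT double-positive cells against preinduced cells, and histone H3K9 and H3K27 methylation genes gave 7 higher and 6 lower of 17, both as over the list alone. In d6c32 against d6c8, FOXO targets gave 8 of 13 higher and 2 lower, as over the list alone (camera in limma, adjusted p = 0.11 with an estimated correlation), heat shock genes 3 higher and 12 lower of 17, as over the list alone (camera in limma, adjusted p = 0.23 with an estimated correlation), and imprinted genes 10 higher and 1 lower of 16, as over the list alone (camera in limma, adjusted p = 0.2 with an estimated correlation). In NWR-iPSCs against SWR-ESCs, cell division genes gave 3 higher and 14 lower of 20, as over the list alone (camera in limma, adjusted p = 0.61 with an estimated correlation).

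Glycolysis and hypoxia genes rose in d6c32 against d6c8 by a median of 1.73 on the log2 scale. That 1 library carries this was excluded by a test set beforehand: the median was 1.46 without d6c32 replicate 2 and 1.92 without replicate 1. RNA of the feeder cells as the cause was examined by a test chosen only after the result was seen. The fibroblast and feeder list rose less, by a median of 0.4 (upper quartile 1.38), with 9 of 17 genes higher and 3 lower. COL1A2 went from 991 to 921 TPM, whereas VIM and THY1 rose. The cells were sorted for the OGBT reporters. How RNA of the feeder line maps to the SWR genome is unknown here, so this list cannot exclude feeder RNA. Time in culture stays open, since no library parts it from other changes of the culture.

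REXO5 was near 0 in all NWR groups, at 0.025, 0, and 0.07 TPM, and at 31, 28.3, and 37.6 TPM in the matched SWR groups. NWR sequence that differs from the SWR genome used for mapping would give more such genes in NWR than in SWR, a prediction set beforehand. REXO5 was the 1 gene below 1 TPM in every NWR group and above 10 TPM in every matched SWR group. The other way there was 1 gene, DNAJB5, at 18.2, 22, and 19.2 TPM in NWR and 0.12, 0.27, and 0.12 TPM in SWR (exact two-sided binomial p = 1). The rule set beforehand would count equal numbers against this explanation, but 2 genes can never give a p under 0.05, so the test cannot tell, and the explanation stays open.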
